# Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in *Drosophila* Uncovers a Regulatory Basis for Sensory Specification

**DOI:** 10.1371/journal.pbio.1000435

**Published:** 2010-07-27

**Authors:** Stein Aerts, Xiao-Jiang Quan, Annelies Claeys, Marina Naval Sanchez, Phillip Tate, Jiekun Yan, Bassem A. Hassan

## Abstract

A comprehensive systems-level understanding of developmental programs requires the mapping of the underlying gene regulatory networks. While significant progress has been made in mapping a few such networks, almost all gene regulatory networks underlying cell-fate specification remain unknown and their discovery is significantly hampered by the paucity of generalized, in vivo validated tools of target gene and functional enhancer discovery. We combined genetic transcriptome perturbations and comprehensive computational analyses to identify a large cohort of target genes of the proneural and tumor suppressor factor Atonal, which specifies the switch from undifferentiated pluripotent cells to R8 photoreceptor neurons during larval development. Extensive in vivo validations of the predicted targets for the proneural factor Atonal demonstrate a 50% success rate of bona fide targets. Furthermore we show that these enhancers are functionally conserved by cloning orthologous enhancers from *Drosophila ananassae* and *D. virilis* in *D. melanogaster*. Finally, to investigate *cis*-regulatory cross-talk between Ato and other retinal differentiation transcription factors (TFs), we performed motif analyses and independent target predictions for Eyeless, Senseless, Suppressor of Hairless, Rough, and Glass. Our analyses show that *cis*TargetX identifies the correct motif from a set of coexpressed genes and accurately predicts target genes of individual TFs. The validated set of novel Ato targets exhibit functional enrichment of signaling molecules and a subset is predicted to be coregulated by other TFs within the retinal gene regulatory network.

## Abstract 2

CisTarget X is a novel computational method that accurately predicts Atonal governed regulatory networks in the retina of the fruit fly.

## Author Summary

Tens of thousands of regulatory elements determine the spatiotemporal expression pattern of protein-coding genes in the metazoan genome. Each regulatory element, when bound by the appropriate transcription factors, can affect the temporal transcription of a nearby target gene in a particular cell type. Annotating the genome for regulatory elements, as well as determining the input transcription factors for each element, is a key challenge in genome biology. In this study, we introduce a computational method, *cis*TargetX, that predicts transcription factor binding motifs and their target genes through the integration of gene expression data and comparative genomics. We first validate this method in silico using public gene expression data and, then, apply *cis*TargetX to the developmental program governing photoreceptor neuron specification in the retina of *Drosophila melanogaster*. Particularly, we perturbed predicted key transcription factors during the initial steps of neurogenesis; measure gene expression by microarrays; identify motifs and predict target genes; validate the predictions in vivo using transgenic animals; and study several functional and evolutionary aspects of the validated regulatory elements for the proneural factor Atonal. Overall, we show that *cis*TargetX efficiently predicts genetic regulatory interactions and provides mechanistic insight into gene regulatory networks of postembryonic developmental systems.

## Introduction

The development of the structural and functional properties of cells is largely determined via differential extraction of information from the genome by transcription factors (TFs). The first detailed analyses of TF-controlled genetic programs have recently been performed in yeast [1],[2] and in early embryonic development of sea squirt [3], sea urchin [4], and fruitfly [5],[6]. These initial studies revealed an astonishing complexity of regulatory interactions, between TFs and their target genes in the genome. The expression of most genes is regulated by combinations rather than single TFs, and extensive cross-regulations exist amongst TFs, often through feed-forward and feedback loops. These characteristics make it necessary to represent the regulatory blueprint of a cell as a network, for which the emerging properties explain the complement of active genes in that cell. The mapping and characterization of these networks represents a major goal in developmental biology, as they will yield profound mechanistic insights into embryonic and postembryonic developmental programs. However, the elucidation of such networks remains a formidable task for the vast majority of biological processes in most organisms.

Two main approaches are being used for gene regulatory network (GRN) mapping. The first approach relies on chromatin immunoprecipitation (ChIP) with an antibody against a particular TF, followed by hybridization on a chip (ChIP-chip) or next-generation sequencing (ChIP-Seq) to identify the regions bound by the TF. In yeast, a first draft of the entire regulatory network has been described [2] by ChIP-chip for every TF. Importantly, ChIP-chip data alone were not specific enough and required additional computational predictions of conserved TF binding sites in the bound regions. In *Drosophila*, ChIP-chip has been successful in identifying target genes for a few TFs, such as dorsal, Mef2, twist, and biniou [6],[7]. Here also ChIP-chip data alone were not specific enough, but combinations with computational binding-site predictions and with gene expression data under normal and TF perturbation conditions identified a significant number of *bona fide* regulatory interactions. The limitations of this approach are the large amounts of material required for ChIP (hence so far only successful for yeast cultures and large embryo collections) and the need for high quality, “ChIP-grade” antibodies. Therefore, it is not possible today to perform ChIP-Seq for most TFs at most developmental stages in multicellular organisms. The second approach is based on genetic perturbations of a TF, followed by quantitative measurements of expression level changes of downstream genes. Either a selected candidate gene set is measured by quantitative reverse transcription PCR (qRT-PCR), or all genes are measured. In yeast, a complete functional network was uncovered by profiling transcriptional responses of individual deletions of all TFs [1]. In higher eukaryotes, perturbation of multiple TFs (e.g., morpholino knock-down) followed by qRT-PCR or nanostring [8], have lead to several networks by measuring quantitative changes in gene expression upon TF perturbation. Examples of this approach are the endomesoderm network in sea urchin [4]; the network underlying central nervous system compartmentalization in *Ciona intestinalis* [9] and the network underlying mouse T-cell specification [10]. These networks are more complete than the ChIP-based networks because they contain interactions (i.e., targets) for many TFs. However, the limitations of this approach are (1) they are only applied as transient perturbations in early embryo's or in cell culture; and (2) these networks are based on expression changes and usually do not contain *cis*-regulatory evidence. In summary, while significant progress has been made in decoding regulatory interactions in cell culture models and early embryonic patterning, in vivo description of GRNs required during development remains a significant challenge for developmental and regulatory biology.

In order to begin to tackle this challenge, we exploited the second approach, which does not require special molecular reagents, to predict target genes of TFs involved in a specific postembryonic process, namely specification of *D. melanogaster* adult sense organs, and then provide direct in vivo *cis*-regulatory evidence for these interactions. A genetic TF perturbation followed by sample dissection and a microarray experiment, which is in principle feasible for any cell type, yields sets of up- and downregulated genes as candidate target genes for that TF. Bioinformatics methods to discover over-represented motifs across such a set of coexpressed genes, such as Clover, oPOSSUM, PASTAA, or PSCAN, are limited to small sequence search spaces, such as proximal promoters, often (except oPOSSUM) work on single genomes, and do not incorporate motif clustering [11]–[14]. On the other hand, motif scanning approaches that incorporate motif clustering, such as Stubb, SWAN, or Cluster-Buster, do not take gene coexpression information and genomic background information (i.e., genes not differentially expressed by the TF perturbation) into account [15]–[17]. Recently, methods that combine both approaches, namely motif over-representation and motif cluster scoring, like PhylCRM/Lever and ModuleMiner have been successfully used on yeast and human [18]–[20].

We developed a method, called *cis*TargetX, and applied it to *Drosophila*. *cis*TargetX produces high-confidence target predictions that result from statistical correlations between coexpressed gene sets and genome-wide target prioritizations on the basis of rankings of conserved motif cluster predictions. Unlike existing methods, *cis*TargetX allows identifying both the motif and the optimal subset of direct targets of the perturbed TF, and to dissect a set of coexpressed genes into subsets of targets of different TFs. Furthermore, its computational efficiency allows online usage by expert and nonexpert users through a Web-based application.

The developmental system we use as a model is retinal differentiation in *Drosophila*. This system has served as a model for the analysis of postembryonic development and cell-fate specification, and extensive genetic studies have uncovered key TFs and signaling pathways that control this process [21]. During the initial steps of photoreceptor specification, competent neuroepithelial cells specified by eye determination TFs such as Eyeless/Pax6 (Ey) express the proneural TF Atonal (Ato), leading to the specification of individual R8 photoreceptor precursor cells with a determined sensory fate. This process initiates a cascade of signaling events that result in the specification of all retinal cells. However, the regulatory interactions underlying this signaling cascade are unknown. Moreover, the fly retina is used as a cancer model [22]. Hence our endeavor to identify the regulatory environs of Ato may yield insight into the regulatory mechanisms underlying tumor suppression [23].

In order to determine the space of Ato downstream genes, we first generate microarray data using gain-of-function (GOF) and loss-of-function (LOF) genetic perturbation resulting in 451 Ato downstream genes. *cis*TargetX analysis of this set results in the prediction of 74 direct target genes. We then perform extensive in vivo enhancer-reporter validations for 39 predicted Ato enhancers and confirm 20 enhancers as bona fide Ato targets. Next, we apply *cis*TargetX to microarray data sets obtained under different conditions and for other TF perturbations, and dissect sets of coexpressed genes into direct targets of the TFs Ey, Senseless (Sens), Suppressor of Hairless (Su(H)), Rough (Ro), and Glass (gl). Drawing edges between TFs and their targets results in a transcriptional network underlying early retinal differentiation and defines the gene regulatory environs of Ato-dependent retinal differentiation. These data provide evidence for a generalized approach for the prediction and in vivo validation of postembryonic cell-fate specification GRNs.

## Results

### Reliable Genome-Wide Prediction of Transcriptional Targets Using Conserved Binding-Site Clusters and Gene Expression Data

We apply a methodology for target gene discovery that combines genome-wide motif cluster predictions with gene set enrichment analysis. The procedure consists of two steps, illustrated in Figure 1 and Text S1 for the *Drosophila* homologue of the nuclear factor-κB (NFκB) TF Dorsal (dl) as a positive control. The dl binding motif is available as a position weight matrix (PWM) (Figure 1A), and many of its direct target genes are known [24]–[26]. Cluster-Buster [17] is used to predict clusters of dl binding sites across the 12 *Drosophila* genomes (Figure 1B). 5 kb upstream regions and introns of all *D. melanogaster* genes are scored, as well as all their respective orthologous regions from the 11 other *Drosophila* species, as determined using *liftover* on the UCSC Genome Browser net alignments [27]. Each *Dmel* reference region *k* receives 12 Cluster-Buster scores (*S*_k,i_, for each species *i*) and 12 corresponding ranks (*R*_k,i_, the rank position out of 93,330 regions). For each region, the 12 independent species ranks are integrated into one final rank (*R*_k_) using order statistics [28],[29], followed by selecting the highest ranking region for each gene, ultimately producing a final ranking of all *Dmel* genes (Figure 1C) [28]. Next, the genomic ranks of a subset of genes are plotted in a cumulative recovery curve (Figure 1D). For the dl example we use 80 coexpressed genes downstream of dl obtained from GOF and LOF Dorsal perturbations [26]. The observed recovery curve for these 80 genes (blue curve in Figure 1D) indicates that they are enriched in the top part of the motif-based gene ranking. This enrichment is higher when predictions are integrated across 12 genomes than for *Dmel* alone (cyan curve in Figure 1D), and is statistically significant (*z* score is 5.61), as determined by comparing the area under the curve (AUC) to the AUCs under 1,980 control curves constructed for an entire motif library (Table S1). The recovery curve yields 13 predicted targets at the optimal cutoff, of which 12 are true dl targets [7]. An important additional feature of this approach is its use for the detection of enriched motifs in the regulatory sequences of predicted target genes. This use is because AUC calculations are performed for all 1,981 motifs, thus allowing motif discovery by selecting the motif(s) with the highest AUC. That motif will have the highest enrichment of coexpressed candidate genes among its top-scoring target predictions. For the 80 genes downstream of dl, the dl motif is identified as the best motif with the highest AUC (Figure 1E; Table S2), together with several variations of the NFκB motif. Other motifs with significant recovery curves are the motif for Tinman, a homeobox NK family TF, and an E-box motif possibly representing binding sites for the basic-Helix-Loop-Helix TFs Twist or Snail. In conclusion, the dl motif together with dl target genes can be identified through homotypic binding-site cluster predictions, even though dl binding sites are usually accompanied in the *cis*-regulatory module (CRM) by binding sites for Twist, Snail, or other TFs [7]. Interestingly, the *cis*TargetX performance using only the dl PWM is similar to the performance when [dl+twi] or [dl+twi+sna] heterotypic cluster predictions are used (Figure S1). Although some bona fide enhancers receive better rankings using multiple PWMs, increasing the specificity, other enhancers are filtered out (namely those where dl works alone or cooperates with other TFs), decreasing the sensitivity. This balance of positive and negative effects of heterotypic versus homotypic models results in comparable recovery curves (Figure S1). Note that the cooperative regulation of target genes can be discovered through first discovering target genes for a single TF and then discovering overrepresented motifs of other TFs within the same target gene space.

**Figure 1:**
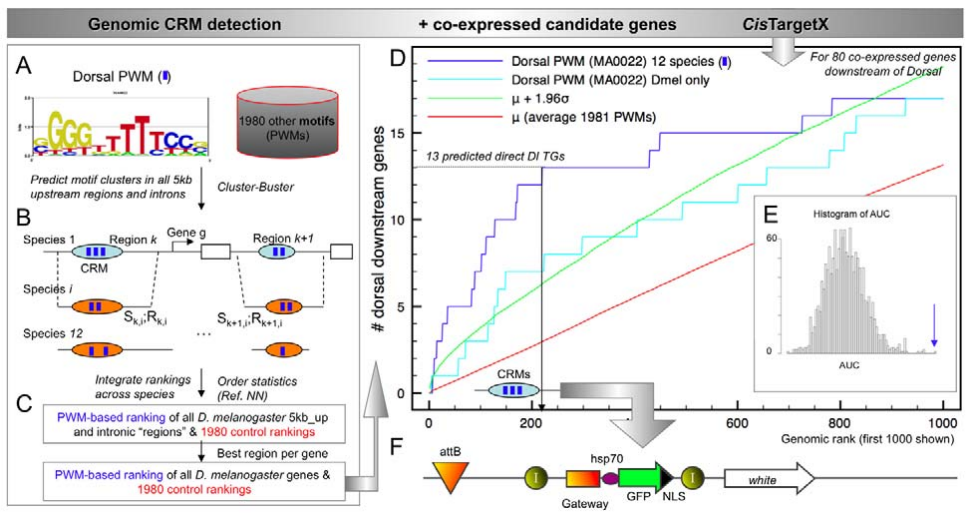
*cis*TargetX predictions of Dorsal target genes. (A) Example of scoring for homotypic clusters of binding sites with Cluster-Buster, using the Dorsal PWM and 1,980 other PWMs. (B) The scoring is applied to all 5-kb upstream sequences and introns (*k* = 1 to *k* = 93,330) of 13,667 genes across 12 *Drosophila* species (*i* = 1 to *i* = 12). (C) For each region *k* of species *i*, the highest score is retained and used to rank all regions in each species independently. The ranks *R*_k,i_ are integrated across the species into one ranking *R*_k_. The highest ranking region for each gene is retained to yield a final ranking of all *D. melanogaster* genes. (D) Using a set of candidate coexpressed genes, a receiver operating characteristic (ROC) curve is drawn using the dl-PWM based ranking on the *x*-axis and the recovery of the candidate genes in the *y*-axis. In this example, a set of 80 genes expressed downstream of dl is used [26]. The blue curve (using 12 species) shows significant enrichment of direct Dl targets within the set of 80 candidates. The optimal cut-off at position 220 yields a subset of 13 direct target predictions. (E) Histogram of AUC for all 1,981 PWMs tested, with the best performing PWMs being Dl PWMs, illustrating the use of motif discovery using ROC curves. (F) Predicted target regions are cloned in an enhancer reporter vector.

To further test the performance of our approach, we performed similar computational experiments for other TFs using various types of input gene sets, such as coexpressed gene clusters from microarray gene expression, in situ gene expression, or literature-curated gene expression data; coregulated genes from chromatin-binding experiments; and functionally related genes from Gene Ontology. We find significant recovery curves, and accordingly high-confidence predictions of target genes, for Mef2, Cf2, Pointed, Serpent, Biniou, Svb, Bcd, Kr, Cad, Hb, and several other TFs (Table 1 and the *cis*TargetX Web site). Interestingly, these analyses yield a number of novel target gene predictions for these TFs, which are publicly available as an online resource for the community. Because *cis*TargetX uses a larger sequence space and a larger motif collection than other motif discovery methods (e.g., PASTAA, Clover, or PSCAN), and because it employs motif clustering and cross-species comparisons, *cis*TargetX identifies the correct motif with higher significance, and in more gene sets than other methods (Text S2).

**Table 1:** Validation of *cis*TargetX on various coexpressed gene sets.

Experiment	*n* Input Genes	Top-scoring PWMs	*z* Score	*n* Target Genes	Example Target Genes
Mef2 LOF [55]	684	MA0052-Mef2 [Jaspar]	3.61	68	aop, Mi-2, sls, Mp20, nau, up, wupA, Mlp84B, Mef2
		M00012-I-CF2II_01	4.97	49	Prm, wupA, up, Mhc, Zeelin1, if
		M00152-V-SRF_01	2.93	28	cher, CG10724, Mhc, tsr, Msp-300, if
Serpent LOF [69]	353	GATAAGC [Elemento]	6.02	56	NdaeI, Tl, Gel, ds, crq, Idgf2, Hph, …
Ey GOF [45]	189	Ey PWM [45]	3.54	14	so, Optix, eya, toy, Fas2, tie, osp, mspo, ey
Biniou LOF + ChIP [70]	144	M00474-V-FOXO1_02 (biniou)	3.42	23	hth, Ptp99A, lola, lbl, pnt, dia, fas, Fas3, bun, otk, vri, inv, EcR
Pointed GOF (“PLE”) [54]	25	M00233-V-MEF2_04	4.40	9	mib2, sty, Dg, drongo, Grip, Ppn, aop,..
		M01103-I-TWI_Q6	3.99	6	sty, aop, Grip, nuf, Dg, CG10275
		M00935-V-NFAT_Q4_01 (pnt)	3.27	4	wgn, nuf, sty, Dg
Dorsal LOF + GOF [26]	80	M00043-I-DL_01	6.04	13	Ths, ed, sna, Doc3, rho, sim, twi, vnd, dpp, sog, Mef2, Ect4, Neu3
polII ChIP early embryo [71]	1325	CAGGTAG (Zelda)	8.99	244	Sdc, Ptr, sisA, ec, aop, Kr, sc, vnd, …
		Bcd	3.57	22	Btd, tll, bnk, RpS30, slps1, eve, …
		Hb	2.11	90	Kni, odd, eve, Kr, nub, run, gt, …
		dl	2.19	41	Sdc, ths, sna, m4, hkb, Doc3, rho, …
GO:0007350	112	Bcd	3.88	15	Nkd, oc, btd, tll, slp1, run, eve, Kr, …
		Hb	2.78	38	Ubx, eve, odd, sog, pum, hth, kni, …
		Kr	3.25	26	Abd-B, hth, odd, pum, kni, abd-A, …
		cad	3.08	44	Slp2, kni, h, gt, tll, pum, odd, btd, …
GO:0009950	26	dl	5.41	6	twi, sna, cact, Tl, dpp, Egfr

Coexpressed gene sets were extracted from published microarray or ChIP-chip experiments, or from the FlyBase Gene Ontology annotation. The complete *cis*TargetX results of these analyses can be found on the *cis*TargetX Web site (http://med.kuleuven.be/cme-mg/lng/cisTargetX).

From these validation experiments we conclude that if a candidate input gene set—usually a set of coexpressed genes—contains a critical number of direct targets for a certain TF, then this procedure can identify the optimal motif for this TF together with the optimal subset of predicted direct target genes. The enhancer predictions that underlie the *cis*TargetX scores are also useful for identifying the actual enhancer regulating each target gene, although this step is more difficult to validate in silico because of limited data availability and because of the possible presence of redundant enhancers [7]. Therefore, validating these predictions requires in vivo testing of the putative enhancers.

### Direct Atonal Target Predictions on Genetic Perturbation Microarray Data

To unravel the GRN underlying sensory cell-fate specification, we turned to the *Drosophila* retina as a model system. The acquisition of neural cell fate in the retina is under the control of the proneural tumor suppressor TF Ato. Loss of Ato results in the complete failure of retinal differentiation [35], and therefore Ato must occupy a key position in the regulatory hierarchy underlying retinal development. However, only four target genes are currently known for Ato, namely *sens*, *dap*, *Brd*, and *mir-7*, yielding a poor explanation of the regulatory network underlying the complex process of Ato-dependent neural fate specification [30]–[33]. We therefore first focused on expanding the regulatory interactions directly downstream of Ato. To this end, we overexpressed Ato in the eye imaginal disc using two Gal4 drivers, namely GAL4-7 and AtoGAL4, verified the downstream effects on known targets by qRT-PCR, and then measured gene expression changes by microarrays (Methods, Figure S2). This GOF experiment results in a set of 204 Ato downstream genes (Methods, Table S3), containing the positive controls *sens* and *dap*, and is furthermore enriched in relevant biological processes, such as nervous system development (*p* = 4.1×10^−9^), and cell-fate commitment (*p* = 1.6×10^−5^).

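Larvae that carried UASato with either the Gal4/7 or the atoGal4 driver overexpressed *ato* in their eye-antennal imaginal discs. On the log2 scale the *ato* transcript measured 12.44 ± 0.20 (SD, n = 3 arrays) with Gal4/7 and 11.44 ± 0.17 (SD, n = 3) with atoGal4, and it lay between 9.27 and 10.01 on the 8 control arrays. The TF *sens*, which acts after *ato* in the R8 photoreceptor precursor, measured 10.81 ± 0.18 (SD, n = 3) with Gal4/7, 9.71 ± 0.14 (SD, n = 3) with atoGal4 and 8.41 ± 0.25 (SD, n = 8) in the controls. Transcripts of *boss*, the ligand on R8 for the Sevenless receptor, measured 9.07 ± 0.41 (SD, n = 3) with Gal4/7 and 7.09 ± 0.26 (SD, n = 3) with atoGal4, and their highest control array was at 6.83. For each of these 3 genes, every Ato GOF array lay above every control array. Flies were raised at 18 °C and moved to 28 °C for 24 hours before the discs were dissected. RNA of each sample was hybridized to an Affymetrix Drosophila array, which gave 6 Ato GOF arrays and 8 control arrays, 2 from each of the parental lines Gal4/7, atoGal4 and UASato and 2 from wild-type CantonS. The authors deposited RMA values, which are on the log2 scale, and the median value of an array lay between 5.38 and 5.51. From these values each of 18769 probe sets was fitted with limma, the 6 Ato GOF arrays as 1 group against the 8 controls, with Benjamini-Hochberg adjustment over all of them. Each gene was read from its brightest probe set, which gave 11982 genes. A further 402 probe sets that name several genes and 4721 that are unnamed here entered the adjustment but no count of genes. The number of arrays limits the precision: in data simulated for this comparison over the same 18769 probe sets, the fit recovered 62% of 1.5-fold changes and 88% of 2-fold changes.

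**Figure D1:**
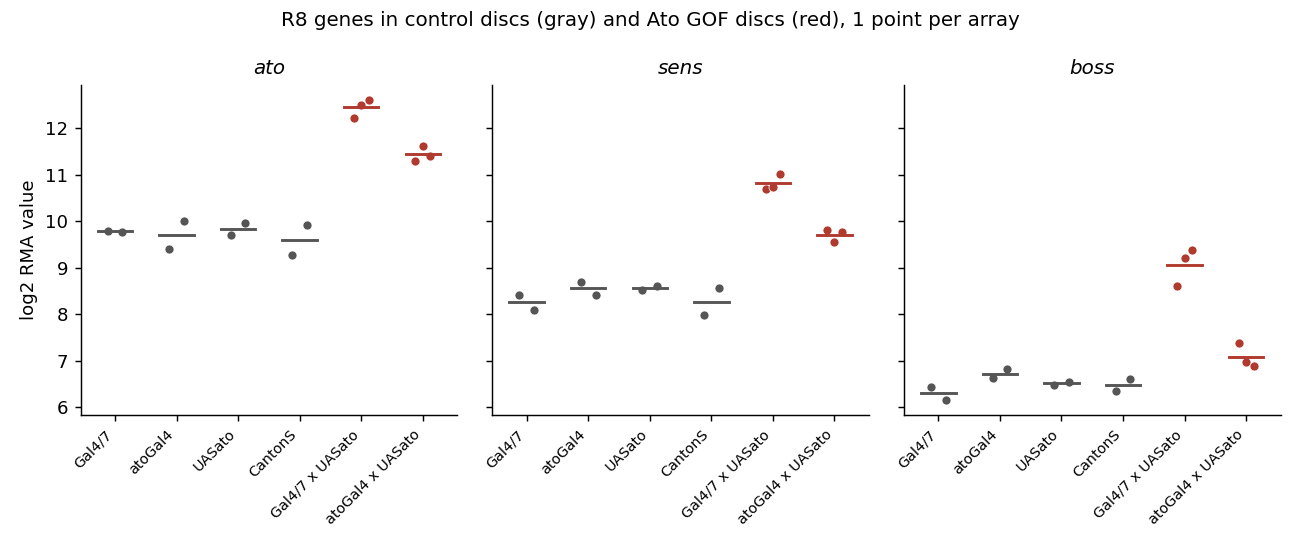
Log2 RMA values of *ato*, *sens* and *boss* (y axis) on each control and Ato GOF array, by line (x axis), with 1 point per array and a bar at the mean of each line. The 3 Gal4/7 × UASato arrays lie highest for each gene, with a mean of 9.07 for *boss*.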

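Ato GOF discs held more RNA of most measured genes of a list for R8 photoreceptor specification, the *ato* transgene included. Of 5 measured genes of R8 specification, fixed with the other gene lists before the data were examined, 4 were higher and none was lower at an adjusted p under 0.05 from limma (5 higher when adjusted over the list alone). All 5 are in Table S3, which was drawn up on these samples and whose members had been seen. Neither this count nor the set tests of the R8 genes below are therefore independent evidence. The transcript of *ato*, transgene included, rose by 2.21 on the log2 scale (SE 0.21, adjusted p = 0.00044), and that of *sens* by 1.85 (SE 0.22, adjusted p = 0.0014). *phyl*, an adaptor protein needed for photoreceptor fate, rose by 1.02 (SE 0.11, adjusted p = 0.00069), and *neur*, a ubiquitin ligase that activates Notch ligands, rose by 0.73 (SE 0.08, adjusted p = 0.0012). The log2 fold change of *boss* was 1.57 (adjusted p = 0.064). As a set the R8 genes, the transgene included, stood above the other genes, with camera adjusted p = 2.67e-13 at a preset correlation and adjusted p = 0.0233 with an estimated correlation. Without *ato*, a test added after the values had been seen, the other 4 genes gave camera adjusted p = 5.28e-10, and adjusted p = 0.0294 with an estimated correlation. Outside this list, the genes that rose whichever array was left out included *CG32006* (log2 fold change 3.26), *VepD* (1.60), *Osi24* (1.30), *inaC*, which encodes a protein kinase C of phototransduction (1.28), and *twit* (1.26). Among the decreases, *GstT4*, a glutathione S-transferase, fell by 1.15, *ect* by 0.93 and *tfc* by 0.91. Of 9 measured genes of the R1 to R7 photoreceptors, *B-H1* and *B-H2*, homeobox TFs of R1 and R6, were lower and none was higher (4 lower when adjusted over the list alone; camera adjusted p = 0.0946 for the list). The transcript of *Brd*, a known Ato target, had a log2 fold change of 0.23 (SE 0.15, adjusted p = 0.58). In all, 66 genes were more than 1.5-fold higher and 15 more than 1.5-fold lower. Joining the filters of the paper that apply to RMA values gave 73 higher genes, of which 69 are in Table S3. Of the 180 measured genes of Table S3, 98 were higher and none was lower at an adjusted p under 0.05 (152 higher when adjusted over the list alone), but the table was drawn up on these samples and is not independent evidence. The 66 genes became 34, 32 or 38 without Gal4/7 × UASato replicate 1, 2 or 3, 42 without CantonS replicate 1 and 112 without atoGal4 × UASato replicate 3, while the 73 became 39, 37, 41, 47 and 120 without the same arrays and the 15 became 7, 7 or 4 without Gal4/7 × UASato replicate 1, 2 or 3, 8 without CantonS replicate 2, and 8 or 7 without control Gal4/7 or UASato replicate 1. The call of *B-H2* was lost without CantonS replicate 2, both CantonS arrays or any Gal4/7 × UASato array (adjusted p from 0.0537 to 0.0866), and that of *B-H1* without any array except control atoGal4 replicate 2 and atoGal4 × UASato replicate 3 (adjusted p from 0.0513 to 0.106). From 6 joined filters, 3 of them on these values, the paper takes its set of Ato downstream genes and states that it contains known targets and is enriched in genes of nervous system development and cell-fate commitment.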

Applying *cis*TargetX on this set of candidate genes identifies two kinds of motifs that produce highly significant recovery curves, namely E-box motifs and Su(H) motifs (Figure 2; Table S4). The best motif among the 1,981 motifs tested is the E-box motif RA**CA**SC**TG**Y from the Stark et al. conserved motif collection [34]. This motif is slightly different from the previously reported Ato binding-site consensus sequence AW**CA**KG**TG**K but preserves the typical CANNTG core [31]. We also constructed our own Ato “phylo-PWM” [28], on the basis of known Ato binding sites and conserved sites in other species (Table S5), which also yields a significant recovery curve (*z* = 2.67). The ROC curve for the RACASCTG motif is shown in Figure 2B. The AUC is significantly higher than expected by chance (*z* = 3.86) and applying the optimal cut-off at position 674 results in 36 direct Ato target-gene predictions (Tables 2 and S6). At this position on the *x*-axis, the observed recovery (*y*-axis; blue curve) of Ato upregulated genes, versus the expected recovery (*y*-axis; red curve), is most significant. We confirmed the specificity of the RACASCTGY motif for Ato by comparing *cis*TargetX results on Ato GOF data to control gene sets and to coexpressed genes enriched for specific targets of Scute, a related bHLH proneural factor. Scute downstream genes also have significant curves for several Su(H) and E-box motifs, but not for RACASCTGY. Using all significant E-boxes in the GOF Ato set (Table S4) yields, in total, 55 direct Ato target gene predictions (Tables 2 and S6).

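Predicted Ato targets that passed the test in the Ato GOF discs were higher there, and none was lower. Of 31 measured genes of Table 2, 19 were higher and none was lower at an adjusted p under 0.05 (28 higher when adjusted over the list alone), and the 19 are among the 26 measured genes that the table predicts from the GOF set. They include *ato*, measured with its transgene. With atoGal4 × UASato alone 5 of the 31 were higher, and with Gal4/7 × UASato alone 22 were (24 and 25 when adjusted over the list alone). *dila*, which encodes a protein at the base of sensory cilia, rose by 1.15 on the log2 scale (SE 0.19, adjusted p = 0.0095 from limma), *mdu* rose by 0.86 (SE 0.09, adjusted p = 0.00044), and *RapGAP1*, an inhibitor of the GTPase Rap, rose by 0.52 (SE 0.07, adjusted p = 0.0028). *nvy*, a corepressor, had a log2 fold change of 1.05 (adjusted p = 0.0197), and *Lim3*, a LIM-homeobox TF of neurons, one of 1.20 (adjusted p = 0.0191). Values of other Table 2 genes did not pass: *amon* was 0.72 higher (adjusted p = 0.057), *Dscam1*, a neuronal adhesion molecule, 0.61 higher (adjusted p = 0.064), *CG31176* 0.47 higher (adjusted p = 0.063) and *siz*, which is also a known Scute target, 0.27 higher (adjusted p = 0.11). *Traf4*, another known Scute target, had a log2 fold change of 0.00 (SE 0.14). In the E(spl) and *Brd* complexes, which hold further known targets of proneural TFs, 2 of 14 measured genes were higher and none was lower (6 higher when adjusted over the list alone; camera adjusted p = 0.0789 for the list). They were *E(spl)m4-BFM*, with a log2 fold change of 0.58, and *E(spl)mdelta-HLH*, with one of 0.39. Of the 60 measured genes of Table S6, 30 were higher and none was lower (43 higher when adjusted over the list alone). Both tables were chosen on these samples, and neither count is independent evidence. Of the 19 higher genes of Table 2, 7 kept their call whichever array was left out, and the other 12 lost it without at least 1 of the Gal4/7 × UASato arrays, *nvy* and *Lim3* without replicate 1 or 2 (adjusted p from 0.0571 to 0.0579) and without the CantonS controls (adjusted p = 0.0815 and 0.0798). The call of *E(spl)m4-BFM* was lost without any array except atoGal4 × UASato replicates 2 and 3 and control atoGal4, UASato and CantonS replicate 2 (adjusted p from 0.0519 to 0.092), and that of *E(spl)mdelta-HLH* without Gal4/7 × UASato replicate 2 or 3, atoGal4 × UASato replicate 1 or 2, control Gal4/7 or atoGal4 replicate 1, or the CantonS controls (adjusted p from 0.0512 to 0.069).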

**Figure 2:**
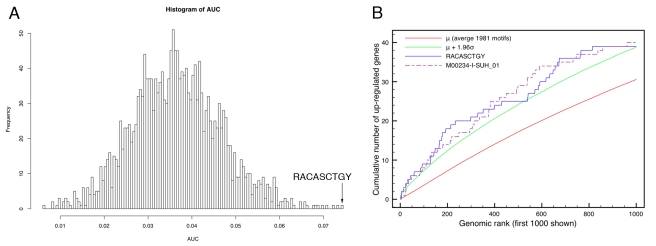
*cis*TargetX predictions of Ato target genes. (A) Histogram of AUC values for all ROC curves generated from the rankings using 1,981 PWMs and 204 upregulated genes under Ato GOF conditions. The six best PWMs are all E-box motifs. (B) ROC curve for the best performing motif, RACASCTGY (blue) and the seventh best motif (M00234 for Su(H)). The arrow indicates the optimal cut-off for RACASCTGat position 674, yielding 36 direct Ato target predictions.

**Table 2:** Predicted and validated enhancers.

CG	Symbol	BR	Motif (BR)	GOF/LOF	GFP	Location	dTSS	Size
CG3385	nvy	1	RRCAGGTGB-escargot	GOF	−	Intron 1	4 kb	1,000
CG11711	Mob1	3	M00693-V-E12_Q6	GOF and LOF	−	Upstream/Intron1	1–5 kb	1,289
CG31176	CG31176	3	sna	GOF and LOF	−	Intron	10 kb	937
**CG8965**	**CG8965**	**5**	**M00973-V-E2A_Q6**	**GOF and LOF**	**+**	**upstream**	**3 kb**	**619**
**CG31020**	**spdo**	**13**	**AACAGCTG**	**LOF**	**+**	**Upstream**	**1 kb**	**1,007**
CG2556	CG2556	15	RACASCTGY	GOF and LOF	−	Intron 1	2 kb	800
**CG3048**	**Traf1**	**16**	**RACASCTGY**	**LOF**	**+**	**Last Intron**	**3–12 kb**	**1,699**
CG13968	sNPF	16	RRCAGGTGB-escargot	GOF	−	Intron 1	3 kb	1,400
CG6741	a	16	atopwm3	GOF and LOF	−	Intron 3	25 kb	645
**CG17800**	**Dscam**	**18**	**MA0091**	**GOF**	**+**	**Intron 2**	**10 kb**	**1,100**
**CG7892**	**nmo**	**27**	**RACASCTGY**	**LOF**	**+**	**Intron 2**	**50 kb**	**753**
CG8118	mam	28	RACASCTGY	LOF	−	Upstream/Intron	6 kb/14 kb	650
CG7524	Src64B	34	atopwm3	GOF and LOF	−	Intron	12 kb	1,495
CG12806	Teh1	38	M00002-V-E47_01	GOF	−	Intron	6 kb	819
CG1794	Mmp2	38	RACASCTGY	LOF	−	Intron	50 kb	1,087
**CG30492**	**CG30492**	**40**	**M00693-V-E12_Q6**	**GOF**	**+**	**Upstream**	**0 kb**	**600**
CG6464	salm	40	RACASCTGY	LOF	−	Intron	5 kb	1,102
**CG17579**	**sca**	**41**	**M00002-V-E47_01**	**GOF and LOF**	**+**	**Intron 2**	**5 kb**	**1,500**
**CG7508**	**ato**	**47**	**atopwm3**	**GOF**	**+**	**Upstream**	**4 kb**	**300**
CG15138	beat-IIIc	61	RRCAGGTGB-escargot	GOF and LOF	−	Intron 1	8 kb	3,307
**CG11988**	**neur**	**62**	**M00712-V-MYOGENIN_Q6**	**GOF and LOF**	**+**	**Intron 1**	**8–14 kb**	**808**
**CG16757**	**Spn**	**65**	**atopwm3**	**GOF**	**+**	**Intron 1**	**1 kb**	**368**
CG10699	Lim3	96	RRCAGGTGB-escargot	GOF	−	Intron 2	10 kb	2,400
**CG10108**	**phyl**	**103**	**M00973-V-E2A_Q6**	**GOF and LOF**	**+**	**Intron 1**	**1 kb**	**1,125**
**CG33529**	**Rapgap1**	**104**	**atopwm3**	**GOF**	**+**	**Intron/upstream**	**1 kb**	**801**
**CG5411**	**Pde8**	**128**	**M00002-V-E47_01**	**GOF**	**+**	**Intron/upstream**	**0–9 kb**	**1,100**
**CG32434**	**siz**	**143**	**RACASCTGY**	**GOF**	**+**	**Intron**	**8–32 kb**	**1,894**
CG14622	DAAM	145	CAGCTGC	GOF and LOF	−	Intron/upstream	8–18 kb	918
CG9801	CG9801	155	M00973-V-E2A_Q6	GOF	−	Intron	5 kb	513
**CG32120**	**sens**	**164**	**RRCAGGTGB-escargot**	**GOF**	**+**	**Intron 2**	**2.5 kb**	**661**
**CG8365**	**E(spl)**	**167**	**RACASCTGY**	**GOF**	**+**	**Upstream**	**0.2 kb**	**1,103**
CG10076	spir	200	M00804-V-E2A_Q2	GOF	−	Intron 1	4 kb	1,659
CG8174	SRPK	208	MA0091	GOF	−	Intron/upstream	0.5 kb	649
CG6438	amon	209	M00712-V-MYOGENIN_Q6	GOF	−	Intron 1	5 kb	3,307
**CG6099**	**m4**	**212**	**RRCAGGTGB-escargot**	**GOF**	**+**	**Upstream**	**0.2 kb**	**279**
**CG3665**	**Fas2**	**282**	**MA0091**	**GOF**	**+**	**Intron 2**	**13 kb**	**539**
**CG1625**	**CG1625**	**323**	**M00001-V-MYOD_01**	**GOF**	**+**	**Upstream**	**0 kb**	**800**
CG6024	CG6024	618	RACASCTGY	GOF	−	Intron	5 kb	559
**CG1772**	**dap**	**648**	**RACASCTGY**	**GOF**	**+**	**Intron 2**	**2 kb**	**862**

List of *cis*TargetX-predicted Ato target enhancers. The third column, BR, is the best rank obtained in *cis*TargetX for that gene among the rankings of all significant E-box motifs. dTSS is the distance to the transcription start site. Location: an enhancer can be both upstream and intronic depending on alternative transcripts. GFP is “+” if the produced GFP colocalizes with and/or is expressed downstream of Ato, in at least one Ato-dependent tissue. Positive enhancers are shown in bold. Previously known Ato target enhancers were recovered (i.e., positive controls) for *ato*, *sens*, and *dap*. Previously known Scute target enhancers were identified for *siz*, *Traf4*, *m4*, and *E(spl)*.

Next we performed microarray experiments for *ato* ^−/−^ eye discs. 

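Discs of *ato* mutant larvae had less RNA of the R8 ligand *boss* and of the neuronal RNA-binding protein *elav*. *boss* measured 4.78 ± 0.21 on the log2 scale (SD, n = 3 Ato LOF arrays), where its lowest control array was at 6.17, and *elav* measured 8.62 ± 0.41 (SD, n = 3), where its lowest control array was at 9.94. The *ato* transcript itself was not lower. It measured 10.18 ± 0.18 (SD, n = 3), a log2 fold change of 0.45 (SE 0.16, adjusted p = 0.083 from limma). The ato1 allele carries point mutations and is still transcribed, and the level of this transcript therefore checks no label. Levels of *sens* differed widely between the mutant samples, from 4.50 to 8.11. The paper states that the ato1/hshid stock was heat-shocked on 3 consecutive days to obtain these larvae. Of 6 measured genes of the heat shock response, *Hsp27* was lower (log2 fold change −0.53, adjusted p = 0.0065, but 0.215 against CantonS alone), none was higher, and the median log2 fold change was −0.48 (camera adjusted p = 0.181). The RMA values of the 3 arrays were fitted with limma against the 8 control arrays of the GOF comparison, since the text of the paper does not name the controls of this one. The medians of the arrays lay between 5.43 and 5.50. With 3 arrays, the fit to data simulated for this comparison over 18769 probe sets recovered 60% of 1.5-fold changes, 82% of 2-fold changes and 90% of 3-fold changes.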

Because loss of Atonal results in the complete loss of retinal differentiation [35], more genes are found that change expression, mostly downregulated genes. 

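More genes passed the test after loss of Atonal than after its gain. At an adjusted p under 0.05 from limma, 1207 genes were lower and 760 higher in the Ato LOF discs, while 34 were lower and 113 higher in the Ato GOF discs. The groups are unlike, since Ato GOF joins both drivers and Ato LOF is a single heat-shocked stock with no control of its own. With Gal4/7 alone 63 were lower and 235 higher, and with atoGal4 alone 1 and 10. Effects of the mutant stock or its heat shocks cannot be told apart from the loss of Ato. Photoreceptor genes fell in Ato LOF. Of 9 measured genes of the R1 to R7 photoreceptors, 7 were lower and none was higher (7 lower when adjusted over the list alone), with camera adjusted p = 8.87e-10 at a preset correlation and adjusted p = 0.0356 with an estimated correlation. The TF *ro* fell by 2.79 on the log2 scale (SE 0.16, adjusted p = 3.1e-06), the receptor tyrosine kinase gene *sev* of R7 fell by 2.49 (SE 0.18, adjusted p = 1.2e-05) and the TF *lz* fell by 2.44 (SE 0.18, adjusted p = 1.3e-05). Large decreases included those of *qua*, which encodes an actin-bundling protein (−4.26, SE 0.29), *superdeath* (−3.59, SE 0.25), *retn*, a TF (−3.00, SE 0.16), and *meru* (−2.84, SE 0.11). Of 14 measured genes of phototransduction, 5 were lower and 1 was higher (7 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.0203, and adjusted p = 0.131 with an estimated correlation), and *chp*, a membrane protein of the photoreceptor, fell by 2.63 (SE 0.27, adjusted p = 0.00016). Other genes rose. Increases that held against CantonS alone and whichever array was left out included those of *CG7299* (5.02, SE 0.50, adjusted p = 0.00015), *alpha-Est2*, a carboxylesterase (4.32, SE 0.87, adjusted p = 0.0083), and *Cyt-b5-r* (4.17, SE 0.85, adjusted p = 0.0089). Markers of tissues that can be carried over in dissection had positive medians in the fat body (log2 fold change 0.91, 0 of 3 genes higher), muscle (0.85, 0 of 6) and salivary gland (0.52, 0 of 6). Of the genes that passed, 61.4% were lower, but among those that changed more than 3-fold 87 were lower and 154 higher. Against the CantonS arrays alone 168 genes were lower and 239 higher, or 41.3% lower, and the 1207 and 760 became 564 and 417 without Ato LOF replicate 1 and 608 and 368 without replicate 2. The 154 became 90 without Ato LOF replicate 1, and the 87 became 57 against CantonS alone.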

The most significant motif in a set of 315 downregulated genes (>3-fold downregulation) is Su(H), indicating that this TF is involved in many cell types throughout retinal differentiation. 

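Most genes of the E(spl) and *Brd* complexes and of EGFR and Ras signaling were lower in the Ato LOF discs. Of 14 measured genes of the E(spl) and *Brd* complexes, most of which are transcribed by Su(H) when Notch is active, 10 were lower and none was higher at an adjusted p under 0.05 from limma (11 lower when adjusted over the list alone). The bHLH repressor genes *E(spl)mdelta-HLH* and *E(spl)m5-HLH* fell by 2.17 (SE 0.13, adjusted p = 3.4e-06) and 2.01 on the log2 scale (SE 0.26, adjusted p = 0.00072). *E(spl)m4-BFM*, of the Bearded family, fell by 1.82 (SE 0.16, adjusted p = 5.7e-05) and *E(spl)m7-HLH* by 1.19 (SE 0.12, adjusted p = 0.00016). The list had camera adjusted p = 1.7e-07 at a preset correlation, and adjusted p = 0.065 with an estimated correlation. Of 10 measured genes of EGFR and Ras signaling, 9 were lower and none was higher (9 lower when adjusted over the list alone; camera adjusted p = 2.69e-10, and adjusted p = 0.0356 with an estimated correlation). They included the secreted EGFR inhibitor *aos*, which fell by 2.20 (SE 0.10, adjusted p = 7.1e-07), the Ras pathway inhibitor *sty*, which fell by 1.09 (SE 0.09, adjusted p = 5.3e-05), and the ETS repressor *aop*, which fell by 1.10 (SE 0.10, adjusted p = 6.7e-05). Transcripts of the receptor *Egfr* itself had a log2 fold change of −0.51 (adjusted p = 0.22). Of 8 measured genes of Hedgehog, Dpp and Wingless signaling, the ligand gene *hh* (−1.11) and the Wingless inhibitor *nkd* (−0.92) were lower and none was higher (3 lower when adjusted over the list alone; camera adjusted p = 0.0505), and both calls were lost against CantonS alone (adjusted p = 0.106 and 0.265). From the rank of the Su(H) motif among the genes that fell more than 3-fold, the paper infers that this TF is involved in many cell types during retinal differentiation.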

Not surprisingly, E-boxes are ranked lower than in the GOF analysis. RACASCTGY is nevertheless over-represented in the LOF set (*z* = 2.41), and yields 18 target gene predictions of which seven overlap with the GOF target predictions. Using all significant E-boxes (Table S7) and adding the GOF predictions yields a total of 74 predicted Ato target genes (Tables 2, 3, and S6). 

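Genes that rose when Ato was added were often lower when Ato was lost. At an adjusted p under 0.05 from limma in each comparison, 64 genes were higher in Ato GOF and lower in Ato LOF, of which 24 are in Table S6. They include *phyl*, which fell by 2.61 (SE 0.18, adjusted p = 1.1e-05) in the Ato LOF discs, *neur*, which fell by 1.63 (SE 0.11, adjusted p = 1.1e-05), *mdu*, which fell by 1.37 (SE 0.14, adjusted p = 0.00017), *inaC*, which fell by 3.34 (SE 0.24, adjusted p = 1.2e-05), and *twit*, which fell by 3.16 (SE 0.28, adjusted p = 5.7e-05). Of the 60 measured genes of Table S6, 47 were lower and 1 was higher in Ato LOF (49 lower and 4 higher when adjusted over the list alone). Of the 31 measured genes of Table 2, 27 were lower and none was higher (28 lower and 1 higher when adjusted over the list alone), with log2 fold changes of −2.73 for *rau*, which acts in receptor tyrosine kinase signaling, −2.55 for *CG31176*, −1.90 for *Traf4*, −1.70 for *beat-IIIc* and −1.28 for *mam*, a coactivator of Notch. Both tables were chosen on these samples and are not independent evidence. Independent lists of 113 and 1207 among 11982 genes would share 11.4 genes. With the controls split by the replicate number in their titles, so that each comparison had its own 4, the overlap was 35 genes where independent lists give 5.31, and 6 where they give 0.482. The covariance of the fold changes of Ato GOF and Ato LOF across genes, which are not independent replicates, was −0.0519 where the shared controls alone gave 0.0254 (r = −0.332 and 0.341), and it was −0.102 and −0.0687 with split controls. The 64 genes became 39, 36 or 42 without Gal4/7 × UASato replicate 1, 2 or 3 and 104 without atoGal4 × UASato replicate 3.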

Analysis of Gene Ontology over-representation among these 74 genes yields biological processes that are not over-represented among the initial 204 Ato-upregulated genes, such as eye development (p = 1.1×10^−6^) and compound eye photoreceptor cell differentiation (*p* = 0.0041), indicating that the target predictions yield an enrichment towards the process under study.

**Table 3:** *cis*TargetX results for eye-developmental coexpressed gene sets.

Gene Set	*n* Input Genes	Data Source	Motif	Motif Rank	*z* Score	*n* Target Genes	Candidate TF
Ato GOF upregulated genes	204	This study	RACASCTGY (E-box)	1	3.86	36	Ato
			M00184-V-MYOD_Q6 (E-box)	2	3.74	22	Ato
			M00693-V-E12_Q6 (E-box)	3	3.63	18	Ato
			M00001-V-MYOD_01 (E-box)	4	3.37	24	Ato
			M00973-V-E2A_Q6 (E-box)	5	3.27	26	Ato
			RRCAGGTGB-escargot (E-box)	6	3.24	18	Ato
			M00234-I-SUH_01	7	3.18	34	Su(H)
			CGTGNGAA	8	3.06	9	Su(H)
			AtoPWM (E-box)	16	2.67	10	Ato
Ato LOF downregulated genes	317	This study	M00234-I-SUH_01	1	3.56	92	Su(H)
			Sens PWM	14	2.64	27	Sens
			M00712-V-MYOGENIN_Q6 (E-box)	16	2.55	46	Ato
			RACASCTGY (E-box)	25	2.40	18	Ato
Sens GOF downregulated genes	95	This study	M00148-V-SRY_01 (match sens core)	17	3.10	49	(Sens)
			Sens PWM (predicted from structure [48])		2.73	24	Sens
Sens GOF upregulated genes	77	This study	AATTAATT	7	3.94	4	Rough
			M00250-V-GFI1_01	28	2.82	12	Sens
			sens-RCWSWGATTTR [72]	29	2.81	7	Sens
Ey GOF (Ato-independent) upregulated genes	189	[45]	ey-PWM [45]	1	3.53	14	Ey
Eye-versus-wing eye-specific genes	723	[45]	CAATGCACTTCTGGGGCTTCCAC-glass [34]	11	2.48	22	Glass

For each gene set, one or more high-scoring motifs are in agreement with eye-developmental TFs and result in a subset of direct targets. Together, the motif-associated TF and its target genes allow mapping a retinal GRN (Figure S11).

### Validation of Predicted Ato Target Enhancers Through In Vivo Reporter Assays, Binding-Site Mutations, and Ectopic Activation

To determine if any of the predicted genes are direct targets of Atonal, we tested 39 predictions by an in vivo enhancer reporter assay using a vector we designed for this purpose (Figure S3; Tables 3, S8, and S9). Of these, three were already known Ato targets, namely *dap*, *sens*, and *ato*, and four others are previously known Scute targets namely *siz*, *Traf4*, *m4*, and *E(spl)*. The enhancers of *dap*, *ato*, and *Traf4* were recloned in our vector, while for *sens*, *siz*, *m4*, and *E(spl)* we used the published lines [36],[37]. For the new enhancers, we selected genomic fragments that encompass high-scoring clusters of Ato binding sites, and we manually extended the fragments on both sides retaining flanking sequence with high *phastCons* [38] conservation scores across 12 *Drosophila* genomes, to prevent potentially fragmenting an enhancer. Most genes have multiple motif clusters, though here we selected only one per gene, usually the highest scoring region for our Ato PWM. Fragments ranging in size from 300 bp to 3,300 bp were cloned upstream of the *Hsp70* minimal promoter driving nuclear green fluorescent protein (GFP), and inserted into predefined genomic positions via ΦC31-mediated transgenesis [39]–[41]. The vector was tested using the previously known *ato* femoral chordotonal organ auto-regulatory enhancer [42] and the *dap* eye enhancer (Figure S3) [30]. In total, 20 enhancers produce reporter GFP expression in Ato-dependent photoreceptor precursor cells in the eye imaginal disc, or in the Ato-dependent chordotonal sensory organ precursors (SOPs), in wild-type animals (Figures 3 and S4; Table 2). These include the three previously known targets *sens*, *dap*, and *ato*; and 17 new Ato targets: *Fas2*, *CG30492*, *CG1626*, *Dscam*, *Pde8*, *sca*, *Rapgap1*, *Spn*, *CG8965*, *nmo*, *spdo*, *phyl*, *Traf4*, *m4*, *E(spl)*, *siz*, and *neur*. Thus, we achieved a 51% target-gene discovery success rate, even though we tested only one candidate region per gene. We note at least two caveats in these enhancer reporter assays. Namely, isolated fragments may lack necessary neighboring coactivating sites. Conversely, relatively short isolated fragments could lack neighboring repressive elements. To test whether this could have biased our findings, we compared the size of the positive and negative enhancers and found no significant difference in size (Figure S5), arguing against the under-representation of repressive elements in the positive versus negative enhancers. Furthermore, longer fragments (2 kb and 5 kb) flanking the *ato* autoregulatory enhancer do not cause loss of enhancer activity (Figure S5).

**Figure 3:**
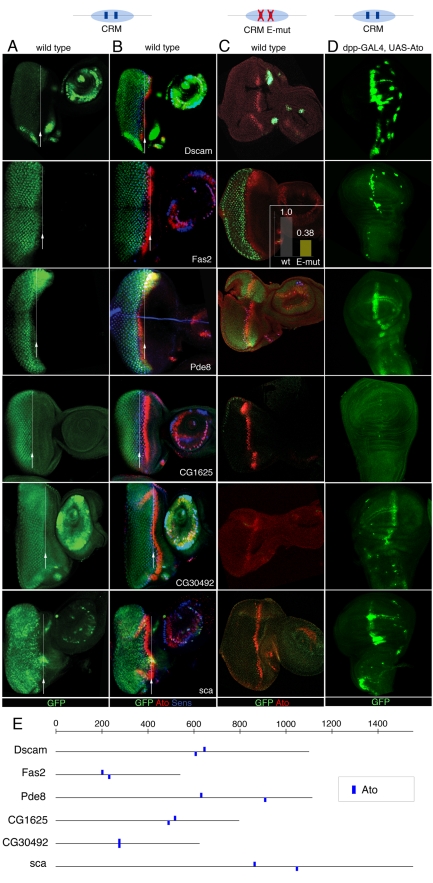
In vivo GFP reporter activities of predicted Ato target enhancers. Enhancer GFP-reporter assays for six positive enhancers. (A,B) Wild-type enhancer activity in wild-type eye-antennal discs showing GFP (A), and GFP plus Ato and Sens protein (B). The arrow and line indicate the initiation of GFP expression. GFP maturation causes a slight delay in GFP appearance posterior to Ato, as observed for positive controls (Figure S4). (C) Activity of the same enhancers with mutated Ato binding sites. (D) Response of the same wild-type enhancers to ectopic expression of Ato along the anterior-posterior boundary in wing imaginal discs of *dppGAL4-UASAto* animals. (E) Schematic of the enhancer sequences indicating the predicted Ato E-boxes in blue (see Methods). These E-boxes were mutated from CANNTG to CGNNCG.

To investigate whether Ato is sufficient to activate the positive enhancers, we ectopically expressed Ato along the anterior-posterior axis of the wing disc using the *dppGal4* driver. 16 of the 20 tested enhancers show ectopic GFP expression along this boundary in response to Ato (Figures 3 and S6). To investigate whether the enhancers are dependent on the predicted Ato binding sites, we mutated predicted Ato binding sites in six positive enhancers from *Fas2*, *CG30492*, *CG1626*, *Dscam*, *Pde8*, and *sca*. All six enhancers showed altered expression upon the mutation of predicted Ato binding sites. For five of the six enhancers, GFP reporter expression is undetectable (*sca*, *CG30492*, and *Dscam*) or severely reduced (*CG1625*, *Pde8*) in the posterior part of the eye disc (Figure 3). The *Fas2* mutant enhancer does not show strong loss of GFP in the eye disc by immunofluorescence, however *GFP* mRNA levels produced by the mutated *Fas2* enhancers are 3-fold reduced compared to the wild-type enhancer (Figures 3 and 7). Furthermore, the mutant *Fas2* enhancer is no longer ectopically activated by Ato. These data demonstrate that the mutated Ato binding sites were predicted correctly for all target enhancers tested.

Examination of the molecular functions of the newly identified target genes, and the biological processes they are involved in, reveals that whereas several Ato target genes are known to be involved in neuronal specification and retinal differentiation (*nmo*, *Dscam*, *Fas2*, *sca*, *phyl*, *spdo*, *neur*, and *Traf4*), others we associate with these processes for the first time (*Pde8*, *Rapgap1*, and *Spn*), and for the unknown genes we provide a novel functional annotation (*CG1625*, *CG30492*, and *CG8965*).

### Ato Target Enhancers Are Functionally Conserved

Our target gene and enhancer predictions are based on high-scoring motif clusters across the 12 sequenced *Drosophila* species, hence the majority of the new Ato target enhancers are highly conserved in sequence. To test whether these enhancers are also functionally conserved, we tested the aligned sequences from two other species, namely D. *annannassae* and *D. virilis*, for three positive Ato target enhancers (*Dscam*, *CG1626*, and *nmo*) by reporter assays in *D. melanogaster*. We find that all enhancers that are conserved in sequence are also conserved in function, in terms of their activity downstream of Atonal in the eye disc (Figure 4). The Dscam enhancer is conserved in sequence between *D. melanogaster* and *D. ananassae*, but the *D. virilis* orthologous sequence lacks the large region where the *D. melanogaster* Ato binding sites are located (red box in Figure 4C). Expression analysis shows that the *D. ananassae* enhancer is active in the eye disc, whereas the *D. virilis* enhancer is not. Therefore, the newly identified regulatory regions are bona fide Ato target enhancers and Ato-dependent enhancer activity is under functional evolutionary constraint.

**Figure 4:**
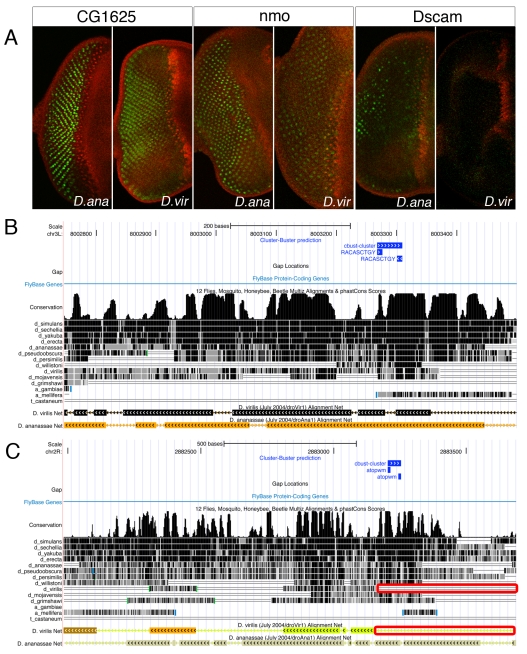
Validation of orthologous Ato target enhancers. (A) GFP reporter activity in the eye-antennal disc produced by *D. yakuba* and *D. virilis* orthologous sequences of the *nmo* and *Dscam* Ato target enhancers. Orthologous sequences were selected from the UCSC Genome Browser Multiz multiple alignments across 12 *Drosophila* genomes. (B) Screenshots from the UCSC Genome Browser showing the *nmo* enhancer with predicted E-boxes (blue track) and sequence constraint across the 12 *Drosophila* genomes as PhastCons scores (black track) and as aligned Nets, where the majority of the *D. melanogaster* sequence is conserved with *D. ananassae* and *D. virilis*, including the predicted E-box cluster. (C) Similar screenshot for the *Dscam* enhancer, showing a fragment of the *D. melanogaster* that is absent in the *D. virilis* orthologous sequence (red box), which contains the predicted E-box cluster.

### Ato Target Enhancer Activity Is Not Restricted to the Retina

Ato not only specifies the visual sensory receptors, but also the hearing, balance, and stretch sensory organs [35],[43]. Our ignorance of the proneural code is highlighted by the fact that no known genes explain how a single proneural TF specifies different sense organs. We reasoned that the large set of Ato targets identified here could provide insight into how diverse specification programs are controlled by the same proneural factor. To this end, we examined the GFP expression patterns of the 20 Ato target enhancers across various imaginal discs under wild-type conditions, and in the wing imaginal disc under ectopic Ato expression conditions (Figures 5, S4, S8, and S9). We find that none of these Ato target enhancers is specific to a single sensory organ subtype. Instead, we observe extensive reuse of targets across multiple organs as depicted in a heatmap plotting enhancer activation per sensory organ subtype (Figure 5B). Particularly, we find that there exist two classes of enhancers. The first class, representing 45% of the targets (nine out of 20, all green in Figure 5), is active in all sense organs examined; is easily ectopically activated by Ato; and contains genes such as *Spn*, *Dscam* and *neur* (Figures S4, S8, and S9). These data suggest that these enhancers form the core of a universal postembryonic Ato-dependent sensory program. Although unlikely, it cannot be fully excluded that some of these enhancers may have more restricted Ato-dependent activity patterns, because fragments cloned in this work lack putative repressor information. The second class of enhancers is restricted to a subset of sense organs and most show weak or no response to ectopic stimulation. This class contains genes such as *Fas2* and *nmo* (Figures S4, S8, and S9). Interestingly, each enhancer of this class has a unique activity pattern (Figure 5B, rows in the heatmap). Combined, these two enhancer subtypes yield a unique combination of targets for each sensory organ developmental program (Figure 5B, columns in the heatmap). Because many proneural target genes are signaling molecules representing a diverse set of major developmental pathways such as BMP, Notch, Wnt, EGFR/Ras, JNK, and small GTPases, the differential transcriptional modulation of these signaling molecules between different sense organs could result in different developmental programs downstream of Atonal [44].

**Figure 5:**
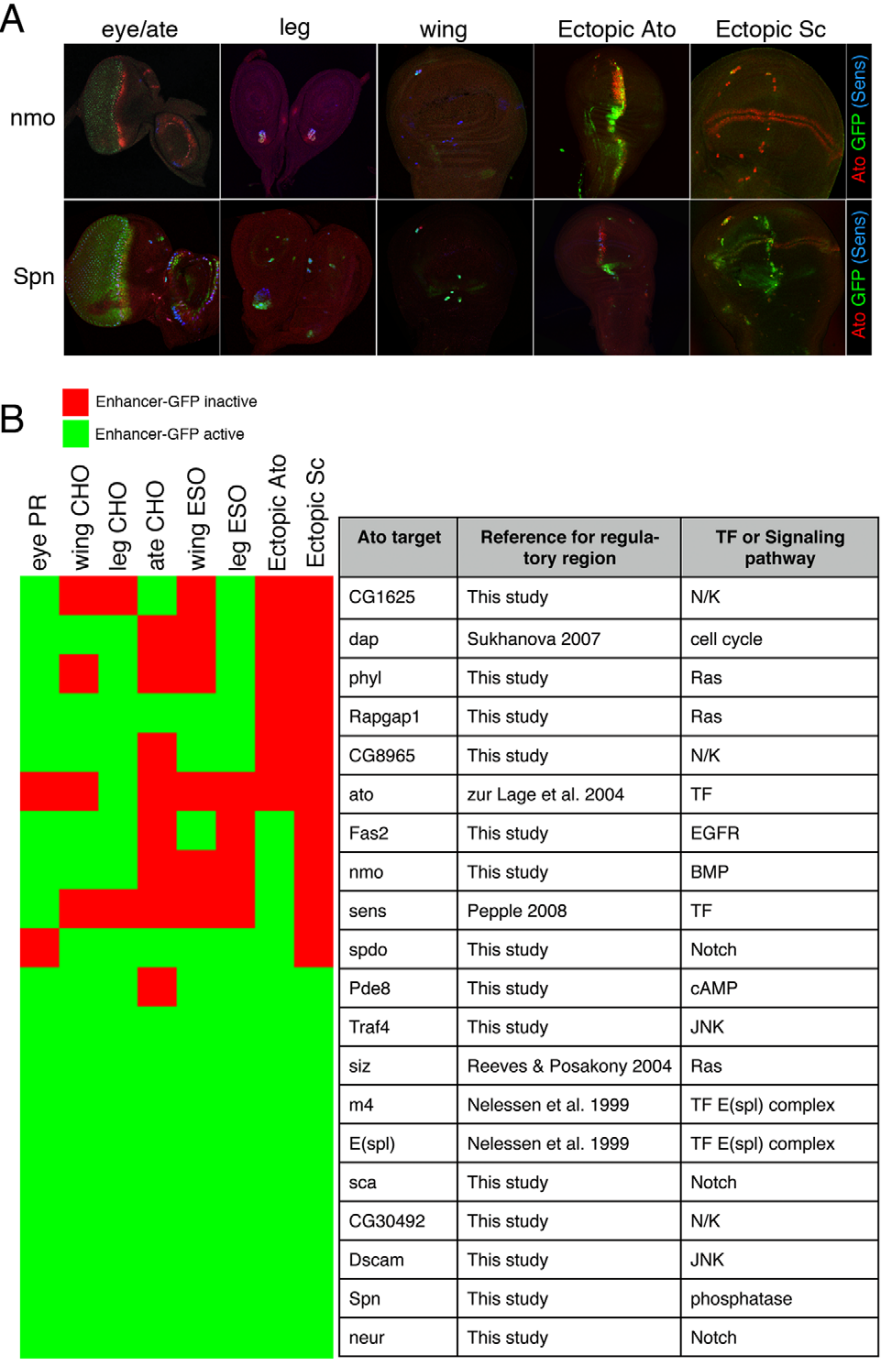
Ato target enhancer activity in other SOPs. (A) Reporter GFP activity for two examples of Ato target enhancers across different imaginal discs. Ato-overlapping activity is found in the photoreceptors, for *nmo* and *Spn*, in the antennal SOPs (*Spn*), in the leg chordotonal SOPs (*nmo* and *Spn*), in the wing chordotonal SOPs (*nmo* and *Spn*), and in other SOPs specified by another proneural factor Scute (*Spn*). Ato- and Scute-dependent activity is shown by ectopic expression of Atonal and Scute (*nmo* and *Spn*). (B) Unique combinations of signaling molecules are activated by Atonal in each sensory organ. The binary active/inactive summaries shown as green and red boxes are derived from GFP-reporter assays for all 20 Ato target enhancers (Figures S8 and S9). Atonal target genes analyzed are signaling molecules or TFs.

### Using *cis*TargetX for GRN Prediction

The GRN underlying photoreceptor differentiation is expected to comprise many TFs. Using previously published microarray data comparing wild-type eye imaginal discs with wild-type wing imaginal discs [45], together with our Ato LOF microarray data, we find at least 94 TFs either enriched in the eye disc compared to the wing disc or significantly downregulated in *ato* ^−/−^ eye discs respectively. 

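Many TFs of the retina had less RNA in the Ato LOF discs, and 4 that act early did not pass the test. Of 37 measured TFs of the retina, 21 were lower and none was higher at an adjusted p under 0.05 from limma (23 lower and 2 higher when adjusted over the list alone). The zinc-finger TF *gl*, needed in every photoreceptor, fell by 3.33 on the log2 scale (SE 0.20, adjusted p = 4.5e-06), *salm*, a zinc-finger TF of R7 and R8, by 1.38 (SE 0.10, adjusted p = 1.2e-05), and *eya*, of the retinal determination genes, by 1.42 (SE 0.13, adjusted p = 6.4e-05). *peb* had a log2 fold change of −3.55 (SE 0.32, adjusted p = 7e-05), but its call was lost against CantonS alone (adjusted p = 0.0528). Transcripts of the early TFs *toy* (log2 fold change −0.02, adjusted p = 0.92), *ey* (0.41, adjusted p = 0.14), *Optix* (0.26, adjusted p = 0.39) and *hry* (0.34, adjusted p = 0.063) did not differ past the threshold. Of the 9 measured genes of retinal determination, *eya* and the homeobox gene *so* were lower and none was higher (2 lower when adjusted over the list alone; camera adjusted p = 0.117). For *so* the log2 fold change was −1.02 (SE 0.13, adjusted p = 0.0006, but 0.0795 against CantonS alone). The list of retinal TFs had camera adjusted p = 1.58e-10 at a preset correlation, and adjusted p = 0.131 with an estimated correlation. Comparisons with the wing disc were not analysed here.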

Determining the regulatory interactions between all these TFs and their target genes, as well as among the TFs themselves, will be a considerable undertaking. To achieve this, either ChIP-grade antibodies are required for all these TFs together with ChIP procedures optimized for small sample sizes (e.g., only few thousands cells). Alternatively, once high-quality position weight matrices are available for these factors, for example thanks to protein-binding microarrays [46] or other approaches [47], we will be able to apply similar procedures as we applied for Ato above. Indeed, our validation experiments in Table 1 show that this may be feasible for other TFs. For example, to predict Ey targets we used publicly available microarray data obtained from wild-type and Ey-GOF imaginal discs. In a set of 189 upregulated genes after Ey overexpression (this was done in a normal and an *ato* ^−/−^ background to obtain Ato-independent Ey-downstream genes), *cis*TargetX identifies the Ey motif [45] as the best motif among the 1,981 tested motifs, with 14 predicted direct targets, including known or likely Ey targets like *so*, *Optix*, *eya*, *toy*, and *Tie* (Figure S10; Table 3). Two predicted Ey target genes, namely *Fas2* and *CG30492*, had also been identified above as Ato targets using independent (Ato GOF) data. Remarkably, the predicted genomic binding sites for Ey fall within the Ato target regions (Figure 6), implying potential combinatorial control of Ey and Ato on shared target CRMs. This result may explain why the mutation of Ato binding sites alone in the *Fas2* enhancer weakens but does not abolish its activity. We suggest that these factors cooperatively regulate a number of targets and therefore constitute a feed-forward regulatory loop with at least two shared target genes (Figure 7). Note that this combinatorial regulation could not be discovered by motif analysis on the validated Ato target enhancers (using Clover), nor by heterotypic *cis*TargetX analysis, because this code represents only a minority of the Ato targets discovered thus far, yet independent Ey target discovery identified the cooperativity simply by overlapping target sets.

**Figure 6:**
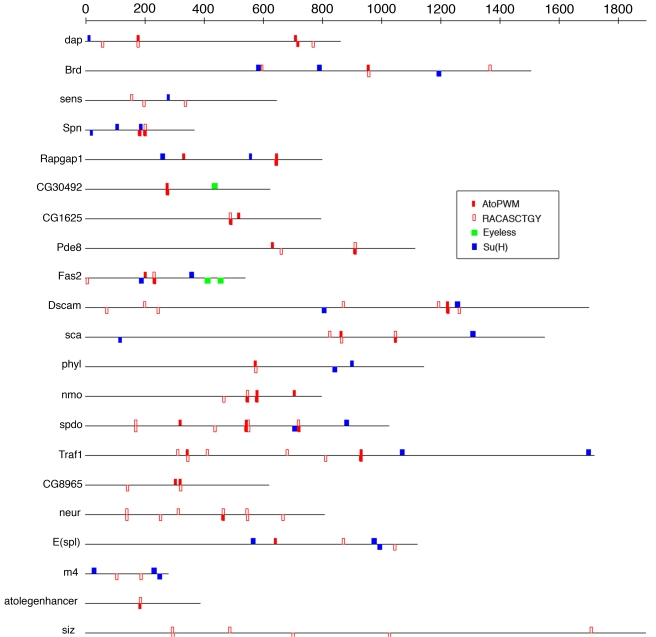
Motif analysis across Ato target enhancers. Motif over-representation analysis using the Clover algorithm finds E-boxes (red) and Su(H) motifs (blue) as highly over-represented (*p*<0.001) across the Ato target enhancers. The ey motif (green) is not statistically over-represented but was found by independent ey target discovery with *cis*TargetX (the Eyeless site predictions are generated by Cluster-Buster).

**Figure 7:**
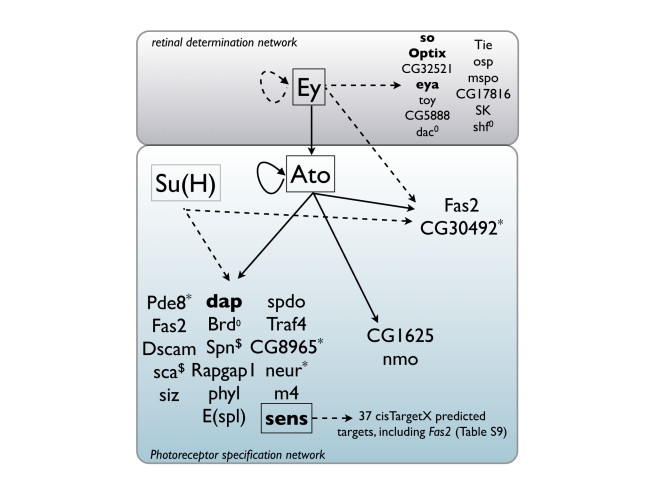
Target gene predictions for Atonal and associated retinal TFs. Predicted target genes for Ey and Su(H) and validated target genes for Ato, showing two coregulated targets of Ato and Ey (Fas2 and CG30492) and extensive coregulation between Ato and Su(H). Full arrows represent validated target genes, dashed arrows represent predicted target genes by *cis*TargetX. Genes in bold face are previously known target genes. ^0^, previously known target genes that are not detected in this study; ^*^, Su(H)-predicted target genes by *cis*TargetX that are also Ato targets yet without predicted binding sites in the Ato target enhancer; ^$^, genes not predicted as Su(H) by *cis*TargetX yet the Ato target enhancers contain predicted Su(H) binding sites. The full GRN can be found in Figure S11 and Table S10.

As a final example of target discovery using TF perturbations, we performed an additional TF perturbation experiment followed by microarrays on three biological replicates for the Zinc-finger TF Senseless (eye-antennal imaginal discs from *atoGAL4 × UAS-Sens*). 

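Discs of larvae that carried atoGal4 and UASsens overexpressed *sens*. Its transcript measured 12.01 ± 0.28 on the log2 scale (SD, n = 3 Sens GOF arrays), a log2 fold change of 3.59 over the controls (SE 0.16, adjusted p = 2.5e-06 from limma). None of the other 4 measured genes of R8 specification passed, and *ato* measured 9.37 ± 0.15 (SD, n = 3) and *boss* 6.62 ± 0.17 (SD, n = 3). The 3 arrays were fitted against the same 8 control arrays as in the Ato comparisons, since the text of the paper does not name the controls of this one, and the median of a Sens GOF array lay between 5.39 and 5.43. No control array came from the UASsens line. A difference of that stock from the control lines therefore cannot be told apart from an effect of Sens. Sens GOF arrays 1 and 2 were nearly identical, with an SD of 0.149 between them over 18769 probe sets where the other pairs of arrays of a line had 0.325 to 0.759. The results below treat the 3 arrays as 3 samples, as the paper does, and most counts of genes past a threshold are also given with arrays 1 and 2 averaged into 1, an alternative added after the values had been seen. In data simulated for this comparison over 18769 probe sets, with 3 arrays taken as independent, the fit recovered 56% of 1.5-fold changes and 86% of 2-fold changes.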

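Some genes of neurons had less RNA in the Sens GOF discs. *Cirl*, which encodes the latrophilin receptor, fell by 1.10 on the log2 scale (SE 0.10, adjusted p = 0.00039 from limma), and *Ace*, acetylcholinesterase, fell by 1.22 (SE 0.17, adjusted p = 0.0056). *brp*, a protein of the presynaptic active zone, had a log2 fold change of −1.07 (SE 0.16, adjusted p = 0.0077), and *miple1*, a growth factor of the midkine family, also one of −1.07 (SE 0.16, adjusted p = 0.0076). With arrays 1 and 2 averaged each of these 4 genes passed at an adjusted p under 0.05. Of 12 measured genes of neuronal maturation, *brp*, *CadN* and *elav* were lower and none was higher (3 lower when adjusted over the list alone; camera adjusted p = 0.0137, and adjusted p = 0.34 with an estimated correlation), and only *brp* was lower with arrays 1 and 2 averaged. Of 37 measured TFs of the retina, 7 were lower and *sens* itself was higher (17 lower and 1 higher when adjusted over the list alone; camera adjusted p = 5.67e-10, and adjusted p = 0.34 with an estimated correlation). They included *klu* (−0.91, adjusted p = 0.0097), *salr* (−0.70, adjusted p = 0.025) and *so* (−0.57, adjusted p = 0.019), but none of the 7 passed with arrays 1 and 2 averaged. Of 10 measured genes of EGFR and Ras signaling none passed (6 lower when adjusted over the list alone, and 4 with arrays 1 and 2 averaged; camera adjusted p = 0.000477, or 0.000512 averaged, and adjusted p = 0.249 with an estimated correlation). At an adjusted p under 0.01, 41 genes were lower, and 4 with arrays 1 and 2 averaged. Against atoGal4 alone the count was 0 (1099 at an unadjusted p under 0.05 in limma), and with the line as a random block it was 14. The 41 became 4, 6 or 10 without Sens GOF replicate 1, 2 or 3, 173 without CantonS replicate 1, and 13 without CantonS replicate 2, 13 without Gal4/7 replicate 1, 14 or 16 without atoGal4 replicate 1 or 2 and 10 or 14 without UASato replicate 1 or 2. The call of *brp* was lost without Sens GOF replicate 2 (adjusted p = 0.054), that of *miple1* without replicate 1 (adjusted p = 0.053), that of *Ace* against atoGal4 alone (adjusted p = 0.104), and those of *klu*, *salr*, *so*, *CadN* and *elav* without Sens GOF replicate 1 or 2 and against atoGal4 alone, *so* and *elav* also without replicate 3, and *CadN* also without control Gal4/7 replicate 1 or 2, UASato replicate 1 or 2, atoGal4 replicate 2 or CantonS replicate 2 (adjusted p from 0.051 to 0.2).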

Among a set of 97 significantly (*p*<0.01) downregulated genes, *cis*TargetX identifies a Sens-related motif, namely a predicted motif using the Sens Zinc-fingers [48] as having a significantly (*z* = 2.73) enriched subset of 24 predicted targets among these 97 genes (Figure S10; Table S10), including a shared target with Ato, namely *Fas2*. 

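Other genes had more RNA in the Sens GOF discs. *CR44101*, a noncoding RNA, rose by 4.86 on the log2 scale (SE 0.37, adjusted p = 0.00013 from limma), *CG17111* by 2.51 (SE 0.15, adjusted p = 2.5e-05) and *CG15530* by 2.87 (SE 0.39, adjusted p = 0.0056). Each of these kept its call whichever array was left out and with Sens GOF arrays 1 and 2 averaged, while that of *CG15530* was lost against atoGal4 alone (adjusted p = 0.0622). *PH4alphaSG1*, a prolyl 4-hydroxylase of the salivary gland, had a log2 fold change of 2.83 (SE 0.53, adjusted p = 0.0175), and *CG43084* one of 5.05 (SE 1.14, adjusted p = 0.037). In the control arrays *PH4alphaSG1* ranged from 4.19 to 6.73 and *CG43084* from 3.30 to 8.63 on the log2 scale. Of 6 measured glue protein genes of the salivary gland, none passed in Sens GOF (median log2 fold change 1.40, camera adjusted p = 0.625), and their mean differed from that of the controls by −0.13, −0.06 and 2.32 on the 3 Sens GOF arrays, and by −5.75 to 2.31 on single control arrays. More than 2-fold higher at an adjusted p under 0.05 were 21 genes, and 9 with arrays 1 and 2 averaged. The 21 became 12, 9 or 50 without Sens GOF replicate 1, 2 or 3 and 34 without CantonS replicate 1. The call of *PH4alphaSG1* was lost without Sens GOF replicate 1 (adjusted p = 0.102) or 2 (adjusted p = 0.0996), with the 2 averaged (adjusted p = 0.102) and against atoGal4 alone (adjusted p = 0.106), and that of *CG43084* with the 2 averaged, against atoGal4 alone, without any Sens GOF array and without control Gal4/7 replicate 1, UASato replicate 2 or CantonS replicate 2 (adjusted p from 0.0511 to 0.179).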

Interestingly, *cis*TargetX also identifies Sens-related motifs in a set of upregulated genes (*p*<0.05 and at least 2-fold upregulation), namely the RCWSWGATTTR consensus and the GFI PWM from TRANSFAC (M00250). These analyses confirm that TF perturbations allow identifying subsets of direct target genes of the perturbed TF.

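The genes that Table S10 lists as Sens targets moved both ways in the Sens GOF discs, more of them down than up. Of 64 measured genes, 18 were lower and 7 higher at an adjusted p under 0.05 from limma (29 lower and 8 higher when adjusted over the list alone). With Sens GOF arrays 1 and 2 averaged, 5 were lower and 2 higher (25 lower and 8 higher when adjusted over the list alone). The list was chosen on these samples and is not independent evidence of a direction. In the Ato LOF discs, 39 of the same 64 genes were lower and 2 higher (40 lower and 4 higher when adjusted over the list alone), and in the Ato GOF discs 6 were higher and none was lower (21 higher and 4 lower when adjusted over the list alone). The paper also predicted Sens targets from the genes that fell in Ato LOF. The count in Ato LOF is therefore not independent evidence either. From the motifs enriched among the genes that changed, the paper concludes that TF perturbations allow a part of the direct targets of the perturbed TF to be found.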

Although gene expression analyses, unlike ChIP for example, after TF perturbation are feasible for any TF, performing such experiments for the purpose of mapping an entire network would still represent an extensive effort. We therefore investigated whether direct target genes can be predicted from microarray data obtained under wild-type conditions. Ostrin et al. [45] determined gene expression profiles in wild-type eye imaginal discs and in wing imaginal discs, as controls for their Ey-overexpression studies. We used these control hybridizations to identify a set of 211 genes enriched in the eye disc (>1.5-fold) and used it as input for *cis*TargetX. Significant motifs found in this set include motifs of TFs with known eye functions, such as Su(H) (best motif, *z* = 3.20), Stat92E (*z = *2.85), Atonal (*z = *2.74), and glass (*z = *2.02) (Table 3). The Atonal predicted targets from this set overlap with the Ato GOF targets identified above (e.g., *neur*, *m4*, *CG8965*, *Traf1*, *Pde8*) but also include new predictions that are likely true targets based on their established role or expression pattern, such as *argos*. The Su(H) motif found in this set was also identified as an important motif in the set of Ato-upregulated genes. Several of the predicted Su(H) targets (see Table S10) are known or likely true Su(H) targets, such as *E(spl)*, *m4*, *HLHmgamma*, *phyl*, and *neur*. We moreover find a large overlap between predicted Su(H) targets and validated Ato targets (Figure 7), and for the majority of the shared targets, although not all, the predicted target region coincides with the Ato target region. This finding corroborates previous findings of cooperative regulation by Su(H) and a proneural factor [36],[37]. Additionally, a motif discovery analysis among the validated Ato target regions using Clover [14] identifies the Su(H) motif as significantly over-represented (*p*<0.001) (Figure 6; Table S11). Nevertheless, some predicted shared Su(H)-Ato target genes have no Su(H) binding sites within the Ato target regions (e.g., *Pde8*, *neur*, *CG30492*, and *CG8965*), and could be coregulated through different enhancers.

This experiment, using coexpressed gene sets from wild-type tissues, illustrates how a set of coexpressed genes can be dissected into target genes of different TFs that operate in the same network neighborhood. This finding may be important because similar approaches can be applied in evolutionary studies using organisms for which transgenesis, and hence TF perturbation, is not feasible.

Finally, using the significant target gene predictions for Ey, Atonal, Su(H), Sens, and Glass, and adding previously published regulatory interactions, we derive a putative GRN underlying retinal differentiation, containing 250 predicted regulatory interactions between 177 genes (Figures 7 and S11; Table S10). This predicted network highlights extensive combinatorial regulation downstream of Ey, and suggests that signal transduction molecules may be key targets of the transcriptional program of retinal differentiation as they are highly over-represented in the network (GO:0007165; *p* = 10^−10^ for all 177 genes of the network).

## Discussion

### A High Confidence Approach to Regulatory Network Prediction

In this study we apply an integrated genetics and computational pipeline to identify functional target genes and target enhancers of TFs in the GRN underlying sensory organ development in *Drosophila*. Identifying target genes for any TF through genome scanning remains a significant challenge because any given consensus sequence has 10^3^–10^6^ instances throughout the genome [49]. For example, there are more than 600,000 matches to the canonical E-box motif CANNTG in the genome and ∼10,000 to ∼200,000 single matches to the more specific Ato motif (Table S5), depending on the similarity threshold employed [50]. To solve this problem we developed a method called *cis*TargetX to predict motif clusters across the entire genomes of 12 *Drosophila* species and determine significant associations between motifs and subsets of coexpressed genes. Validation of *cis*TargetX on publicly available gene sets identifies the correct motif and targets for nearly all tested TFs, demonstrating the general utility of approach. We therefore developed a *cis*TargetX Web tool available freely at http://med.kuleuven.be/cme-mg/lng/cisTargetX.

*cis*TargetX is conceptually similar to the PhylCRM/Lever and ModuleMiner methods for vertebrate genomes [18],[20] and allows determining whether a set of candidate genes, for example a mixture of direct and indirect target genes, is enriched for direct targets of a certain TF or combination of TFs. Compared to other motif discovery methods, such as Clover, PASTAA, PSCAN, and oPOSSUM, *cis*TargetX integrates motif clustering, cross-species comparisons, and whole-genome backgrounds in the discovery process. Additionally, and unlike the vertebrate methods mentioned above, *cis*TargetX focuses on homotypic *CRM*s and therefore allows separating the motif scoring (performed offline) from the gene set enrichment analysis (performed online), yielding a computationally efficient method that can be used as an online Web application. A second difference from PhylCRM/Lever is that once a predicted motif is selected, *cis*TargetX determines the optimal subset of direct TF targets from the input set.

*cis*TargetX was applied to Ato downstream genes identifying novel E-box motifs together with a significant enrichment of predicted direct targets. Although both GOF and LOF analysis yielded significant enrichment of E-boxes in misregulated genes, the significance was higher in the GOF analysis. This higher significance is likely because GOF of Ato results largely in the ectopic gain of one particular cell type, namely the R8 photoreceptor precursor, while the LOF condition results in the loss of all cell types and hence the downregulation of a larger set of genes across numerous cell types.

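Genes of several cell types had less RNA in Ato LOF. Of 5 measured genes of cone and pigment cells, 4 were lower in Ato LOF and none was higher (4 lower when adjusted over the list alone; camera adjusted p = 0.000131, and adjusted p = 0.131 with an estimated correlation), with *hbs*, an adhesion molecule between these cells, at a log2 fold change of −1.74 (SE 0.12, adjusted p = 1.2e-05 from limma). In Ato GOF none of the 5 passed (1 higher and 1 lower when adjusted over the list alone). Of 12 measured genes of neuronal maturation, 7 were lower in Ato LOF and none was higher (7 lower when adjusted over the list alone; camera adjusted p = 0.000186, and adjusted p = 0.258 with an estimated correlation). *elav*, which marks every neuron, fell by 1.64 (SE 0.16, adjusted p = 0.00011). In Ato GOF none of the 12 passed, while the list as a set lay higher (6 higher when adjusted over the list alone; camera adjusted p = 6.07e-05, and adjusted p = 0.267 with an estimated correlation), and with the Gal4/7 driver alone 5 of the 12 were higher (5 when adjusted over the list alone). With the atoGal4 driver alone none of the 12 was higher (1 when adjusted over the list alone). Of the 7 measured genes of glia, *gcm*, *loco* and *moody* were lower in Ato LOF (3 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.124), none of them against CantonS alone (adjusted p from 0.0763 to 0.315), and *moody* not without Ato LOF replicate 1 (adjusted p = 0.0617). Of the 16 measured genes of ciliated sensory neurons, none passed in Ato GOF (2 higher when adjusted over the list alone; camera adjusted p = 0.00818, and adjusted p = 0.629 with an estimated correlation), and with Gal4/7 alone 2 were higher (3 when adjusted over the list alone). With atoGal4 alone none of the 16 was higher (none when adjusted over the list alone). Of the R8 genes, *sens*, *phyl* and *neur* were higher in Ato GOF and lower in Ato LOF, where 4 of the 5 were lower (4 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.000522, and adjusted p = 0.065 with an estimated correlation), and *boss* fell by 1.73 (SE 0.13, adjusted p = 1.8e-05). *sens* had a log2 fold change of −1.92 (SE 0.55, adjusted p = 0.0398), a call that was lost without Ato LOF replicate 1 or 3, or without any control array except CantonS replicate 1 and Gal4/7 replicate 2 (adjusted p from 0.0576 to 0.09), and against CantonS alone (adjusted p = 0.42). The difference between Ato GOF and Ato LOF itself was not tested.

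**Figure D2:**
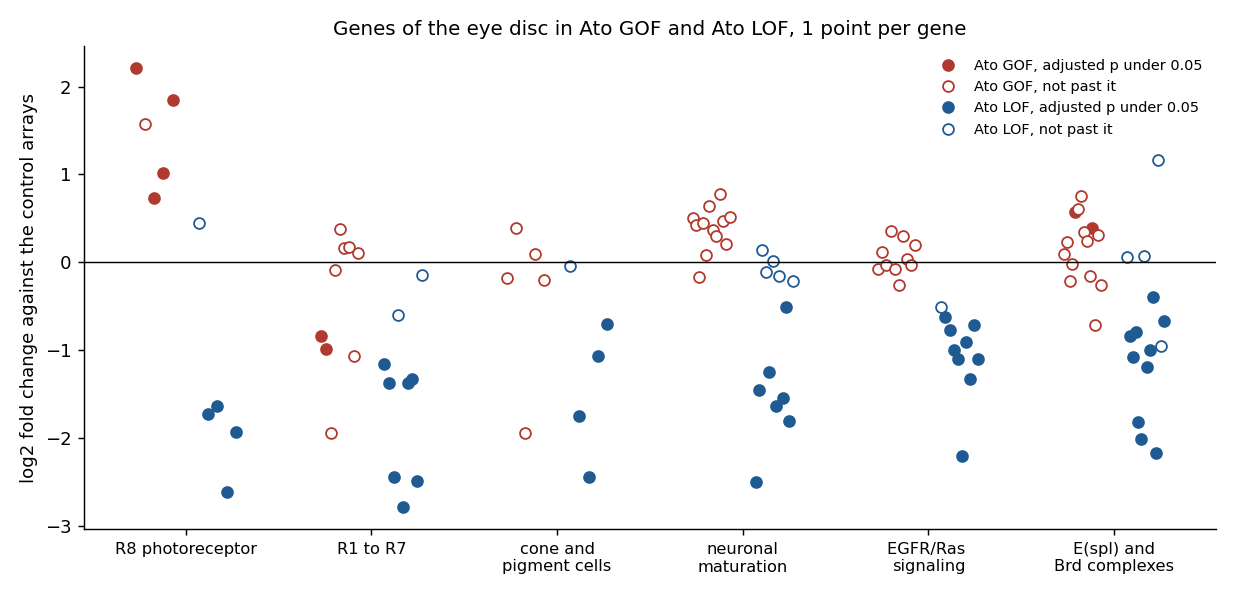
Log2 fold changes against the 8 control arrays (y axis) of the measured genes of 6 gene lists (x axis) in Ato GOF (red) and Ato LOF (blue), with 1 point per gene, filled where the adjusted p is under 0.05. R8 genes lie above 0 in Ato GOF, up to 2.21 for *ato*, and genes of each list fall in Ato LOF, down to −2.79 for *ro*.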

In the third step we tested several predicted Ato target enhancers in vivo. This procedure identified 20 bona fide Atonal target enhancers out of 39 tested predictions, of which 17 are novel. This relatively high success rate almost certainly represents the lower limit of the true enhancer discovery rate because of false negative experimental results such as cases where the isolated enhancer is insufficient or requires its endogenous proximal promoter. Generally, demonstration of in vivo binding of the TF to a target enhancer that has been shown to be functional would be ideal. However, this is often not feasible, either due to lack of reagents or due to spatially and temporally sparse expression patterns of the TF in question. Our data suggest that *cis*TargetX is a cheap, simple, fast, and high-confidence approach for CRM discovery for any TF.

Finally, it is important to note that 11 of the 20 Ato target genes are known to act in sensory organ development or function, indicating that our approach identifies biologically relevant target genes and that the other nine genes are also players in this process.

### Proneural Target Genes and Evolutionary Implications

A significant portion of the Ato target genes encodes signaling molecules regulating most of the known key developmental pathways such as Notch, EGFR, Wnt, and JNK. Ato activates targets that modulate signaling pathways; thus far no evidence exists that Ato (or, to our knowledge, any other proneural TF) directly activates terminal differentiation genes. Even for molecules like Fas2, long thought to exclusively mediate adhesion during synaptic targeting, recent evidence reveals a role in regulating the precision of EGFR signaling during early photoreceptor specification [51]. While we cannot exclude that we have missed such target genes in this analysis because no approach can be certain of identifying all possible target genes, it is highly unlikely that a specific set of molecular functions would be selected against in an expression analysis approach. We therefore favor the idea that the terminal differentiation genes are activated by other TFs, or by the TFs downstream of the Ato-regulated signaling pathways. It is noteworthy that the pathways regulated by Ato target genes, as well as many of the target genes themselves or their mammalian homologues, such as *sens*, *dap*, *Traf4*, and *Mmp2* are implicated in cancer. We suggest that Ato's functions in cancer [23],[52],[53] is implemented via the regulation of some or all of the targets identified herein.

A remarkable finding is that none of the Ato target enhancers is active in a single sensory organ. Instead, Ato activates a unique combination of targets in each sensory organs it specifies. What kind of target genes can, in a combinatorial fashion, lead to differential morphological and functional development? On the basis of the analysis of the diversity of the beak sizes of Darwin's finches, it has been speculated that evolutionary changes in enhancers of signaling molecules have switch-like effects on a developmental GRN [44]. Our data suggest that variation of the proneural target set driven by changes in the *cis*-regulatory sequences of target genes shapes a unique regulatory state defined by a particular combination of signaling molecules. Interestingly, the Ato response elements within the regulatory sequences of target genes are evolutionarily conserved and their absence appears to alter the expression of these sequences. This observation leads us to hypothesize that a largely common genetic program induces different sensory organs, and that developmental and evolutionary variation of these organs occurs via subtle variations in the *cis*-regulatory sequences of signaling regulators. We propose that similar principles underlie diversification of most, if not all, developmental programs.

### Implications for GRN Mapping

The encouraging results for Atonal lead to the prediction of a large set of target genes for multiple TFs involved in retinal differentiation and they furthermore show that expression studies combined with computational predictions are a powerful tool of regulatory network discovery. The identification of Glass and Su(H) targets from wild-type eye versus wing comparisons of gene expression shows that genetic perturbations of TFs are not a prerequisite to find enriched direct targets in a set of candidate genes, at least for tissue specific TFs. Therefore, from wild-type comparative gene expression experiments meaningful results can be obtained.

The *cis*TargetX analyses in this study compare the enrichment of predicted targets for single motifs (i.e., homotypic enhancer models) within sets of coexpressed genes. The most important advantage of homotypic clusters is that no a priori knowledge of cooperative factors is needed. An additional advantage is that theoretically the predictions can be more specific than “free” heterotypic clusters in which binding sites for any combination of TFs is allowed (the “OR” rule), and more sensitive than the “constrained” class of heterotypic clusters in which all input TFs are required to have binding sites (the “AND” rule). Tests with heterotypic enhancer models, consisting of motif combinations, generally showed lower enrichment than homotypic models (unpublished data), corroborating previous findings [54]. Genes that are activated in the same temporal and spatial patterns do not necessarily share the same *cis*-regulatory code, and the performance of genome-wide predictions may not necessarily benefit from heterotypic enhancer models, mainly because of sensitivity problems, at least in approaches similar to *cis*TargetX that are based on enrichment of direct targets in a candidate gene set. In other words, if many different combinatorial codes exist, then the presence of cofactor sites in only a few enhancers does not yield statistical over-representation and hence does not emerge from the noise. Moreover, coregulation might also occur through different enhancers of the same target genes and we observe many potential examples of this by predicting targets for multiple TFs independently. The important point is that whether coregulation occurs through shared or distinct enhancers, homotypic cluster predictions using *cis*TargetX, followed by comparisons of the targets between the TFs can discover these relationships.

The putative early retinal differentiation network reconstructed from *cis*TargetX predictions shows waves of combinatorial regulation orchestrating spatial and temporal gene expression accuracy. We find two feed-forward loops, namely Ey-Ato and Ato-Sens. These features are similar to the reconstructed regulatory networks underlying early embryonic processes [5],[55]. This finding indicates that exploiting motif predictions in conjunction with expression perturbations allows discovering similar regulatory networks as with ChIP-chip or ChIP-Seq approaches, where more material (e.g., large embryo collections) and specific reagents (e.g., high-quality antibodies) are required. Finally, these predictions represent a useful resource for future experiments aimed at dissecting the mechanistic basis of sensory specification.

## Materials and Methods

### Fly Husbandry

Fly strains used were ato-GAL4 (NP6558), GAL4/7, UAS-ato, UAS-sens (a gift from H. Bellen), UAS-scute (a gift from J. Modolell), dpp-GAL4, yw, M(eGFP.vas-int.Dm) ZH-2A; M(RFP.attP')ZH-22A (a gift from K. Basler); yw, M(eGFP.vas-int.Dm) ZH-2A; y+ attP' VK37, and VK16 (a gift from H. Bellen and K. Venken), CantonS, and yw. All flies were raised at 18°C on standard fly food and vials were transferred to 28°C for 24 h before dissections of imaginal discs.

### Immunohistochemistry

Imaginal discs of wandering third instar larva were dissected and processed as described [56]. Antibodies used were anti-ato antibody (gift from A. Jarman and P. zur Lage), anti-GFP (Invitrogen), and anti-Sens (gift from H. Bellen).

### Imaginal Disc Dissections, RNA Extraction, and qRT-PCR

Dissection of eye-antennal discs was done in RNA Later (Ambion) and RNA extraction with mini RNA isolation kit (ZymoResearch). For relative quantitation of positive control genes (*ato*, *sens*, *sca*, *dap*), we used the comparative ddCt method (SDS User bulletin 2; Applied Biosystems) with the qPCR Mastermix Plus for SYBR Green I (Eurogentec) on the ABI PRISM 7000 instrument. Total RNA was converted to cDNA using QuantiTect Reverse Transcription (Qiagen). Primers were designed with PrimerExpress software (Applied Biosystems) and are available on request. As housekeeping genes we used *rpl32*, *rps13*, and *gapdh*. After an initial denaturation step for 10 min at 95°C, thermal cycling conditions were 15 s at 95°C and 1 min at 60°C for 40 cycles. Eight control samples were extracted, namely two biological repeats for four lines (cantonS wild type, UAS-ato, ato-Gal4, Gal4/7). For Ato GOF, three biological repeats were extracted for atoGal4 × UASato and three for Gal4/7 × UASato (thus six Ato GOF samples in total). For Ato LOF, +;ato^1^/hshid stock was heat-shocked on three consecutive days starting at first instar stage, and three independent repeats were extracted. For *sens* GOF, three atoGal4 × UASsens samples were extracted.

### High-Throughput Examination of Gene Expression

#### Labeling, hybridization, scanning

RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies) and RNA integrity was assessed using a Bioanalyser 2100 (Agilent). Per sample, an amount of 2 µg of total RNA spiked with four bacterial RNA transcripts (Affymetrix) was converted and amplified to double-stranded cDNA in a 1-cycle cDNA reverse transcription reaction. Subsequently, the sample was converted to antisense cRNA and labeled with biotin through an in vitro transcription reaction according to the manufacturers protocol (Affymetrix). All amplification and labeling reactions were performed on a Biomek 3000 ArrayPlex Workstation (Beckman Coulter). A mixture of purified and fragmented biotinylated cRNA and added hybridization controls (Affymetrix) was hybridized on Affymetrix Drosophila 2.0 arrays followed by staining and washing in the GeneChip fluidics station 450 (Affymetrix) according to the manufacturer's procedures. To assess the raw probe signal intensities, chips were scanned using the GeneChip scanner 3000 (Affymetrix).

#### Data analysis

Data analysis was performed with BioConductor in R [57]. Normalization was done with RMA, gcRMA, and MAS5.0. Selection of differentially expressed genes was done with Linear Models for Microarray Data (LIMMA) [58], using Benjamini-Hochberg correction for multiple testing [59]. The set of 204 upregulated genes after Ato GOF are obtained by joining six sets of upregulated genes, obtained by using different preprocessing procedures (RMA, gcRMA, MAS5.0) and filters (RMA AND FDR <0.01; RMA AND FDR <0.05 AND >1.5-fold; GCRMA AND FDR <0.05; MAS5.0 AND FDR <0.05; MAS5.0 AND at least one sample >2-fold AND *t*-test *p*<0.05 AND top100; RMA AND only Ato-GAL4,UAS-Ato AND FDR <0.05). The downregulated gene set after Ato LOF contains 315 genes significantly downregulated in Ato LOF eye-antennal imaginal discs, obtained by [gcRMA AND FDR <0.05 AND >3-fold down].

#### *cis*TargetX

*cis*TargetX consists of two steps (Figure 1). In the first step, the *cis*Target method is used to rank all genes in the genome for their likelihood of being a target gene of a certain input motif, through a combination of motif clustering and comparative genomics [28]. In the second step, the genomic ranks of a set of coexpressed genes are plotted in a cumulative recovery curve, as applied before on similar or related problems [18]–[20],[28],[29],[54]. To determine statistical significance of the recovery curve and to determine the optimal cutoff, the AUC is compared to the distribution of areas under 1,980 control curves obtained by ranking all genes for a large collection of control motifs (Table S1). *cis*TargetX is illustrated for a positive control TF (Text S1), is validated for several other TFs (Table 1), and is available at http://med.kuleuven.be/cme-mg/lng/cisTargetX.

### Motif Over-Representation Analysis and Enhancer Visualization

Motif prediction in sets of related enhancers, such as the 21 Ato target enhancers in Figure 6, are performed with Clover [14], using all 5-kb upstream and intronic sequences as background sequences and using 10,000 randomizations (−*r* 10,000). Clover output is transformed to GFF format using a perl script. Visualization of enhancers and predicted binding sites is done in TOUCAN [60]. All Clover motifs are shown with motif score greater than 6 (default Clover parameter). The Ato binding-site predictions that were mutated (Figure 3B) are those given by Cluster-Buster with the Ato-PWM, with motif score greater than 6 (default Cluster-Buster parameter).

### Data Availability

Microarray data are available from the Gene Expression Omnibus as Series GSE16713 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE16713). Positive and negative enhancer data will available from the REDfly (http://redfly.ccr.buffalo.edu/) [61] and ORegAnno (http://www.oreganno.org) [62] databases of regulatory annotation.

## Supporting Information

Figure S1 ***cis*** **TargetX homotypic versus heterotypic example.** Recovery curves for a set of 80 genes expressed downstream of Dorsal, using the Dorsal motif alone (Jaspar PWM MA0022) as homotypic model, or using the Dorsal motif together with the twist motif (PWM from FlyReg [63]). For “MA0022 AND twi,” the Cluster-Buster predictions are filtered retaining only CRM predictions with matches to both PWMs. For “MA0022 OR twi”, the Cluster-Buster predictions are not filtered, hence retaining CRMs with matches to MA0022, twi, or both.
(3.92 MB TIF)

Figure S2 **qRT-PCR in eye-antennal imaginal discs after Ato overexpression.** Ato overexpression causes upregulation of *ato*, *sens*, *dap*, and *sca*, validating the ectopic overexpression of Atonal, the dissection of eye-antennal imaginal discs, and the RNA extraction.
(1.73 MB TIF)

Figure S3 **Creation of a new enhancer-reporter vector.** (A) The “pH-attB-Dest” was created by inserting an attB attachment site—for phiC31 integration-mediated transgenesis—and a Gateway cassette into the pHStinger [64] vector. AttB is phiC31 attachment site; I is gypsy insulator; hsp70 is the proximal promoter of *Hsp70*. (B) The novel vector was tested using two known target enhancers of *ato*. Left: The eye enhancer of *dacapo* (*dap-HB* [30]). Right: The auto-regulatory chordotonal enhancer of *ato* [42]. Both enhancers show the correct expression pattern, namely the posterior part of the eye disc for *dap-HB* and the femoral chordotonal organ progenitors for the *ato* enhancer.
(1.62 MB TIF)

Figure S4 **Enhancer-GFP Ato target enhancer activity in eye-antennal imaginal discs.** Enhancer activity in the eye-antennal imaginal disc shown by immunohistochemistry against GFP, Ato, and Sens. Green, GFP; red, Ato antibody; blue, Sens antibody.
(5.13 MB TIF)

Figure S5 **Fragment size controls.** (A) Comparison of the tested fragment sizes between positive and negative Ato target enhancers, showing no significant difference between the groups (*p* = 0.15). (B) Comparison of a 2-kb (SBg) fragment (left) and a 5.6-kb XBg fragment (right), containing the ato autoregulatory enhancer with reporter expression in the chordotonal organ precursors (white arrow), showing that longer fragments generate ectopic expression rather than fewer expression, arguing against the possible lack of repressor elements when testing relatively short fragments.
(2.83 MB TIF)

Figure S6 **Ectopic enhancer-GFP.** Green, GFP; red, Ato antibody; blue, Sens antibody. Enhancer-reporter activated ectopically by Ato in the wing imaginal disc along the antero-posterior boundary using *dppGAL4,UAS-Ato*. Enhancers of *Dscam*, *Fas2*, *Pde8*, *CG30492*, *sca*, *Spn*, *nmo*, *Traf1*, *spdo*, *siz*, *neur*, *m4*, *E(spl)*, *sens*, *dap*, and *ato* (not shown) can be ectopically activated.
(10.89 MB TIF)

Figure S7 **Validation of Fas2_E1E2mut enhancer.** (A) The wild-type Fas2 enhancer can be activated ectopically by Ato using *dpp-GAL4*, *UAS-Ato* (left), while the mutated Fas2 enhancer cannot (right). (B) qRT-PCR for reporter-GFP mRNA. The difference in GFP mRNA levels is shown between wild-type Fas2 enhancer and the mutated Fas2 enhancer.
(2.25 MB TIF)

Figure S8 **Enhancer-reporters in wild-type wing imaginal discs.** Activity of the identified Ato target enhancers revealed by a GFP reporter assay. All but CG1625 and sens show expression in the chordotonal organ. Green, GFP; red, Ato; blue, Sens.
(2.46 MB TIF)

Figure S9 **Enhancer-reporters in wild-type leg imaginal discs.** Activity of the 15 newly identified Ato target enhancers revealed by a GFP reporter assay. All but CG1625 show expression in the femoral chordotonal organ. Green, GFP; red, Ato; blue, Sens.
(10.29 MB TIF)

Figure S10 ***cis*** **TargetX results.** (A) GOF-set and RACASCTGY. GOF-set contains 204 genes significantly upregulated in Ato GOF eye-antennal discs. ROC is plotted from RACASCTGY-based genomic rankings. (B) LOF-set and RACASCTGY. LOF-set contains for 315 genes significantly downregulated (>3-fold; FDR <0.05) from Ato LOF microarray data in the eye-antennal imaginal discs. (C) Genes upregulated by eyeless [45] and the ey PWM [45]. (D) Genes upregulated by Ato and a Su(H) PWM from TRANSFAC (M00234). (E) Genes significantly upregulated by senseless and senseless consensus motif [65]. (F) Genes downregulated by senseless and senseless PWM predicted from the C2H2 zinc finger protein structure [48].
(2.41 MB TIF)

Figure S11 **Predicted GRN underlying early retinal differentiation.** Lines (edges) are drawn from several TFs to their predicted target genes. An edge between a TF and a target indicates that (1) the target is significantly misregulated when the TF is perturbed genetically; and (2) that motif predictions using a PWM for the TF have led to significantly high ranking of the target, compared to other genes in the genome, and compared to PWMs of other TFs.
(1.87 MB TIF)

Table S1 **PWM libraries.** (A) The libraries of PWMs that have been used for the Atonal target gene predictions using *cis*TargetX. (B) Several more recent libraries are available through the online application and can be used for analysis, such as those based on protein binding microarrays.
(0.07 MB PDF)

Table S2 **cisTargetX results for a set of 80 genes expressed downstream of dorsal (dl).** The best motifs are all variations of the dorsal (NFkB) motif.
(1.24 MB PDF)

Table S3 **Upregulated genes in Ato GOF.** SetA consists of 204 genes that are significantly upregulated in six Ato GOF samples versus eight control samples.
(0.09 MB PDF)

Table S4 ***cis*** **TargetX results for 204 Ato-upregulated genes.** The best motif out of 1,981 tested motifs is RACASCTGY.
(2.57 MB PDF)

Table S5 **Count matrix representing the Atonal binding site.** We constructed a “phyloPWM” [28],[45] for Atonal in TOUCAN [60] using known Ato [42], Brd [31], TakR86C [66], Math1 [67], and ATH5 binding sites [68], including aligned and conserved binding sites from other species, obtained from UCSC Genome Browser alignments.
(0.05 MB PDF)

Table S6 **Direct Ato target gene predictions.** Subset of Ato-misregulated genes (GOF and LOF) obtained from various *cis*TargetX analyses (see text for details).
(0.07 MB PDF)

Table S7 ***cis*** **TargetX results for 315 Ato-downregulated genes in ato^−/−^ eye-antennal discs.** The best motifs are Su(H) motifs; E-box motifs are also significantly over-represented, such as RACASCTGY.
(2.07 MB PDF)

Table S8 **Primers for candidate Ato target enhancers.** Positive Ato target enhancers are shaded in green. The boundaries of a CRM are determined automatically by Cluster-Buster, and the flanking sequence of the CRM was determined manually using the multiz alignments across 12 *Drosophila* species in the UCSC Genome Browser. Primers were designed in regions with low conservation, to amplify an enclosing genomic region with overall high sequence conservation, including the predicted CRM. For sens, E(spl), m4, and siz published reporter lines were used [32],[36],[37].
(0.07 MB PDF)

Table S9 **Genomic location and size of candidate Atonal target enhancers. **Positive Ato target enhancers are shaded in green.
(0.07 MB PDF)

Table S10 **Predicted** ***cis*** **-regulatory interactions in the transcriptional network underlying early retinal differentiation.** Interactions in italics are drawn from the literature, while all other predictions result from *cis*TargetX analyses described in this study. This list of interactions is used directly as input for network mapping in the BioTapestry software (see Figure S11).
(0.12 MB PDF)

Table S11 **Over-represented motifs among 21 Ato target enhancers.** The enhancer set comprises the 17 novel Ato targets from the Ato GOF and LOF analysis plus the rediscovered sens, ato, and dap enhancers, plus the previously known Brd enhancer. Over-represented motifs were determined by Clover [14]. The background sequence used for Clover, to select random sequence sets from, was the set of all 5-kb upstream and intronic regions. The number of randomizations was set to 10,000. The PWM collection used for Clover is the same as the basic collection of 1,981 PWMs used by the *cis*TargetX analyses, from Table S1A.
(0.09 MB PDF)

Text S1 **Overview of** ***cis*** **TargetX using dorsal (dl) as an example.**
(0.21 MB PDF)

Text S2 **Comparison of** ***cis*** **TargetX with other methods.**
(0.33 MB PDF)

## Abbreviations

AUC: area under the curve
ChIP: chromatin immunoprecipitation
ChIP-chip: hybridization on a chip
CRM: *cis*-regulatory module
GFP: green fluorescent protein
GOF: gain of function
GRN: gene regulatory network
LOF: loss of function
PWM: position weight matrix
qRT-PCR: quantitative reverse transcription PCR
SOP: sensory organ precursor
TF: transcription factor

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S2 — cisTargetX results for a set of 80 genes expressed downstream of dorsal (dl). The best motifs are all variations of the dorsal (NFkB) motif. (1.24 MB PDF)

cisTargetX AUC results

Your list contained 80 genes
You can select one or more motifs and proceed to Cluster-Buster enhancer predictions across 12 species

Motif	Z-score	Logo	ROC	Candidate targets	All genes in top 1000	Select
M00043-I-DL_01	6.04150318054204			link	link	☐ M00043-I-DL_01
MA0101	5.84418808016455			link	link	☐ MA0101
MA0022	5.60968796087042			link	link	☐ MA0022
M00053-V-CREL_01	5.27654890250819			link	link	☐ M00053-V-CREL_01
GGGGAMWWCCM-schnurri	5.10908603953927			link	link	☐ GGGGAMWWCCM-schnurri

SelexConsensus_shn-
ZFP2 4.9620209647248

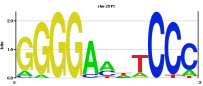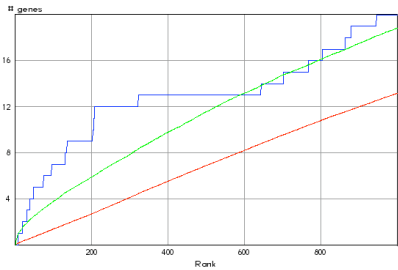

[link](#)

[link](#)

SelexConsensus_shn-
ZFP2

SelexConsensus_dl-B 4.70334499979872

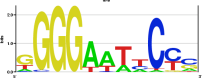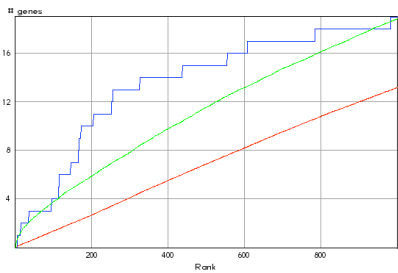

[link](#)

[link](#)

SelexConsensus_dl-B

MA0107 4.55441881292637

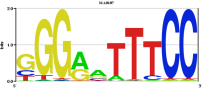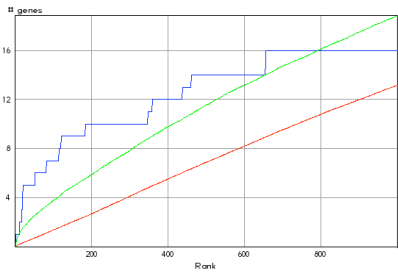

[link](#)

[link](#)

MA0107

M00052-V-
NFKAPPAB65_01 4.49114100295808

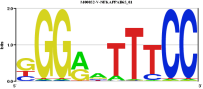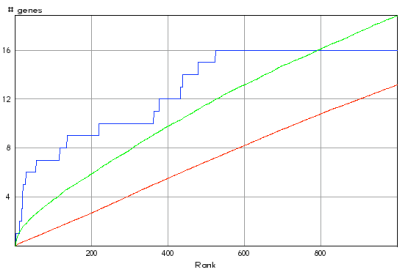

[link](#)

[link](#)

M00052-V-
NFKAPPAB65_01

MA0061 4.45576126273762

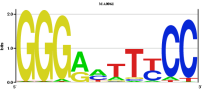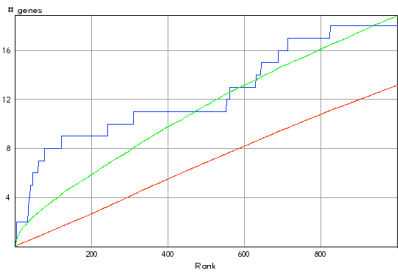

[link](#)

[link](#)

MA0061

M00194-V-
NFKB_Q6 4.39808540006361

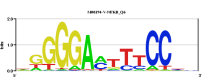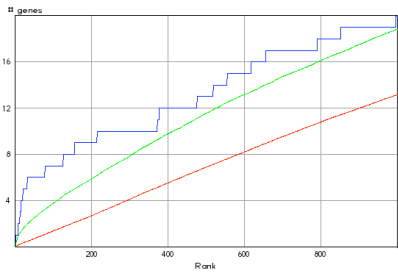

[link](#)

[link](#)

M00194-V-
NFKB_Q6

PF0040	4.377650389668	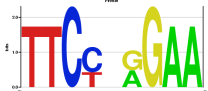	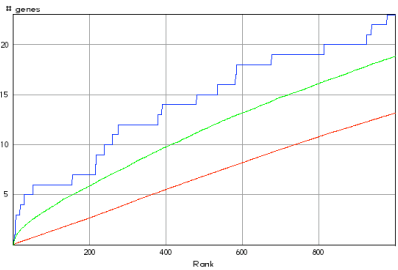	link	link	 PF0040
M00054-V-NFKAPPAB_01	4.34409453926425	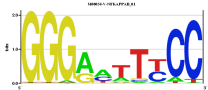	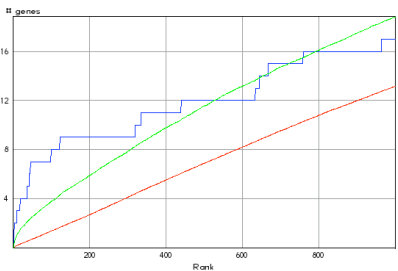	link	link	 M00054-V-NFKAPPAB_01
M00774-V-NFKB_Q6_01	4.26408533189558	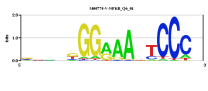	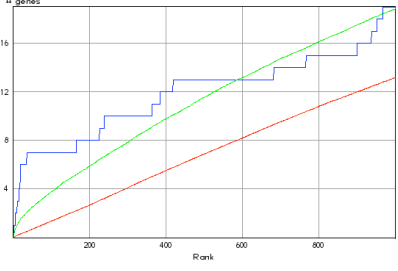	link	link	 M00774-V-NFKB_Q6_01
CAGGTAG	4.23806698532627	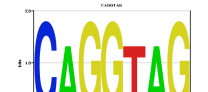	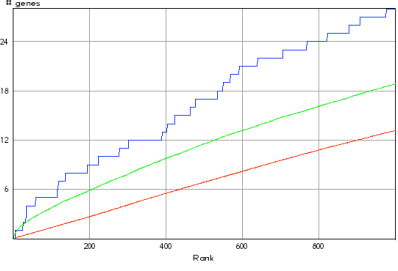	link	link	 CAGGTAG
MA0023	3.95512211916527	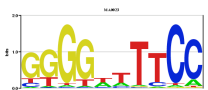	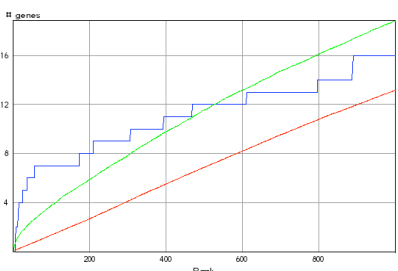	link	link	 MA0023
M00208-V-NFKB_C	3.8806590257291	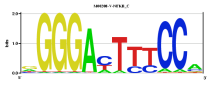	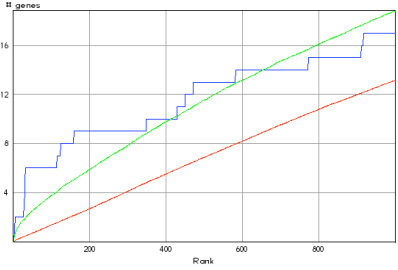	link	link	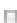 M00208-V-NFKB_C

dl

3.33163096865161

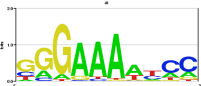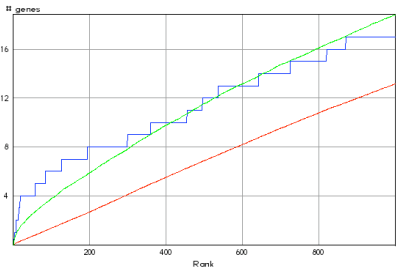

[link](#)

[link](#)

 dl

M00457-V-STAT5A_01

3.32236263060332

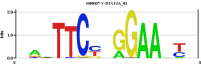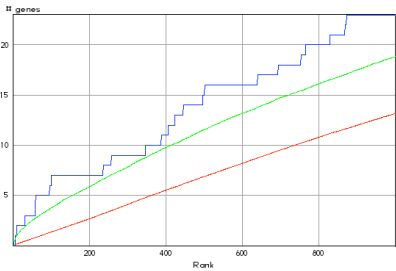

[link](#)

[link](#)

 M00457-V-STAT5A_01

TIFDMEM0000055

3.17903839102523

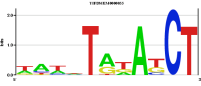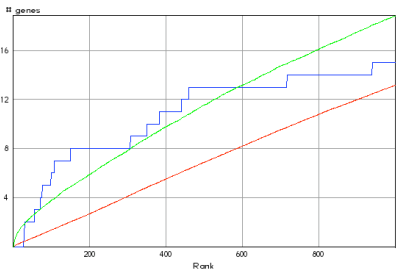

[link](#)

[link](#)

 TIFDMEM0000055

PF0076

3.1436958730459

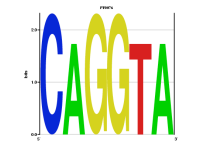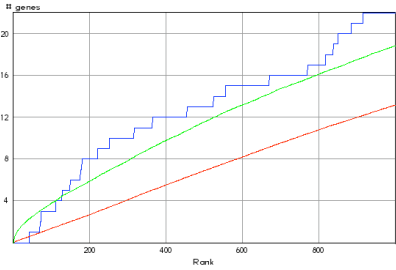

[link](#)

[link](#)

 PF0076

MA0109

3.11203835694119

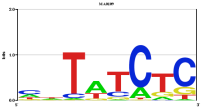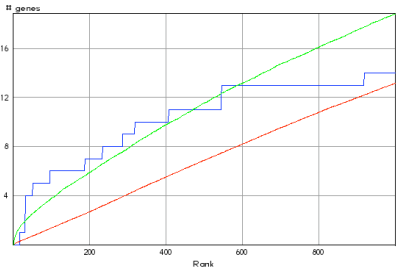

[link](#)

[link](#)

 MA0109

tin

3.09344584748288

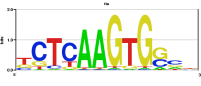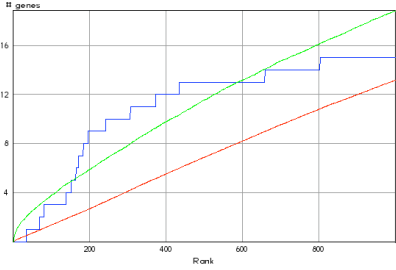

[link](#)

[link](#)

 tin

M00223-V-STAT_01	2.94453827173111	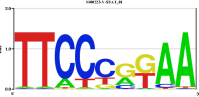	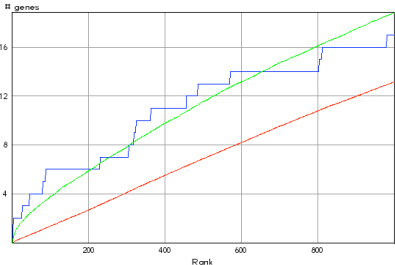	link	link	 M00223-V-STAT_01
M00432-V-TITF1_Q3	2.91846409180008	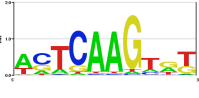	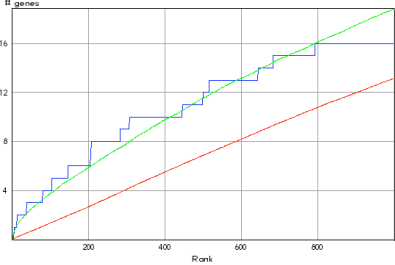	link	link	 M00432-V-TITF1_Q3
MA0001	2.90359380645754	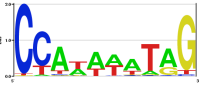	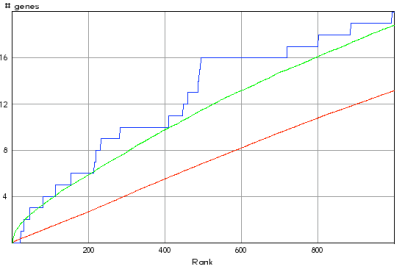	link	link	 MA0001
GGGAWTCCCY-disordered	2.88868629887385	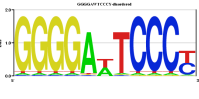	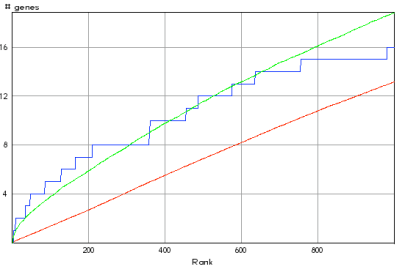	link	link	 GGGAWTCCCY-disordered
CGTGNGAA	2.86263073006338	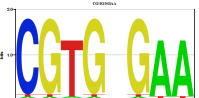	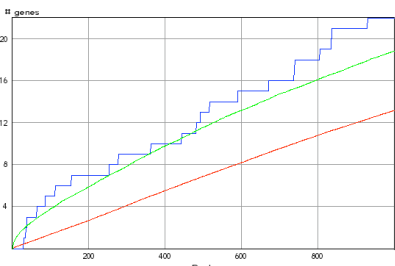	link	link	 CGTGNGAA
M00087-V-IK2_01	2.83108488068215	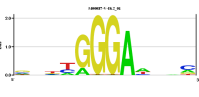	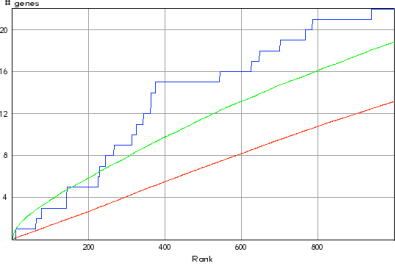	link	link	 M00087-V-IK2_01

SelexConsensus_Rel 2.7863251356899

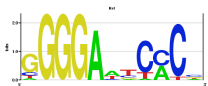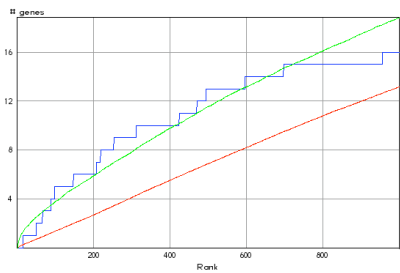

[link](#)

[link](#)

SelexConsensus_Rel

GGGGAWYCMC-Relish 2.76399179099523

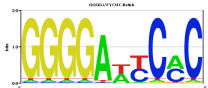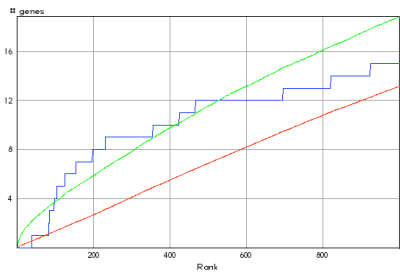

[link](#)

[link](#)

GGGGAWYCMC-Relish

M00276-F-MAT1MC_02 2.68960314204137

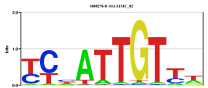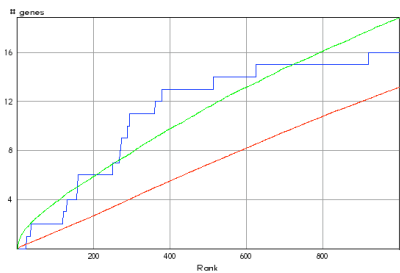

[link](#)

[link](#)

M00276-F-MAT1MC_02

AACATGTG 2.66345451762802

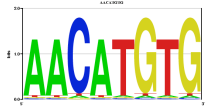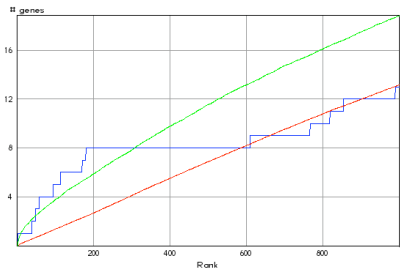

[link](#)

[link](#)

AACATGTG

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S3 — Upregulated genes in Ato GOF. SetA consists of 204 genes that are significantly upregulated in six Ato GOF samples versus eight control samples. (0.09 MB PDF)

Supplementary Table S3

Up-regulated genes in Ato GOF. SetA consists of 204 genes that are significantly upregulated in six Ato GOF samples versus eight control samples.

CG32006	FBgn0052006	CG32006
ato	FBgn0010433	CG7508
sNPF	FBgn0032840	CG13968
sens	FBgn0002573	CG32120
CG6044	FBgn0034725	CG6044
ventrally-expressed-protein-D	FBgn0053200	CG33200
boss	FBgn0000206	CG8285
CG15589	FBgn0037409	CG15589
CG9335	FBgn0032895	CG9335
inaC	FBgn0004784	CG6518
Nplp1	FBgn0035092	CG3441
Lim3	FBgn0002023	CG10699
Fsh	FBgn0016650	CG7665
CG14321	FBgn0038540	CG14321
CG1625	FBgn0033447	CG1625
sca	FBgn0003326	CG17579
CG32150	FBgn0052150	CG32150
CG33458	FBgn0053458	CG33458
CG30492	FBgn0050492	CG30492
Rph	FBgn0030230	CG11556
navy	FBgn0005636	CG3385
phyl	FBgn0013725	CG10108
Actbeta	FBgn0024913	CG11062
dpr9	FBgn0038282	CG33485
CG6026	FBgn0038676	CG6026
king-tubby	FBgn0015721	CG9398
Mob2	FBgn0259481	CG11711
CG11637	FBgn0036822	CG11637
Cad88C	FBgn0038247	CG3389
CG15097	FBgn0034396	CG15097
beat-IIIc	FBgn0032629	CG15138
CG14042	FBgn0260451	CG14042
SP555	FBgn0260470	CG14041
grim	FBgn0015946	CG4345
CG6520	FBgn0034224	CG6520
Ank2	FBgn0085445	CG34416
CG13532	FBgn0034788	CG13532
SP2353	FBgn0034070	CG8403
CG3703	FBgn0040348	CG3703
srt	FBgn0004880	CG1130
beat-IIIa	FBgn0032627	CG12621
CG2556	FBgn0030396	CG2556
CG14234	FBgn0031065	CG14234
CG14186	FBgn0036935	CG14186
comm2	FBgn0041160	CG7554
CG34007	FBgn0054007	CG34007
Pde8	FBgn0034886	CG5411

peb	FBgn0003053	CG12212
comm	FBgn0010105	CG17943
CG9363	FBgn0037697	CG9363
Fhos	FBgn0052030	CG32030
mira	FBgn0021776	CG12249
CG6114	FBgn0036544	CG6114
Pka-R2	FBgn0022382	CG15862
CG31871	FBgn0051871	CG31871
Aplip1	FBgn0040281	CG1200
CG3603	FBgn0029648	CG3603
CG17959	FBgn0029647	CG17959
unc	FBgn0003950	CG1501
CG8401	FBgn0034069	CG8401
CG5375	FBgn0032221	CG5375
neur	FBgn0002932	CG11988
CG32667	FBgn0052667	CG32667
X11Lbeta	FBgn0052677	CG32677
amon	FBgn0023179	CG6438
CG4927	FBgn0034139	CG4927
E(spl)	FBgn0000591	CG8365
HLHmgamma	FBgn0002735	CG8333
HLHmdelta	FBgn0002734	CG8328
CG6495	FBgn0027550	CG6495
unc-104	FBgn0034155	CG8566
Ank2	FBgn0085445	CG34416
Fas2	FBgn0000635	CG3665
f	FBgn0000630	CG5424
spdo	FBgn0260440	CG31020
CG3556	FBgn0029708	CG3556
CG42327	FBgn0259227	CG42327
rho	FBgn0004635	CG1004
osm-6	FBgn0031829	CG9595
CG12972	FBgn0037076	CG12972
CG6024	FBgn0036202	CG6024
CG4950	FBgn0036587	CG4950
qua	FBgn0003187	CG6433
CG42327	FBgn0259227	CG42327
SytIV	FBgn0028400	CG10047
CG32039	FBgn0052039	CG32039
spir	FBgn0003475	CG10076
CG1309	FBgn0035519	CG1309
CG1268	FBgn0035521	CG1268
CG34451	FBgn0085480	CG34451
CG34452	FBgn0085481	CG34452
Victoria	FBgn0053117	CG33117
Cdk5alpha	FBgn0027491	CG5387
RhoGAP100F	FBgn0039883	CG1976
CG11638	FBgn0040351	CG11638
Dscam	FBgn0033159	CG17800
PIP5K59B	FBgn0034789	CG3682
CG13409	FBgn0038926	CG13409
CG17264	FBgn0031490	CG17264
CG5337	FBgn0032249	CG5337

Ac13E	FBgn0022710	CG9210
a	FBgn0000008	CG6741
m4	FBgn0002629	CG6099
CG14864	FBgn0038311	CG14864
Rapgap1	FBgn0085403	CG34374
CG6329	FBgn0033872	CG6329
betaTub60D	FBgn0003888	CG3401
Ror	FBgn0010407	CG4926
Nrt	FBgn0004108	CG9704
CG10098	FBgn0037472	CG10098
CG31755	FBgn0051755	CG31755
lola	FBgn0005630	CG12052
CG9279	FBgn0036882	CG9279
dap	FBgn0010316	CG1772
CG7646	FBgn0036926	CG7646
orb	FBgn0004882	CG10868
Teh1	FBgn0037766	CG12806
CG15863	FBgn0033467	CG15863
Spase22-23	FBgn0039172	CG5677
CG9801	FBgn0037623	CG9801
CG31176	FBgn0051176	CG31176
CG30456	FBgn0050456	CG30456
MYPT-75D	FBgn0036801	CG6896
CG31875	FBgn0051875	CG31875
CG31030	FBgn0051030	CG31030
CG31028	FBgn0051028	CG31028
Spn	FBgn0010905	CG16757
CG32295	FBgn0260480	CG32295
CG42366	FBgn0259712	CG42366
CG42367	FBgn0259713	CG42367
CG42366	FBgn0259712	CG42366
CG42367	FBgn0259713	CG42367
CG9646	FBgn0034184	CG9646
seq	FBgn0028991	CG32904
CG30343	FBgn0050343	CG30343
hts	FBgn0004873	CG9325
CG17724	FBgn0033802	CG17724
CG10566	FBgn0037050	CG10566
Gbeta5	FBgn0030011	CG10763
RpS19b	FBgn0039129	CG5338
CG8965	FBgn0031745	CG8965
vkg	FBgn0016075	CG16858
CG6860	FBgn0032633	CG6860
Src64B	FBgn0003501	CG7524
PpD3	FBgn0005777	CG8402
OstStt3	FBgn0011336	CG7748
veli	FBgn0039269	CG7662
gl	FBgn0004618	CG7672
CG10721	FBgn0032846	CG10721
CG31714	FBgn0032180	CG31714
CG11577	FBgn0036847	CG11577
CG10424	FBgn0036848	CG10424
san	FBgn0024188	CG12352

CG31917	FBgn0031668	CG31917
CG8892	FBgn0031664	CG8892
CG34015	FBgn0054015	CG34015
CG8228	FBgn0037711	CG8228
SRPK	FBgn0026370	CG8174
CG13025	FBgn0036660	CG13025
ari-2	FBgn0025186	CG5709
loqs	FBgn0032515	CG6866
mRpL52	FBgn0033208	CG1577
U2A	FBgn0033210	CG1406
CG1407	FBgn0033474	CG1407
CG41128	FBgn0069923	CG41128
DAAM	FBgn0025641	CG14622
CG12848	FBgn0040666	CG12848
CG5902	FBgn0039136	CG5902
siz	FBgn0026179	CG32434
CG10338	FBgn0032700	CG10338
CG17257	FBgn0031495	CG17257
CG17219	FBgn0031494	CG17219
CG4042	FBgn0037018	CG4042
cup	FBgn0000392	CG11181
CG10859	FBgn0032520	CG10859
levy	FBgn0034877	CG17280
CG11103	FBgn0030522	CG11103
CG5934	FBgn0039505	CG5934
CG7770	FBgn0036918	CG7770
Cbp20	FBgn0022943	CG12357
Rab21	FBgn0039966	CG17515
CG2218	FBgn0039767	CG2218
CG15536	FBgn0039766	CG15536
Ubi-p63E	FBgn0003943	CG11624
CG31005	FBgn0051005	CG31005
CG16957	FBgn0032519	CG16957
hkl	FBgn0086441	CG10473
CG10470	FBgn0032746	CG10470
CG9257	FBgn0032916	CG9257
ric8a	FBgn0028292	CG15797
CG5447	FBgn0039427	CG5447
Hex-t2	FBgn0042710	CG32849
CG3825	FBgn0034948	CG3825
CG4169	FBgn0250814	CG4169
Rpn12	FBgn0028693	CG4157
Rho1	FBgn0014020	CG8416
Klc	FBgn0010235	CG5433
CG13775	FBgn0031874	CG13775
Arf102F	FBgn0013749	CG11027
CG4074	FBgn0037017	CG4074
CG7394	FBgn0036173	CG7394
cni	FBgn0000339	CG5855
O-fut2	FBgn0027791	CG14789
CG8315	FBgn0034058	CG8315
CG9883	FBgn0031435	CG9883
p16-ARC	FBgn0031437	CG9881

Mo25	FBgn0017572	CG4083
CG12162	FBgn0037329	CG12162
CG11388	FBgn0034959	CG11388
ATPCL	FBgn0020236	CG8322

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S4 — cis TargetX results for 204 Ato-upregulated genes. The best motif out of 1,981 tested motifs is RACASCTGY. (2.57 MB PDF)

cisTargetX AUC results

You can select one or more motifs and [proceed](#) to Cluster-Buster enhancer predictions across 12 species
[Download](#) target gene lists for all significant motifs

Motif	Z-score	Logo	ROC	Candidate targets	All genes in top 1000	Select
RACASCTGY	3.86190407121412	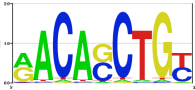	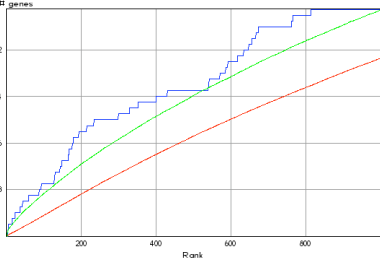	link	link	☐ RACASCTGY
M00184-V-MYOD_Q6	3.74919781523385	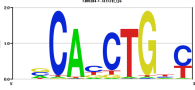	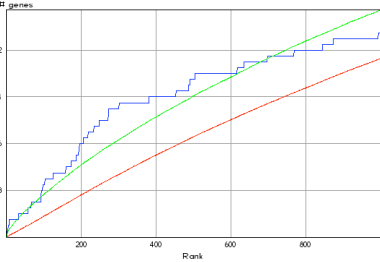	link	link	☐ M00184-V-MYOD_Q6
M00693-V-E12_Q6	3.6364675791991	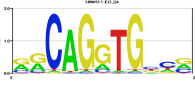	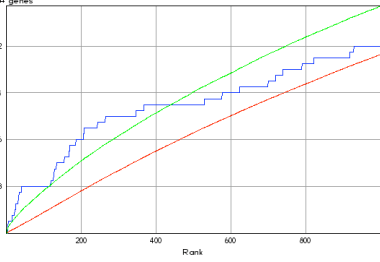	link	link	☐ M00693-V-E12_Q6
M00001-V-MYOD_01	3.37870597376676	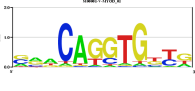	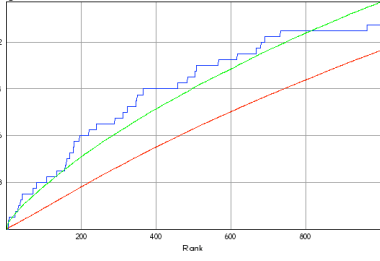	link	link	☐ M00001-V-MYOD_01
M00973-V-E2A_Q6	3.27801372507289	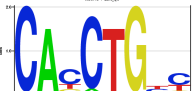	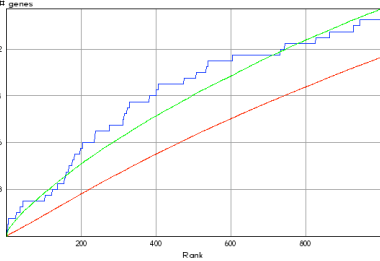	link	link	☐ M00973-V-E2A_Q6

RRCAGGTGB-
escargot

3.24439368871453

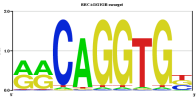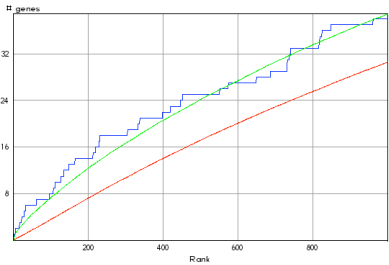

[link](#)

[link](#)

 RRCAGGTGB-
escargot

M00234-I-SUH_01

3.1832805199133

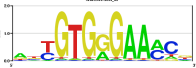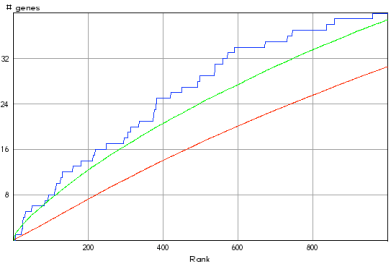

[link](#)

[link](#)

 M00234-I-SUH_01

CGTGNGAA

3.06333228748493

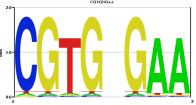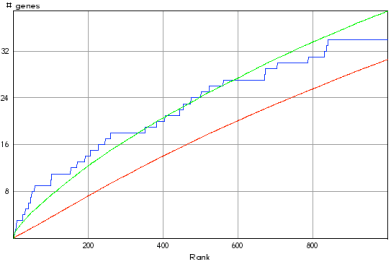

[link](#)

[link](#)

 CGTGNGAA

M00712-V-
MYOGENIN_Q6

2.99980912321009

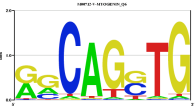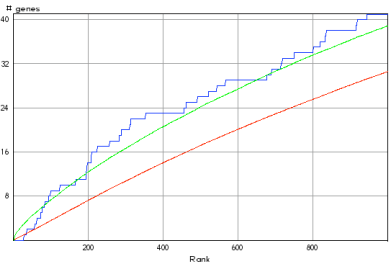

[link](#)

[link](#)

 M00712-V-
MYOGENIN_Q6

MA0091

2.99383808964858

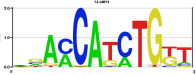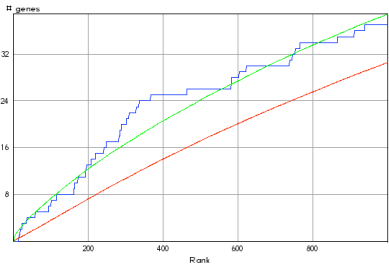

[link](#)

[link](#)

 MA0091

PF0074

2.91226993438966

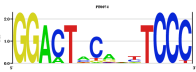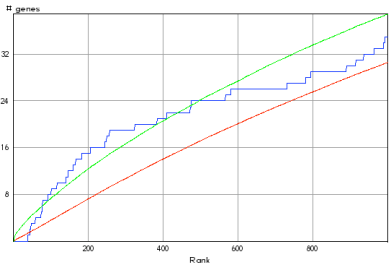

[link](#)

[link](#)

 PF0074

M00002-V-E47_01

2.88828987992577

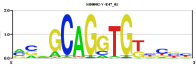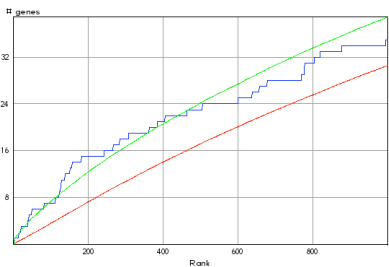

[link](#)

[link](#)

 M00002-V-E47_01

M00804-V-E2A_Q2	2.76601558221441	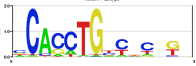	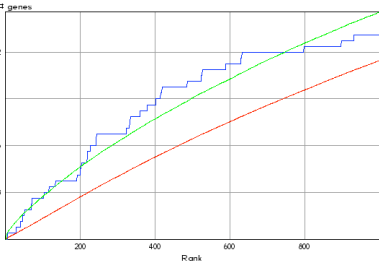	link	link  M00804-V-E2A_Q2
CAGCTGC	2.70965046419704	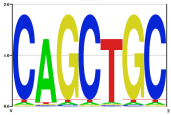	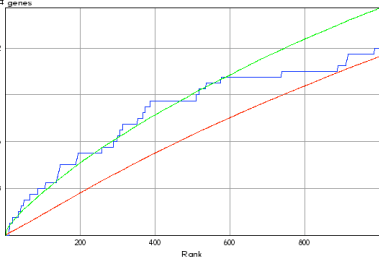	link	link  CAGCTGC
sna	2.6820494215091	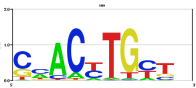	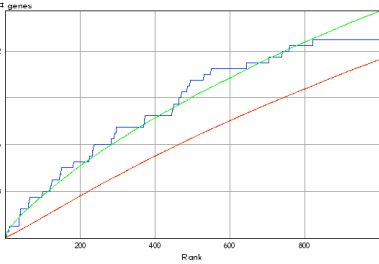	link	link  sna
atopwm3	2.67363242239228	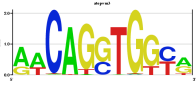	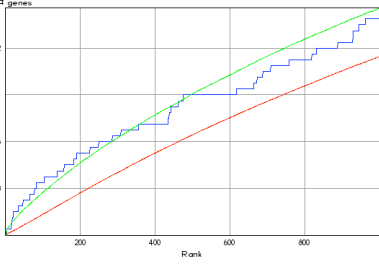	link	link  atopwm3
CATGGAGG	2.61251925359106	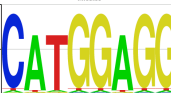	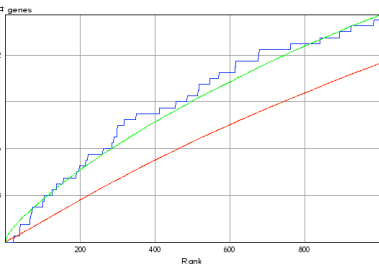	link	link  CATGGAGG
GCAGSTGK-scute	2.6029272318055	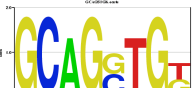	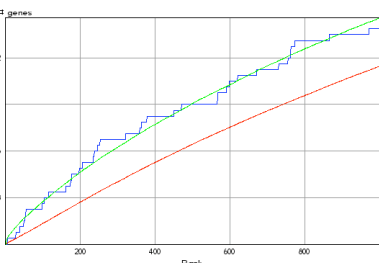	link	link  GCAGSTGK-scute

M00239-V-T3R_01	2.54056710017216	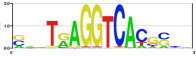	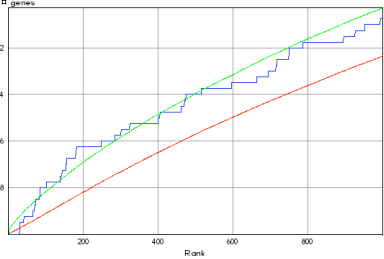	link	link	 M00239-V-T3R_01
RBYGTGRGAAMCB-Suppressor	2.53215010105534	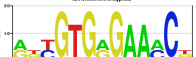	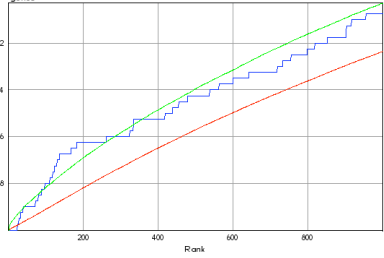	link	link	 RBYGTGRGAAMCB-Suppressor
CAGSTG-asense	2.49263097129885	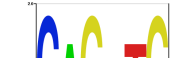	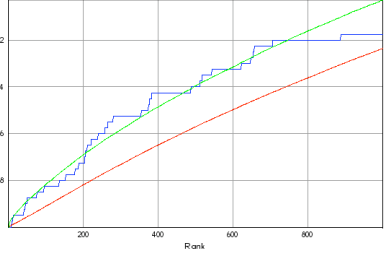	link	link	 CAGSTG-asense
MA0085	2.44585787506704	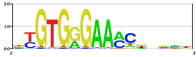	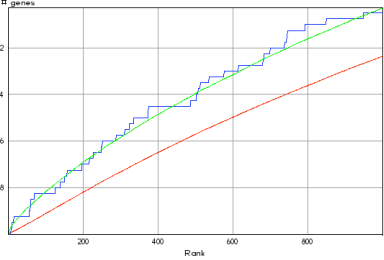	link	link	 MA0085
AACAGCTG	2.42190180065761	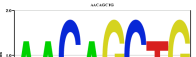	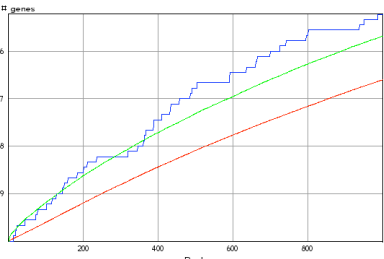	link	link	 AACAGCTG
M00261-V-OLF1_01	2.37150771620174	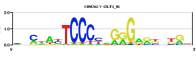	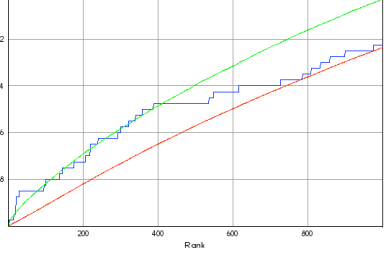	link	link	 M00261-V-OLF1_01
PF0035	2.36666374520005	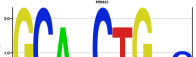	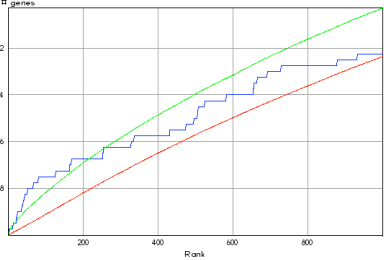	link	link	 PF0035

M00086-V-IK1_01

2.36551270258577

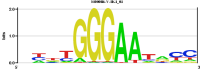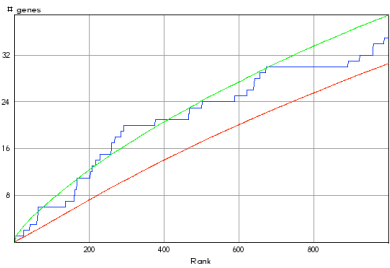

[link](#)

[link](#)

 M00086-V-IK1_01

atopwm5

2.35469769802256

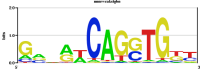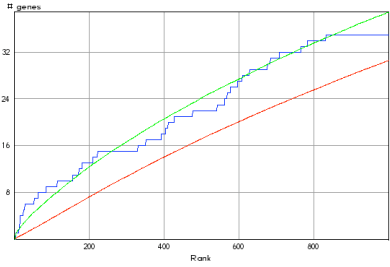

[link](#)

[link](#)

 atopwm5

CAGNNGCA

2.34871467443382

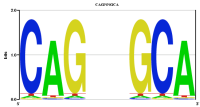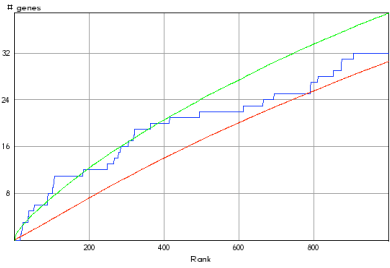

[link](#)

[link](#)

 CAGNNGCA

M00929-V-MYOD_Q6_01

2.337971610034

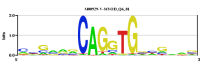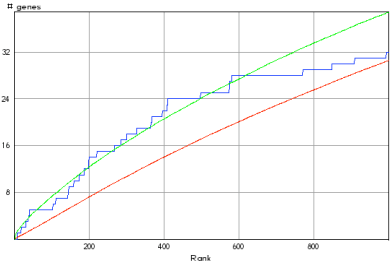

[link](#)

[link](#)

 M00929-V-MYOD_Q6_01

M00277-V-LMO2COM_01

2.30674957912202

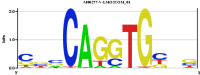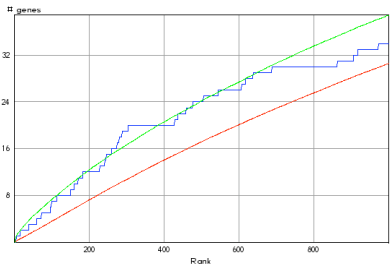

[link](#)

[link](#)

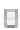 M00277-V-LMO2COM_01

M00066-V-TAL1ALPHA47_01

2.3031765510069

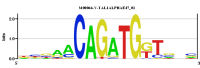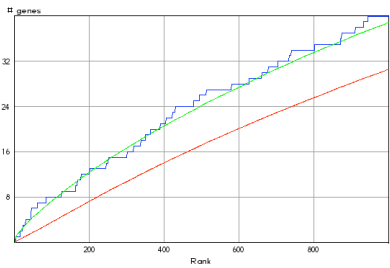

[link](#)

[link](#)

 M00066-V-TAL1ALPHA47_01

M00499-V-
STAT5A_04

2.29954357275561

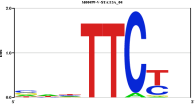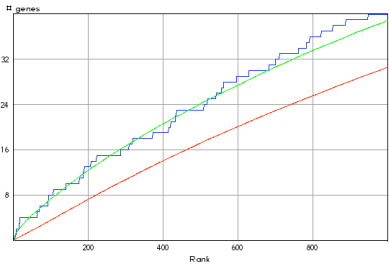

[link](#)

[link](#) M00499-V-
STAT5A_04

M00125-F-MCM1_01 2.28996354099729

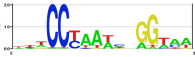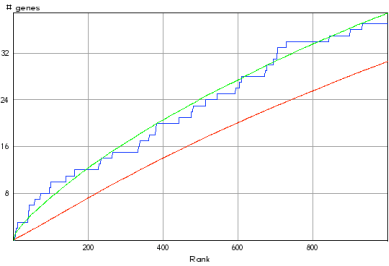

[link](#)

[link](#) M00125-F-
MCM1_01

atopwm7 2.28755354552367

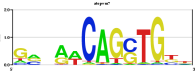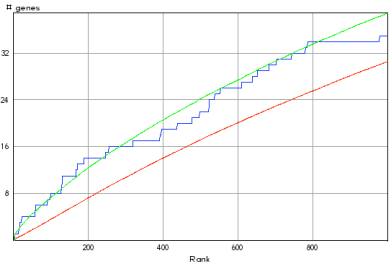

[link](#)

[link](#) atopwm7

CTGCAGC 2.28394454732685

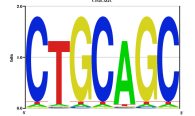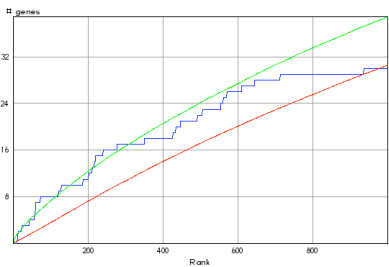

[link](#)

[link](#) CTGCAGC

M00927-V-
AP4_Q6_01 2.28279350471259

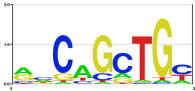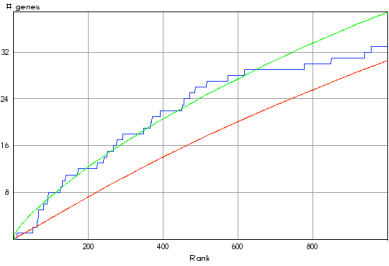

[link](#)

[link](#) M00927-V-
AP4_Q6_01

M00116-V-
CEBPA_01 2.2755874983462

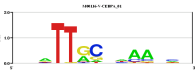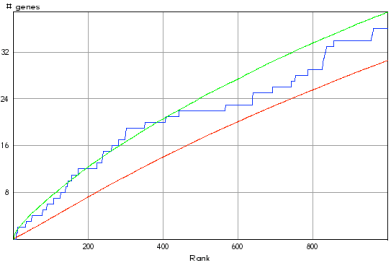

[link](#)

[link](#) M00116-V-
CEBPA_01

M00664-F-STE12_Q4 2.27321347295426

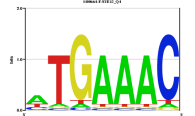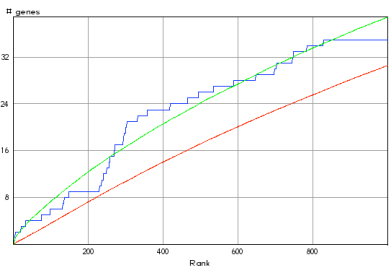

[link](#)

[link](#) M00664-F-
STE12_Q4

M00964-V-PXR_Q2 2.24080442934632

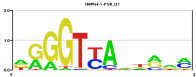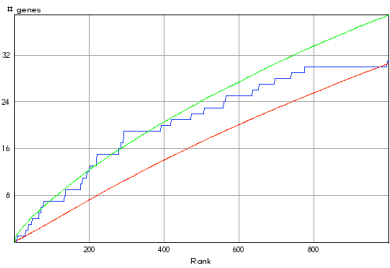

[link](#)

[link](#)

 M00964-V-PXR_Q2

M00494-V-STAT6_01 2.22880241208714

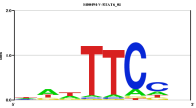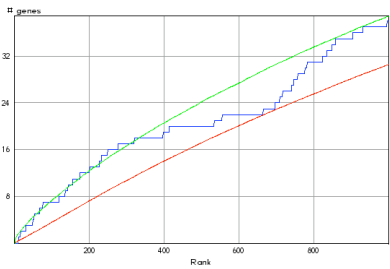

[link](#)

[link](#)

 M00494-V-STAT6_01

ACACCTG 2.20489429778665

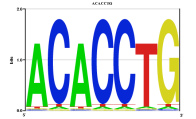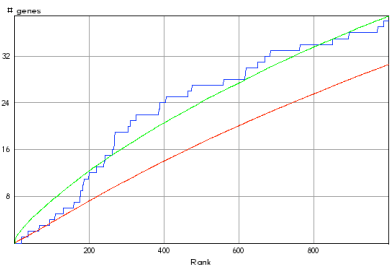

[link](#)

[link](#)

 ACACCTG

M00993-V-TAL1_Q6 2.19764033131132

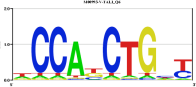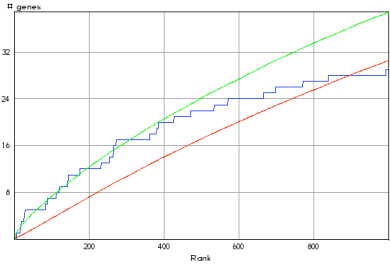

[link](#)

[link](#)

 M00993-V-TAL1_Q6

PF0092 2.1748472895434

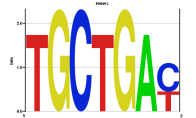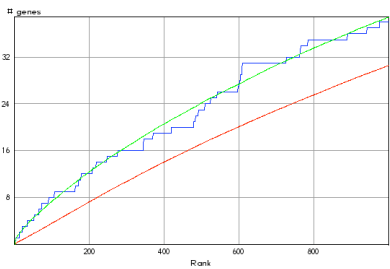

[link](#)

[link](#)

 PF0092

M00641-V-HSF_Q6 2.17363629679297

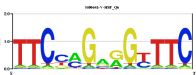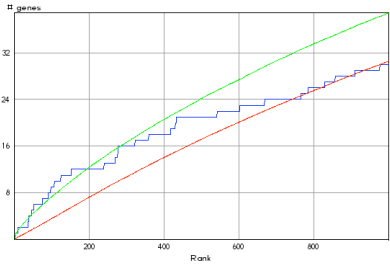

[link](#)

[link](#)

 M00641-V-HSF_Q6

Espl	2.17363629679297	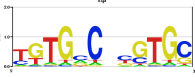	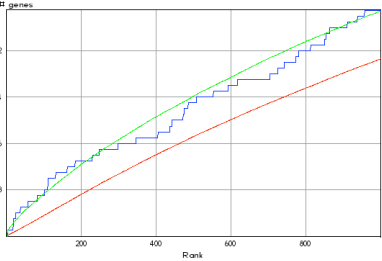	link	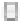 Espl
GGGGAMWWCCM-schnurri	2.1652792478123	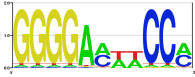	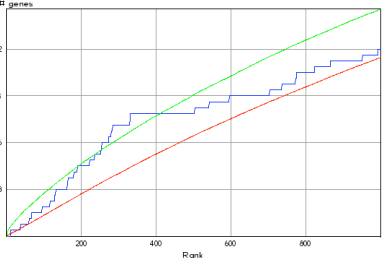	link	 GGGGAMWWCCM-schnurri
M01034-V-EBOX_Q6_01	2.16526725778507	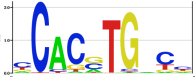	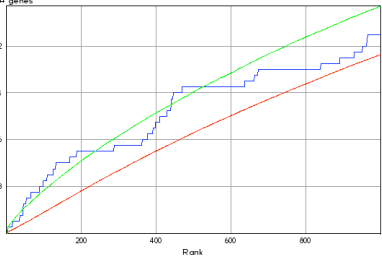	link	 M01034-V-EBOX_Q6_01
PF0155	2.14851718974205	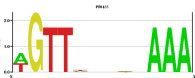	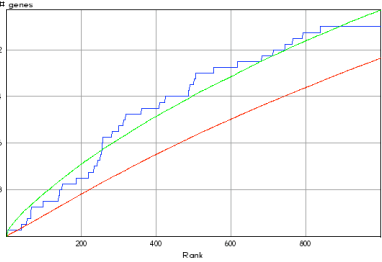	link	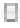 PF0155
M00726-V-USF2_Q6	2.13530417973244	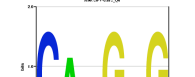	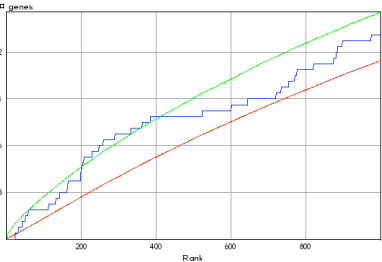	link	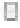 M00726-V-USF2_Q6
CAGCTGG	2.13528019967798	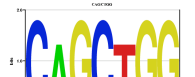	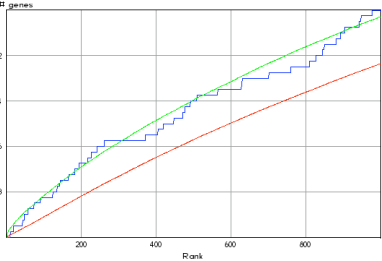	link	 CAGCTGG
M00796-V-USF_Q6_01	2.129285186062	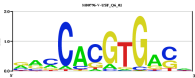	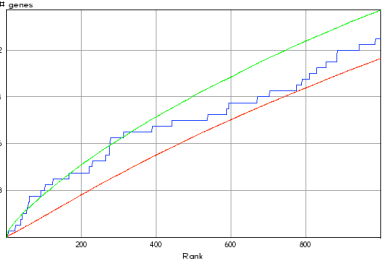	link	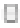 M00796-V-USF_Q6_01

M00122-V-USF_02	2.11849416155326	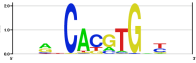	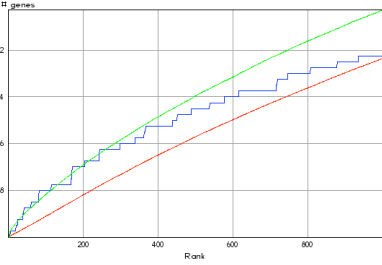	link	link	 M00122-V-USF_02
M00146-V-HSF1_01	2.11249914793729	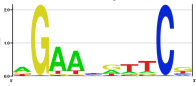	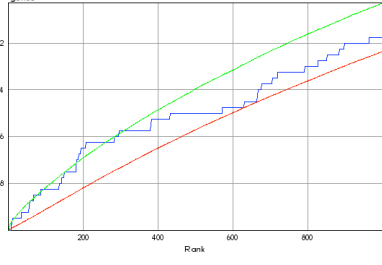	link	link	 M00146-V-HSF1_01
MA0054	2.08494606535828	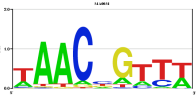	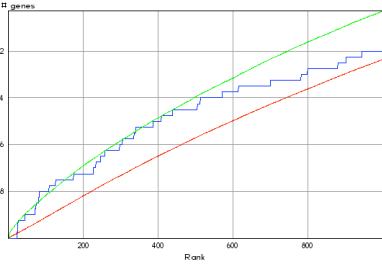	link	link	 MA0054
M00461-I-OVO_01	2.06817201726079	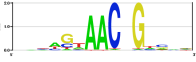	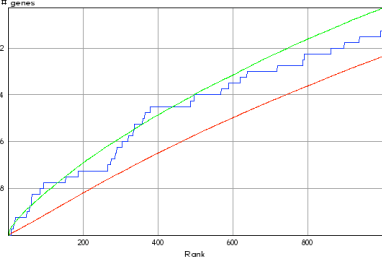	link	link	 M00461-I-OVO_01
MA0027	2.06095402086716	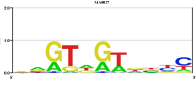	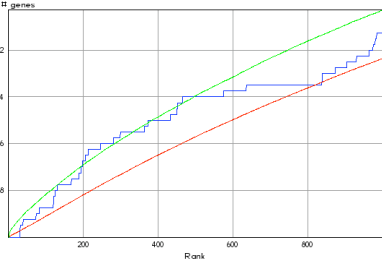	link	link	 MA0027
ATGTGGA	2.04296898001924	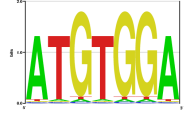	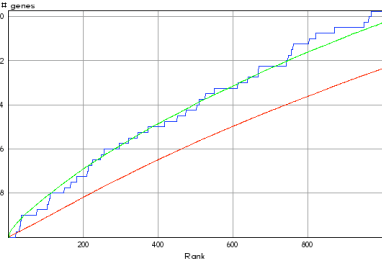	link	link	 ATGTGGA

AGCAGCT

2.03095497273283

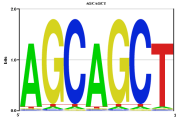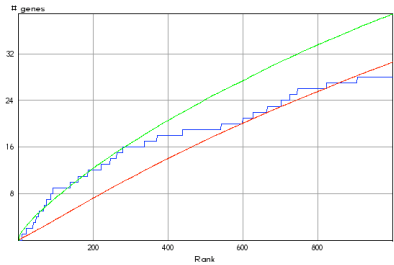

[link](#)

[link](#) AGCAGCT

M00486-V-PAX2_02

2.02619493192175

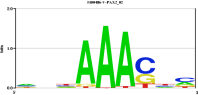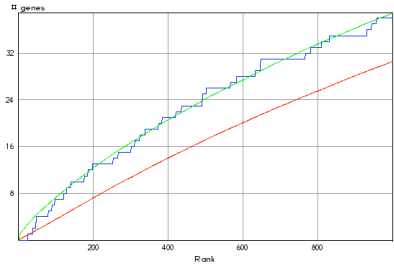

[link](#)

[link](#) M00486-V-PAX2_02

M00498-V-STAT4_01 2.02256195367047

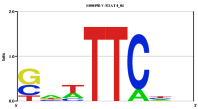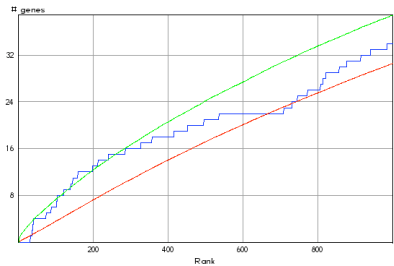

[link](#)

[link](#) M00498-V-STAT4_01

AAGCTGG

2.01302988202108

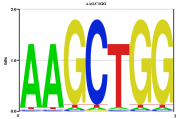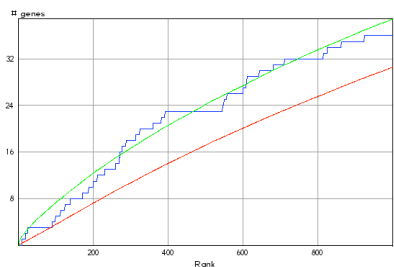

[link](#)

[link](#) AAGCTGG

M00997-V-DEC_Q1

2.01296993188492

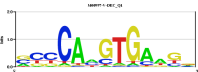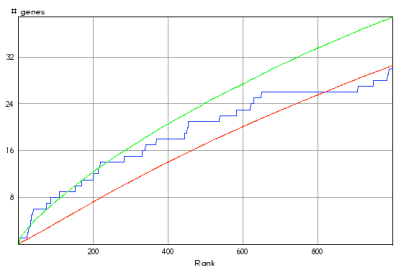

[link](#)

[link](#) M00997-V-DEC_Q1

M01112-V-RBPJK_01 2.00341388018105

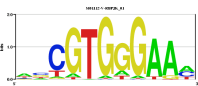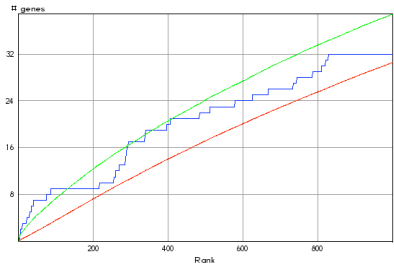

[link](#)

[link](#) M01112-V-RBPJK_01

M00690-V-AP3_Q6

2.00221487745786

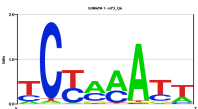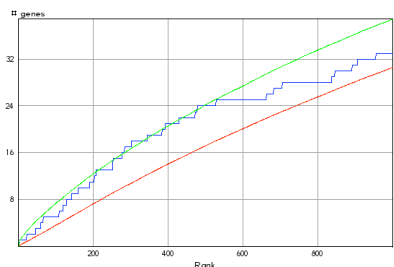

[link](#)

[link](#) M00690-V-AP3_Q6

M00747-V-IRF1_Q6 1.99502086111869

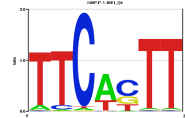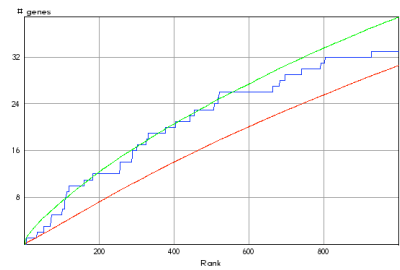

[link](#)

[link](#)

 M00747-V-IRF1_Q6

M00322-V-MYCMAX_B 1.99374991823211

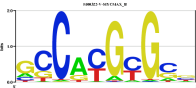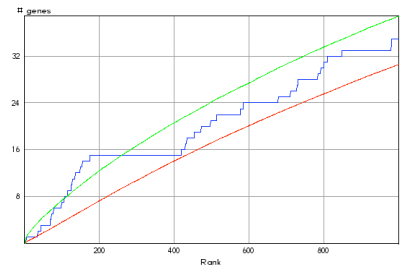

[link](#)

[link](#)

 M00322-V-MYCMAX_B

PF0045 1.96984180393162

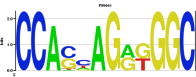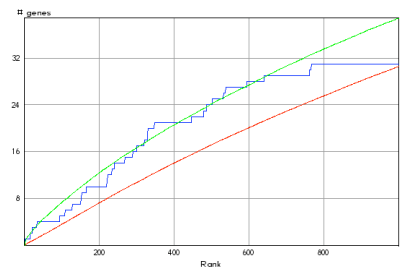

[link](#)

[link](#)

 PF0045

CAGCTGCA 1.96864280120842

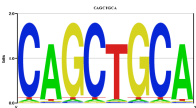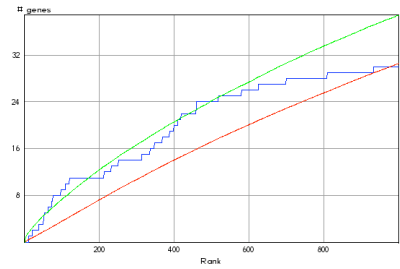

[link](#)

[link](#)

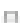 CAGCTGCA

M00175-V-AP4_Q5 1.96383480028841

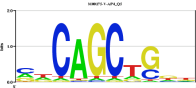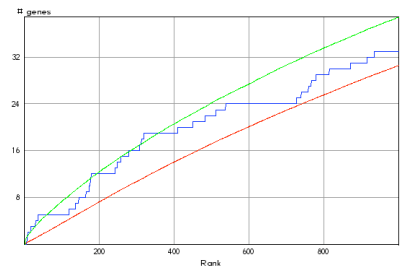

[link](#)

[link](#)

 M00175-V-AP4_Q5

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S5 — Count matrix representing the Atonal binding site. We constructed a “phyloPWM” [28],[45] for Atonal in TOUCAN [60] using known Ato [42], Brd [31], TakR86C [66], Math1 [67], and ATH5 binding sites [68], including aligned and conserved binding sites from other species, obtained from UCSC Genome Browser alignments. (0.05 MB PDF)

**Supplementary Table S5**

| A  | C  | G  | T  |
|----|----|----|----|
| 23 | 0  | 10 | 0  |
| 22 | 0  | 0  | 11 |
| 0  | 33 | 0  | 0  |
| 33 | 0  | 0  | 0  |
| 0  | 0  | 30 | 3  |
| 0  | 11 | 22 | 0  |
| 0  | 0  | 0  | 33 |
| 0  | 0  | 33 | 0  |
| 0  | 0  | 26 | 7  |
| 0  | 17 | 0  | 16 |
| 17 | 0  | 13 | 3  |

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S6 — Direct Ato target gene predictions. Subset of Ato-misregulated genes (GOF and LOF) obtained from various cisTargetX analyses (see text for details). (0.07 MB PDF)

**Supplementary Table S6**

|            |             |         |
|------------|-------------|---------|
| a          | FBgn0000008 | CG6741  |
| amon       | FBgn0023179 | CG6438  |
| ato        | FBgn0010433 | CG7508  |
| beat-IIIa  | FBgn0032627 | CG12621 |
| beat-IIIc  | FBgn0032629 | CG15138 |
| betaTub60D | FBgn0003888 | CG3401  |
| br         | FBgn0000210 | CG11491 |
| cenG1A     | FBgn0028509 | CG31811 |
| CG15863    | FBgn0033467 | CG15863 |
| CG1625     | FBgn0033447 | CG1625  |
| CG17724    | FBgn0033802 | CG17724 |
| CG2556     | FBgn0030396 | CG2556  |
| CG30343    | FBgn0050343 | CG30343 |
| CG30492    | FBgn0050492 | CG30492 |
| CG31176    | FBgn0051176 | CG31176 |
| CG32150    | FBgn0052150 | CG32150 |
| CG32169    | FBgn0052169 | CG32169 |
| CG32206    | FBgn0052206 | CG32206 |
| CG32295    | FBgn0260480 | CG32295 |
| CG32667    | FBgn0052667 | CG32667 |
| CG6024     | FBgn0036202 | CG6024  |
| CG6495     | FBgn0027550 | CG6495  |
| CG6860     | FBgn0032633 | CG6860  |
| CG8965     | FBgn0031745 | CG8965  |
| CG9095     | FBgn0030617 | CG9095  |
| CG9801     | FBgn0037623 | CG9801  |
| DAAM       | FBgn0025641 | CG14622 |
| dap        | FBgn0010316 | CG1772  |
| dpr9       | FBgn0038282 | CG33485 |
| Dscam      | FBgn0033159 | CG17800 |
| E(spl)     | FBgn0000591 | CG8365  |
| Eip75B     | FBgn0000568 | CG8127  |
| f          | FBgn0000630 | CG5424  |
| Fas2       | FBgn0000635 | CG3665  |
| Fhos       | FBgn0052030 | CG32030 |
| hts        | FBgn0004873 | CG9325  |
| king-tubby | FBgn0015721 | CG9398  |
| Lim3       | FBgn0002023 | CG10699 |
| lola       | FBgn0005630 | CG12052 |
| m4         | FBgn0002629 | CG6099  |
| mam        | FBgn0002643 | CG8118  |
| Mmp2       | FBgn0033438 | CG1794  |
| Mob2       | FBgn0259481 | CG11711 |
| MYPT-75D   | FBgn0036801 | CG6896  |
| nerfin-1   | FBgn0028999 | CG13906 |
| neur       | FBgn0002932 | CG11988 |
| nmo        | FBgn0011817 | CG7892  |
| navy       | FBgn0005636 | CG3385  |

|          |             |         |
|----------|-------------|---------|
| Pde8     | FBgn0034886 | CG5411  |
| phyl     | FBgn0013725 | CG10108 |
| Pka-R2   | FBgn0022382 | CG15862 |
| Rapgap1  | FBgn0085403 | CG34374 |
| rdx      | FBgn0086364 | CG12537 |
| rho      | FBgn0004635 | CG1004  |
| salm     | FBgn0004579 | CG6464  |
| sano     | FBgn0034408 | CG12758 |
| sca      | FBgn0003326 | CG17579 |
| sca      | FBgn0003326 | CG17579 |
| scrt     | FBgn0004880 | CG1130  |
| sens     | FBgn0002573 | CG32120 |
| seq      | FBgn0028991 | CG32904 |
| shep     | FBgn0052423 | CG32423 |
| siz      | FBgn0026179 | CG32434 |
| sNPF     | FBgn0032840 | CG13968 |
| spdo     | FBgn0260440 | CG31020 |
| spir     | FBgn0003475 | CG10076 |
| Spn      | FBgn0010905 | CG16757 |
| Src64B   | FBgn0003501 | CG7524  |
| SRPK     | FBgn0026370 | CG8174  |
| Teh1     | FBgn0037766 | CG12806 |
| Traf4    | FBgn0026319 | CG3048  |
| Traf4    | FBgn0026319 | CG3048  |
| Victoria | FBgn0053117 | CG33117 |
| vkg      | FBgn0016075 | CG16858 |
| vn       | FBgn0003984 | CG10491 |
| X11Lbeta | FBgn0052677 | CG32677 |

# Supplementary material for: Robust Target Gene Discovery through Transcriptome Perturbations and Genome-Wide Enhancer Predictions in Drosophila Uncovers a Regulatory Basis for Sensory Specification
**Source:** PLoS Biol. 2010 Jul 27;8(7):e1000435. doi: 10.1371/journal.pbio.1000435
**Supplement:** Table S7 — cis TargetX results for 315 Ato-downregulated genes in ato−/− eye-antennal discs. The best motifs are Su(H) motifs; E-box motifs are also significantly over-represented, such as RACASCTGY. (2.07 MB PDF)

cisTargetX AUC results

Your list contained 315 genes
You can select one or more motifs and proceed to Cluster-Buster enhancer predictions across 12 species

Motif	Z-score	Logo	ROC	Candidate targets	All genes in top 500	Select
M00234-I-SUH_01	3.5506804320053			link	link	☐ M00234-I-SUH_01
M01112-V-RBPJK_01	3.28320178453461			link	link	☐ M01112-V-RBPJK_01
MA0085	3.19442984662578			link	link	☐ MA0085
MAAMNNCAA	3.0478926301231			link	link	☐ MAAMNNCAA
M01111-V-RBPJK_Q4	3.03242626916847			link	link	☐ M01111-V-RBPJK_Q4
M00086-V-IK1_01	2.97395522442935			link	link	☐ M00086-V-IK1_01

M00028-I-HSF_01

2.92826190771064

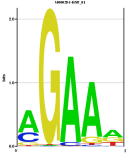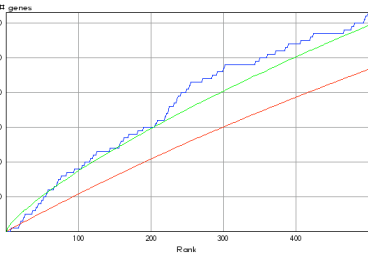

[link](#)

[link](#)

M00028-I-HSF_01

MA0045

2.77769846338883

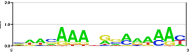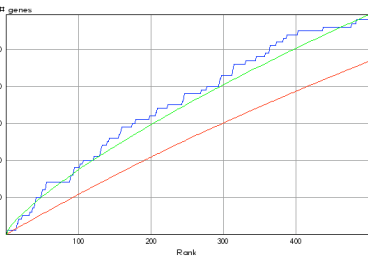

[link](#)

[link](#)

MA0045

AAANNNNNNNNNAAT 2.74407710854518

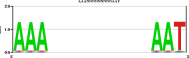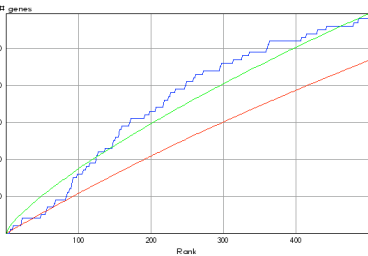

[link](#)

[link](#)

AAANNNNNNNNNAAT

MA0120

2.73802096286062

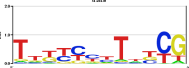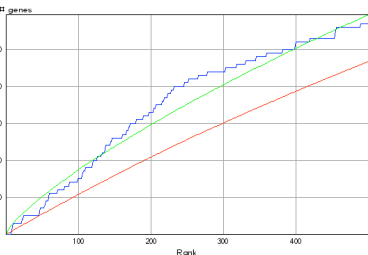

[link](#)

[link](#)

MA0120

M00624-V-DBP_Q6

2.72994834247533

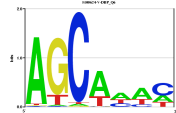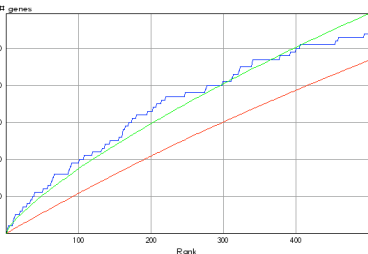

[link](#)

[link](#)

M00624-V-DBP_Q6

M01126-P-BPC1_Q2

2.67222339337552

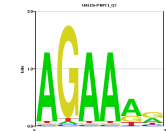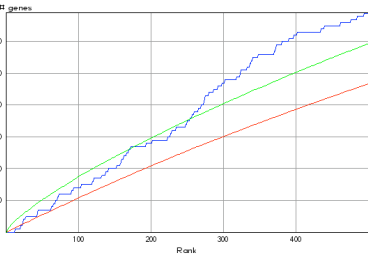

[link](#)

[link](#)

M01126-P-BPC1_Q2

HSWAACHGH-ovo

2.66474899381811

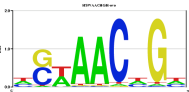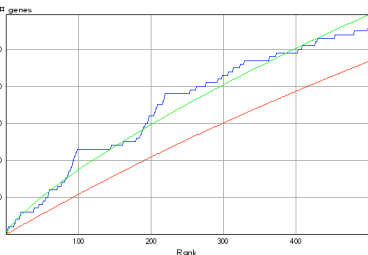

[link](#)

[link](#)

HSWAACHGH-ovo

sens	2.6432264871789			link	link	 sens
Eip74EF	2.61434384788199			link	link	 Eip74EF
M00712-V-MYOGENIN_Q6	2.55047537252726			link	link	 M00712-V-MYOGENIN_Q6
MAACAA	2.53971411920765			link	link	 MAACAA
M01082-V-BRCA_01	2.52023497359851			link	link	 M01082-V-BRCA_01
RBYGTGRGAAMCB-Suppressor	2.5040830112456			link	link	 RBYGTGRGAAMCB-Suppressor
MF0009	2.46107160587885			link	link	 MF0009

M00456-V-FAC1_01	2.43286784639785			link	link	 M00456-V-FAC1_01
AGCAACAA	2.4200901183775			link	link	 AGCAACAA
M01092-I-TCF_Q6	2.41268293464345			link	link	 M01092-I-TCF_Q6
M00499-V-STAT5A_04	2.40733255510416			link	link	 M00499-V-STAT5A_04
RACASCTGY	2.40596135230766			link	link	 RACASCTGY
SelexConsensus_pan	2.37035713067495			link	link	 SelexConsensus_pan
CAGCTGG	2.36295666852324			link	link	 CAGCTGG

M00747-V-IRF1_Q6

2.35353973167079

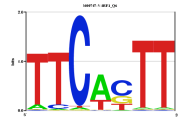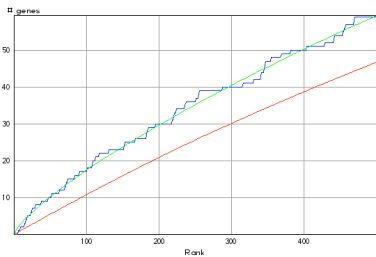

[link](#)

[link](#)

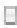 M00747-V-IRF1_Q6

CGTGNGAA

2.35216180729195

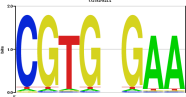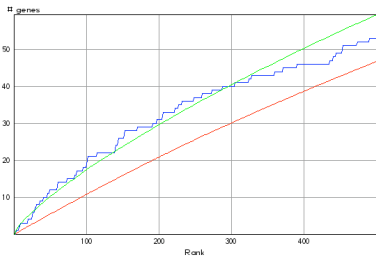

[link](#)

[link](#)

 CGTGNGAA

CAGCTGC

2.35154342171706

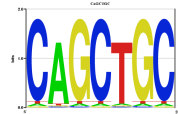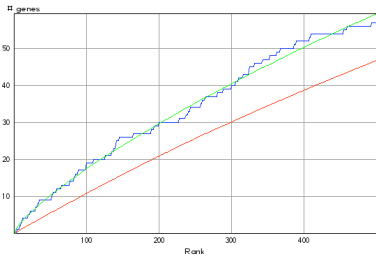

[link](#)

[link](#)

 CAGCTGC

M01028-V-NRSF_Q4

2.30379330080357

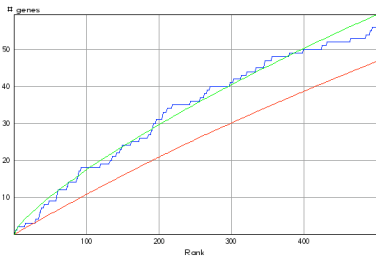

[link](#)

[link](#)

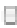 M01028-V-NRSF_Q4

GCAGSTGK-scute

2.29843619968194

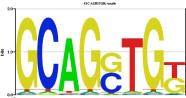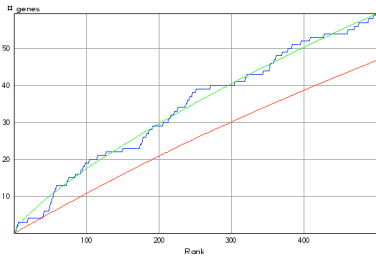

[link](#)

[link](#)

 GCAGSTGK-scute

AACAGCTG

2.28769511110933

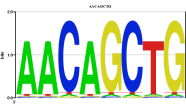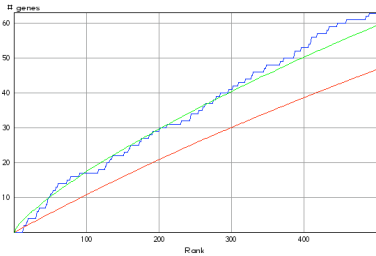

[link](#)

[link](#)

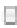 AACAGCTG

M00798-P-MYBAS1_01

2.28498631342801

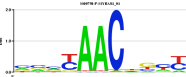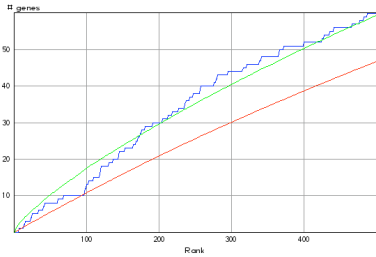

[link](#)

[link](#)

 M00798-P-MYBAS1_01

How the deposited data were processed for this re-analysis (not part of the article)

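Eye-antennal imaginal discs were taken from Drosophila larvae of 8 lines, and RNA of each sample was hybridized to an Affymetrix Drosophila array. The 20 arrays are 8 controls (2 each of CantonS, UASato, atoGal4 and Gal4/7), 6 of Ato GOF (3 of Gal4/7 × UASato and 3 of atoGal4 × UASato), 3 of Ato LOF and 3 of Sens GOF (atoGal4 × UASsens). All flies were raised at 18 °C and moved to 28 °C for 24 hours before dissection, and the Ato LOF stock was heat-shocked on 3 consecutive days. The authors deposited log2 values made with RMA, which corrects background, normalizes the arrays by quantiles and summarises the probes of each probe set. The version of RMA is not stated. The gcRMA and MAS5.0 values that the paper also used were not analysed here.

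Of the 18952 probe sets in the table, 183 Affymetrix controls were left out and 18769 were tested. By the annotation of the array, 13646 of them name 1 gene, 402 name several and 4721 are unnamed here. A gene was represented by the probe set with the highest mean over the 20 arrays among those that name only it, which gave 11982 genes, 1094 of which have more than 1 probe set. Genes with no such probe set, among them *dap*, *sca* and *Fas2*, have no value. Counts are of genes, and the adjustment was made over all probe sets tested.

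Each comparison was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with only the arrays of the groups compared and no covariate, and p-values were adjusted by the method of Benjamini and Hochberg. The thresholds take the levels and fold limits of the paper: an adjusted p under 0.05 with more than 1.5-fold change for Ato GOF, an adjusted p under 0.05 with more than 3-fold change for Ato LOF, an adjusted p under 0.01 for genes lower in Sens GOF and an adjusted p under 0.05 with more than 2-fold change for genes higher in Sens GOF. The methods of the paper name Benjamini-Hochberg correction for the selection of genes, while its text gives an FDR for the Ato comparisons and p for Sens GOF, and unadjusted p was tried for Sens GOF as an alternative. For Ato GOF the filters of the paper that use RMA values were also joined. For the second array of each control line the replicate field of the labels reads 1 and the title 2, and the number in the title was used wherever replicates are named, paired or split. The text of the paper does not name the controls of the Ato LOF and Sens GOF comparisons, and all 8 were used. None of the 8 is of the UASsens line. Each driver was also compared alone with the 8 controls, and the difference between the drivers was fitted as the change of atoGal4 × UASato against atoGal4 minus the change of Gal4/7 × UASato against Gal4/7.

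The genes named are, for each comparison, the 10 with the largest increase and the 10 with the largest decrease among those at an adjusted p under 0.05 whose perturbed arrays all lie beyond every control array, the genes that the text or Table 2 of the paper names, and up to 4 members of each gene list, those with the largest change past the threshold or, where none passed, the brightest. Membership in Tables 2, S3 and S6 had been seen when this rule was written. The 25 gene lists cover R8 specification, R1 to R7 photoreceptors, cone and pigment cells, neuronal maturation, phototransduction, ciliated sensory neurons, retinal determination, retinal TFs, the E(spl) and Brd complexes, EGFR and Ras signaling, Hedgehog, Dpp and Wingless signaling, antennal disc, cell cycle, heat shock response, apoptosis, JNK and wound response, ecdysone response and stage, glia, neuroblasts and brain, fat body, hemocytes, muscle, salivary gland, male and female markers, and housekeeping references. A list of midgut markers was added later. Lists were tested as sets with camera of limma, at a preset correlation of 0.01 and with the correlation estimated, and adjusted over the lists of a comparison. Reporter outcomes were compared by a permutation test with 100000 resamples in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

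The alternatives tried were a filter that keeps probe sets at or above the median level, any probe set of a gene in place of the brightest, quantile normalization applied again, eBayes with a trend and robust variances, a single fit of all 20 arrays, the nearest controls only (no CantonS for Ato GOF, the driver and UASato for each driver, CantonS for Ato LOF and atoGal4 for Sens GOF), the replicate number as a block, the line as a random block, array weights, other thresholds, a t-test with equal variances on the RMA values (the paper used a t-test on MAS5.0 values together with further conditions, which were not applied here) and leaving out each array in turn. Averaging Sens GOF arrays 1 and 2, the alternatives for the overlap of genes lower in Ato LOF and in Sens GOF and for gene families, the R8 list without ato and the muscle list without each array were added after the values had been seen. The fits were tested on simulated data, in which probe sets with known changes were added to noise of the spread of each comparison. At changes of 3-fold and 4-fold the fit recovered 90% and 96% for Ato GOF, 90% and 94% for Ato LOF and 84% and 92% for Sens GOF, with 5, 7 and 11 false calls. The number of arrays limits the precision of every value.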

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

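The comparison of the drivers was planned, while the tests of other splits of the arrays, of heat shock, carried-over tissue, antennal tissue, noise and shared RNA were chosen after the results had been seen.

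The change from control differed between the drivers for some genes. In a limma fit of the difference itself, 10 genes passed at an adjusted p under 0.05, and 9 of these had a lower log2 fold change with atoGal4. The largest difference was that of *CG18343*, with a log2 difference of −3.28 (adjusted p = 0.000111), whose level was 5.33 in the Gal4/7 controls, 8.59 in Gal4/7 × UASato, 9.93 in the atoGal4 controls and 9.92 in atoGal4 × UASato. The others were *PGRP-LE*, *CG6912*, *CG12880*, *hpRNA:CR32207*, *Fie*, *CG7054*, *CG12863*, *wnd* and *Mob2* (adjusted p up to 0.0418), and all 10 are named because they passed, outside the rule for named genes. In 9 of the 10, all but *Mob2*, the atoGal4 and Gal4/7 controls themselves differed by more than 2-fold (*PGRP-LE* at 9.12 and 5.31, *CG6912* at 9.14 and 5.31, *hpRNA:CR32207* at 5.22 and 9.41), and the design does not separate a difference between the stocks from a response to the driver. The 10 became 314 or 71 without control Gal4/7 replicate 1 or 2, 45, 5 or 4 without Gal4/7 × UASato replicate 1, 2 or 3, 4 without control atoGal4 replicate 2, and 1 or 5 without atoGal4 × UASato replicate 2 or 3.

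Lists of photoreceptor genes differed between the drivers at the preset correlation. The R1 to R7 list had a median log2 difference of 0.95 (camera adjusted p = 7.31e-09) and the R8 list one of −0.92 (camera adjusted p = 4.97e-05), and neither passed with an estimated correlation (adjusted p = 0.126 for each). Without ato, the transgene, the R8 list had a median log2 difference of −1.09 (camera adjusted p = 0.000372, and adjusted p = 0.183 with an estimated correlation), a test added after the values had been seen. The lists of salivary gland (median log2 difference 3.99, camera adjusted p = 0.110) and fat body (1.68, camera adjusted p = 0.132) had larger medians and did not pass. When adjusted over the list alone, 4 of the 9 genes of R1 to R7 were lower with Gal4/7, and 3 were lower and 2 higher with atoGal4. Over all probe sets, 4 of the 9 were lower with Gal4/7, with *lz* at −3.33 (adjusted p = 0.000164) and *sev* at −2.14 (adjusted p = 0.000139), and with atoGal4 none passed in limma, with *lz* at −0.54 (adjusted p = 0.494, unadjusted p = 0.0139) and *sev* at 0.00. Neither gene passed alone in the test of the difference (adjusted p = 0.167 for *lz* and 0.0533 for *sev*). Smaller differences were those of hemocytes (camera adjusted p = 0.00227), phototransduction (0.0115), ecdysone response and stage (0.0175), neuronal maturation (0.0435) and glia (0.0442). None of these 5 lists passed with an estimated correlation (adjusted p from 0.135 to 0.554).

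More genes rose than fell by over 3-fold in Ato LOF, 154 against 87, and the paper does not report those that rose (the 154 became 90 without Ato LOF replicate 1). The heat shock list did not rise, with a median log2 fold change of −0.48 and no member higher, but only 6 of its 18 genes were measured. The shocks began at first instar, and an acute response could have passed before dissection, so the list cannot decide on it. The antennal list did not rise either, with a median of −0.42, *dan*, *danr* and *bab2* lower and none higher. These 3 calls were lost against CantonS alone (adjusted p from 0.0926 to 0.255 in limma), and that of *bab2* also without Ato LOF replicate 1 or 2 (adjusted p = 0.0625 and 0.0671). Ato also acts in the antennal disc, where its loss could lower such genes. The antennal list therefore cannot decide on a larger share of antennal tissue. Other tissue carried into the samples may contribute and cannot be told apart, since the highest median of the 5 tissue lists, 0.91 in fat body (muscle 0.85, salivary gland 0.52, hemocytes 0.20, midgut −0.02), lies between the levels set for and against it, with *Lsp2*, the brightest fat body gene, at 0.31 (adjusted p = 0.303) and *Tm2* of muscle at 0.93 (adjusted p = 0.408). The loss of the eye itself and the genetic background of the single mutant stock also stay open, and neither was tested.

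Control Gal4/7 replicate 2 stood apart, with a median correlation of 0.960 with the other arrays where the next lowest control had 0.977. Of the genes over 4-fold from the mean of the other 7 controls, 270 were higher and 53 lower. Noise over the whole array cannot be told apart, since 83.6% of these genes were higher, and so were 79.7% to 86.4% in 4 of the other controls and 10.8% to 64.5% in 3. Midgut tissue in that sample may account for part of it and cannot be told apart either, since the 22 midgut markers had a median difference of 0.637, 8 of them over 2-fold higher (*Mal-A1* at 9.46 against 4.17, *Jon25Bi* at 9.60 against 4.44) and others not. No biological explanation was tested, since the other Gal4/7 control has the same genotype.

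Sens GOF arrays 1 and 2 differed less than any other pair of arrays of a line. The SD of their difference over 37 markers of carried-over tissue was 0.163, where the other 15 pairs ran from 0.698 to 3.47 with a median of 1.48. This is what 1 RNA sample on both arrays would give, and separate samples from discs dissected together could also differ little, which was not tested. No biological explanation was tested.

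Single arrays lay far from the others of their group in a few further measures, at about the number that chance gives, 6.3 for the 126 groups tested, where 7 were found with the correlation above. The muscle list in control Gal4/7 replicate 1 was 1.96 above the mean of the controls, where the next highest was 0.29. In CantonS replicate 1, *RapGAP1* was lowest of the controls at 8.99 and *SRPK* at 9.44. The JNK and wound response list was lowest at −0.21 in Gal4/7 × UASato replicate 1. Of the Ato GOF arrays, *SRPK* was lowest at 9.87 in atoGal4 × UASato replicate 2, and *toy* was highest at 11.97 in Gal4/7 × UASato replicate 2.

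The paper reports no genes that fell in Ato GOF, where 15 were over 1.5-fold lower, with *CG43394* (log2 fold change −1.11, adjusted p = 0.0065) among them (7, 7 or 4 without Gal4/7 × UASato replicate 1, 2 or 3, 8 or 7 without control Gal4/7 or UASato replicate 1, and 8 without CantonS replicate 2).

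The counts of genes were set against other splits of the same arrays into groups of the same sizes. Of 100 splits drawn for each, the real one included, only the real 1 gave as many as the 66 genes higher in Ato GOF (highest other 1), the 15 lower (0), the 73 by joined filters (2), the 10 of atoGal4 × UASato (4), the 235 of Gal4/7 × UASato (1), the 87 lower (11) and the 154 higher (4) in Ato LOF and the 41 lower in Sens GOF (0). For the 21 genes higher in Sens GOF 2 of the 100 did, the other with 41. Chance in how single arrays were grouped can be excluded at a share under 0.05 for the counts of Ato GOF, the drivers and Ato LOF. The splits part the arrays of a line, and a difference of a whole line from the others is not excluded by them. With the line as a random block the 15 genes lower in Ato GOF were 9, the 73 were 48 and the 10 of atoGal4 × UASato were 3. For Sens GOF chance can be excluded only if arrays 1 and 2 are separate samples. With these averaged, 5 of all 45 splits gave as many as the 4 genes lower (highest other 11) and 4 of 45 as many as the 9 higher (highest other 38), and chance cannot be excluded.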

How the results depend on the processing

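Averaging Sens GOF arrays 1 and 2, the alternatives for the overlap of genes lower in Ato LOF and in Sens GOF and for gene families, the R8 list without ato and the muscle list without each array were chosen after seeing the data, and all others were planned. Of 261 counts under alternatives, 151 stayed within 1.5 times the count as reported and 110 did not. Under the filter on dim probe sets and with any probe set of a gene, every count made there stayed within 1.5 times. Quantile normalization applied again and eBayes with trend and robust variances moved only the difference between the drivers, from 10 genes to 16 and 40. The overlap of genes lower in Ato LOF and in Sens GOF was not counted under these alternatives. Taking any probe set can only add genes and does not test the choice of probe set. Of called genes with another probe set, 5 of 24 in Ato GOF had it called too (limma, adjusted p under 0.05). In Ato LOF 111 of 270 did, and in Sens GOF 28 of 88. Quantile normalization again moved the median of all genes by under 0.1 in each comparison. Where a count moved, the cause was not tested, apart from the thresholds, which change it by their construction.

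With all 20 arrays in 1 fit, genes higher in Ato GOF went from 66 to 140, genes lower from 15 to 50, the joined filters from 73 to 203, atoGal4 × UASato from 10 to 67, Gal4/7 × UASato from 235 to 384, Sens GOF from 41 to 236 lower and from 21 to 51 higher, and the overlap of Ato GOF and Ato LOF from 64 to 149. Against the nearest controls only, they went to 38, 6, 40, 3 and 133 for Ato GOF and the drivers in the same order, 57 from 87 for genes lower in Ato LOF, and 0 lower (limma, with 1099 at an unadjusted p under 0.05) and 33 higher for Sens GOF. With the replicate number as a block they were 34, 4, 34, 1 and 123, 1 for the difference between the drivers, 11 lower and 50 higher for Sens GOF and 37 for the overlap. The residuals of arrays with the same replicate number had a median correlation of 0.0770 over 62 pairs, from −0.436 to 0.559. Those with different numbers had one of −0.0349 over 112 pairs, from −0.559 to 0.542. The pairs share arrays and are not independent, so these values do not settle whether replicate numbers pair the samples. With the line as a random block, genes lower in Ato GOF were 9, the joined filters gave 48, atoGal4 × UASato 3 and genes lower in Sens GOF 14. With array weights atoGal4 × UASato gave 32 and Sens GOF 737 lower and 161 higher.

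At an adjusted p under 0.01 with no fold limit, 36 genes were higher and 5 lower in Ato GOF. At an adjusted p under 0.05 with no fold limit, 113 were higher and 34 lower in Ato GOF, 760 higher and 1207 lower in Ato LOF, and 204 higher and 265 lower in Sens GOF. With an unadjusted p, Sens GOF had 577 lower and 85 higher. A t-test on the RMA values at an unadjusted p under 0.05, without the further conditions that the paper set beside its t-test on MAS5.0 values, gave 993 higher and 547 lower in Ato GOF. With Sens GOF arrays 1 and 2 averaged, 4 were lower and 9 higher, and the genes lower in Ato LOF and in Sens GOF went from 185 to 27. Of 26 tests of a list as a set that passed at the preset correlation, a list counted once in each of Ato GOF, Ato LOF and Sens GOF, 3 passed with an estimated correlation, R8 specification in Ato GOF (also without ato) and R1 to R7 photoreceptors and EGFR and Ras signaling in Ato LOF.

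Leaving out each array in turn gave 32 to 112 genes higher and 4 to 22 lower in Ato GOF, 37 to 120 by the joined filters, 0 to 10 for atoGal4 × UASato, 103 to 232 for Gal4/7 × UASato, 1 to 314 for the difference between the drivers, 90 to 201 higher and 61 to 117 lower in Ato LOF, 9 to 50 higher and 4 to 173 lower in Sens GOF, 36 to 104 in the overlap of Ato GOF and Ato LOF, and 21 to 412 in that of Ato LOF and Sens GOF. The 10 genes of atoGal4 × UASato became 1, 1 or 0 without its replicate 1, 2 or 3 (540 at an unadjusted p under 0.05 in limma for the 0), 5 without control Gal4/7 replicate 1, 4 without atoGal4 replicate 1, 4 or 5 without UASato replicate 1 or 2 and 3 without CantonS replicate 2, and the 235 of Gal4/7 × UASato became 103 or 120 without its replicate 2 or 3. Where an arm of a driver kept 1 control, it was taken to vary like the other groups. Of 200 values of named genes, a gene counted once in each comparison that names it, 154 passed, none reversed its direction while called, and 88 kept the call whichever array was left out, 19 of 39 in Ato GOF, 63 of 81 in Ato LOF and 6 of 34 in Sens GOF. The test of reporter outcomes had no alternative. The number of arrays and, for dim probe sets, the signal over background limit the precision.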

Differences from the paper's values

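The paper's set of Ato downstream genes holds 204 genes, from 6 joined filters on RMA, gcRMA and MAS5.0 values. The 3 filters on RMA values gave 73 here, and the others were not analysed here. The counts found here are of genes and leave out probe sets that are unnamed here or name several genes. Counted as probe sets, where a gene can appear more than once, 96 passed the 3 filters. Of the alternatives set before the data were examined, 1 fit of all 20 arrays gave 203, which is within 1.5 times the paper's value, but it called 86 of the 180 measured genes of Table S3, where 69 of the 73 reported here belong to that table, and shared 61 genes with the 73. Every other alternative gave 34 to 120 and stayed further off.

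For genes over 3-fold lower in Ato LOF the paper's values are 315 in its text and 317 in Table 3, on gcRMA values, and 87 were found here on RMA values at the same adjusted p and fold. Each alternative set before the data were examined stayed further off than 1.5 times, with 57 to 117 genes at that fold limit and 1207 without it. Counted as probe sets at the same adjusted p and fold, 118 were lower.

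For genes lower in Sens GOF the paper's values are 97 in its text and 95 in Table 3 at p under 0.01, and 41 were found here at an adjusted p under 0.01. None of the alternatives set before the data were examined came within 1.5 times either value. They ran from 0 against atoGal4 alone to 737 with array weights, with 577 at an unadjusted p. These are all counts of genes. Counted as probe sets at an adjusted p under 0.01, 76 were lower, which is nearer both values of the paper. Of the 76, 14 are unnamed here or name several genes.

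For genes at least 2-fold higher in Sens GOF the paper's value in Table 3 is 77 at p under 0.05, and 21 were found here at an adjusted p under 0.05. At an unadjusted p, an alternative set before the data were examined, the count was 85, within 1.5 times the paper's value. The other alternatives gave 9 to 204 and stayed further off. Counted as probe sets at the adjusted threshold, 32 were higher.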

Other observations

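The tests of gene families, the muscle list without each array and the alternatives for the overlap of Ato LOF and Sens GOF were chosen after the results had been seen, and the test of reporter outcomes was planned.

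In 2 of 3 families of detoxification enzymes tested, more genes were higher in Ato LOF than chance gives. Of 83 measured cytochrome P450 genes, 25 were higher where 5.26 would be by chance (Fisher's exact test, adjusted p = 1.34e-09 over 54 tests), with *Cyp4p2* at a log2 fold change of 3.82, *Cyp6a23* at 3.19, *Cyp4e3* at 2.98 and *Cyp4s3* at 2.75. Of 34 measured glutathione S-transferases, 8 were higher where 2.16 would be by chance (adjusted p = 0.0283), with *GstD2* at 2.40 and *GstE6* at 2.22. Of 35 measured UDP-glycosyltransferases, 4 were higher where 2.22 would be by chance (adjusted p = 1). Against CantonS alone 13 of the P450 genes and 4 of the glutathione S-transferases were higher, where 1.66 and 0.678 would be by chance (adjusted p = 2.63e-08 and 0.00671 over 39 tests), and leaving out each array in turn gave 18 to 36 and 5 to 11 (adjusted p up to 1.61e-08 and 0.00554). Fisher's test takes genes as independent, while all the calls come from the same Ato LOF arrays, so its p-values do not measure replication. The medians of fat body (log2 fold change 0.91) and muscle (0.85) also lay above 0 in these discs, and tissue carried over was not told apart from a change in the disc. The genetic background of the single mutant stock cannot be told apart from the loss of Ato either. The genes named were chosen after their values were seen.

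Genes of the ecdysone response moved in Ato LOF. Of 14 measured, 7 were lower and 1, *ftz-f1*, was higher at an adjusted p under 0.05 from limma (9 lower and 1 higher when adjusted over the list alone; camera adjusted p = 0.00134, and adjusted p = 0.279 with an estimated correlation). *Eip78C* had a log2 fold change of −2.27 and *ftz-f1* one of 1.37, and neither passed against CantonS alone (adjusted p = 0.0825 and 0.0646). Of 6 measured genes of apoptosis, *Dcp-1*, *Dronc* and *Dark* were lower (3 lower when adjusted over the list alone; camera adjusted p = 0.115), none of them without Ato LOF replicate 1 or 2 or against CantonS alone (adjusted p from 0.0529 to 0.563), and *Dark* not without 5 single control arrays either (adjusted p from 0.0501 to 0.0537). Of 6 genes of neuroblasts, *dpn* and *grh* were lower (3 lower when adjusted over the list alone), of 6 of hemocytes *NimC1* was lower and *SPARC* higher (the same 2 when adjusted over the list alone), of 6 of the JNK and wound response *Mmp2* was lower (1 when adjusted over the list alone), of 16 of ciliated sensory neurons *Oseg6* and *iav* were lower (2 when adjusted over the list alone), and of 2 male and female markers *Sxl* was lower (2 lower when adjusted over the list alone). Each of these calls was lost against CantonS alone (adjusted p from 0.0504 to 0.305), those of *SPARC* and *Oseg6* also without Ato LOF replicate 1 (adjusted p = 0.128 and 0.0959), those of *Mmp2* and *iav* without replicate 2 or 3 (adjusted p from 0.0647 to 0.174), and that of *iav* without 5 single control arrays (adjusted p from 0.0518 to 0.062). None of the 9 genes of the cell cycle and the 2 housekeeping references passed in limma (0 and 1 higher when adjusted over the list alone), with log2 fold changes of 0.14 for *PCNA* and 0.10 for *RpL32*.

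With the Gal4/7 driver, some genes of mature neurons rose. Of 12 measured, 5 were higher (5 when adjusted over the list alone; camera adjusted p = 2.52e-07, and adjusted p = 0.0566 with an estimated correlation), with *futsch* at a log2 fold change of 1.25 and *cpx* at 1.23. Of 14 genes of phototransduction 4 were higher (6 when adjusted over the list alone; camera adjusted p = 0.00866, and adjusted p = 0.114 with an estimated correlation), with *rdgC* at 3.21, and of 6 of hemocytes 2 were higher (5 when adjusted over the list alone; camera adjusted p = 1.61e-06, and adjusted p = 0.123 with an estimated correlation). Of 7 genes of glia, *gcm*, *loco* and *moody* were lower (3 when adjusted over the list alone; camera adjusted p = 0.0373, and adjusted p = 0.274 with an estimated correlation). With atoGal4 no gene of these 4 lists passed, and the hemocyte median was −0.17. Markers of carried-over tissue also moved with Gal4/7. The salivary gland median was −3.40 (camera adjusted p = 0.0186, and adjusted p = 0.629 with an estimated correlation) and that of fat body −1.72 (camera adjusted p = 0.088). The calls of single genes with 1 driver were not tested without single arrays.

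In both drivers together, 5 of 37 retinal TFs were higher and 3 lower (7 and 4 when adjusted over the list alone; camera adjusted p = 0.447), with *peb* at 0.86, *seq* at 0.41 and *so* at −0.52, the last lost without most single arrays (adjusted p from 0.0598 to 0.131). Of 8 genes of Hedgehog, Dpp and Wingless signaling *tkv* was lower (1 when adjusted over the list alone; camera adjusted p = 0.0115, and adjusted p = 0.629 with an estimated correlation), a call lost without any array except CantonS replicate 1 and atoGal4 × UASato replicate 3 (adjusted p from 0.0536 to 0.109). The lists of muscle (camera adjusted p = 0.00342, 2 lower when adjusted over the list alone) and cell cycle (camera adjusted p = 0.00818, none when adjusted over the list alone) had no gene past the threshold in limma, and neither passed with an estimated correlation (adjusted p = 0.629). The muscle list was highest of the controls in Gal4/7 replicate 1, and without that array its mean log2 fold change went from −0.72 to −0.44 (camera adjusted p = 0.011, and adjusted p = 0.588 with an estimated correlation).

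In Sens GOF, *B-H2* and *salr* were lower among 9 genes of R1 to R7 (4 when adjusted over the list alone; camera adjusted p = 0.000712, or 0.000849 with arrays 1 and 2 averaged, and adjusted p = 0.249 with an estimated correlation), and none of 5 genes of cone and pigment cells passed in limma (3 lower when adjusted over the list alone; camera adjusted p = 0.0042, or 0.00817 with the arrays averaged, and adjusted p = 0.34 with an estimated correlation). *Dll* of the antennal list was lower (log2 fold change −0.64, adjusted p = 0.0193). With Sens GOF arrays 1 and 2 averaged, without Sens GOF replicate 1 or 2 or against atoGal4 alone, *B-H2*, *salr* and *Dll* did not pass (adjusted p from 0.0819 to 0.252), and without replicate 3 *B-H2* and *Dll* did not (adjusted p = 0.0515 and 0.0767).

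Genes lower in Ato LOF and in Sens GOF overlapped. With the 3 Sens GOF arrays as samples and at an adjusted p under 0.05, 185 genes were lower in both, where independent lists would share 26.7, and with the controls split by the replicate number in their titles 107 and 20 were, where independent lists would share 18.8 and 5.12. With Sens GOF arrays 1 and 2 averaged the overlap was 27, where independent lists would share 4.13. The 185 became 21, 27 or 84 without Sens GOF replicate 1, 2 or 3, 412 or 112 without CantonS replicate 1 or 2, and 122 or 119 without UASato replicate 1 or 2. Across genes, which are not independent replicates, the covariance of the fold changes was 0.0875, where the shared controls alone gave 0.0251, and 0.0565 and 0.0519 with split controls.

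Predicted targets that Table 2 scores as positive, for reporter activity with or after Ato in at least 1 tissue that depends on Ato and not only in the disc measured here, did not differ past the threshold from those it scores as negative. In Ato GOF the mean log2 fold change was 0.79 ± 0.61 (SD, n = 14 genes) for positive and 0.69 ± 0.48 (SD, n = 17) for negative reporters, a difference of 0.11 (two-sided permutation test, p = 0.589, adjusted p = 0.589 over 2 tests). The positive genes include *ato*, whose value in Ato GOF includes the transgene and raises the mean of the positive genes. The test was not repeated without *ato*. In Ato LOF the means were −1.34 ± 0.85 (SD, n = 14) and −1.14 ± 0.70 (SD, n = 17), a difference of −0.20 (two-sided permutation test, p = 0.490, adjusted p = 0.589). Past the threshold were 8 positive and 11 negative in Ato GOF, and 13 and 14 in Ato LOF. Of the 39 genes of Table 2, 31 were measured, and the positive *dap*, *sca* and *Fas2* were not. Each test took all 31, whether predicted from the GOF or the LOF set. All were picked on these samples, which may limit the difference that the test could find.

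Genes whose perturbed arrays all lay beyond every control array made up 1.11% of genes in Ato GOF, 15.3% in Ato LOF and 8.88% in Sens GOF, where chance gives 0.0666%, 1.21% and, with 3 separate samples, 1.21%. With Sens GOF arrays 1 and 2 averaged the share was 10.9%, where chance gives 4.44%. These chance shares take the arrays as interchangeable between the groups. The Ato LOF and Sens GOF arrays are each of a single line. A difference of that line from the control lines would also raise the share.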
